# Gene regulatory networks for compatible versus incompatible grafts identify a role for SlWOX4 during junction formation

**DOI:** 10.1093/plcell/koab246

**Published:** 2021-10-05

**Authors:** Hannah Thomas, Lisa Van den Broeck, Ryan Spurney, Rosangela Sozzani, Margaret Frank

## Abstract

Grafting has been adopted for a wide range of crops to enhance productivity and resilience; for example, grafting of Solanaceous crops couples disease-resistant rootstocks with scions that produce high-quality fruit. However, incompatibility severely limits the application of grafting and graft incompatibility remains poorly understood. In grafts, immediate incompatibility results in rapid death, but delayed incompatibility can take months or even years to manifest, creating a significant economic burden for perennial crop production. To gain insight into the genetic mechanisms underlying this phenomenon, we developed a model system using heterografting of tomato (*Solanum lycopersicum*) and pepper (*Capsicum annuum*). These grafted plants express signs of anatomical junction failure within the first week of grafting. By generating a detailed timeline for junction formation, we were able to pinpoint the cellular basis for this delayed incompatibility. Furthermore, we inferred gene regulatory networks for compatible self-grafts and incompatible heterografts based on these key anatomical events, which predict core regulators for grafting. Finally, we examined the role of vascular development in graft formation and uncovered SlWOX4 as a potential regulator of graft compatibility. Following this predicted regulator up with functional analysis, we show that *Slwox4* homografts fail to form xylem bridges across the junction, demonstrating that indeed, *SlWOX4* is essential for vascular reconnection during grafting, and may function as an early indicator of graft failure.

## Introduction

Plants have robust systems for self-regeneration following wounding (Savatin et al., 2014; Ikeuchi et al., 2019). Grafting is an ancient agricultural approach that relies on the innate capacity of plants to undergo self-repair. Grafting surgically joins independent root and shoot systems, creating a dual plant system that expresses superior traits on either half of the junction. This approach has been strategically adopted in a wide range of species to boost crop productivity and resilience (Mudge et al., 2009; Gaut et al., 2019). Successful grafts are dependent on the formation of the graft junction, a dynamic anatomical connector that unites the rootstock and scion.

While survival has recently been equated with graft compatibility, the classic definition for compatible combinations states that both nonvascular (cortex/pith, epidermis) and vascular connections must be made between the scion and stock (Proebsting, 1928). Within the Solanaceae, potato (*Solanum tuberosum*), tobacco (*Nicotiana tabacum*), and eggplant (*Solanum melongena*) are routinely grafted with tomato (*Solanum lycopersicum*) for horticultural purposes (Lee and Oda, 2010; Dawson, 1942). Unlike other Solanaceous plants, Capsicum species (peppers) are only graft compatible with other Capsicum species (Kawaguchi et al., 2008; Lee and Oda, 2010), and tomato and pepper (*Capsicum annuum*) graft combinations have been described as “severely” incompatible (Kawaguchi et al., 2008). The capacity for an incompatible graft to survive for months, or even years in perennial crops, without forming a successful vascular connection is referred to as delayed incompatibility (Argles, 1937). Stunted root and shoot growth, the formation of suckers or adventitious roots, and large, bulging graft junctions are all symptoms of delayed incompatibility (Eames and Cox, 1945; Copes, 1980; Zarrouk et al., 2006). Graft combinations with delayed incompatibility eventually succumb to their mechanical weakness and break at the graft junction, presenting severe challenges for commercial growers (Kawaguchi et al., 2008).

Despite the long history and wide-spread use of grafting, only eight genes have been directly implicated in junction formation. These genes are involved in cell proliferation and vascular specification (Asahina et al., 2011; Pitaksaringkarn et al., 2014; Matsuoka et al., 2018, 2021; Melnyk et al., 2018; Notaguchi et al., 2020).

Given the essential role of vascular reconnection during graft formation, genes involved in the relatively well-characterized process of cambium-xylem maintenance serve as promising developmental regulators of junction formation. Vascular development in *Arabidopsis thaliana* roots is regulated by a dynamic transcription factor (TF) network coordinated with hormonal inputs. CLAVATA3/EMBRYO SURROUNDING REGION-RELATED (CLE) peptides 41 and 44 encode identical peptides that act as TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTORs (TDIFs), which are produced in the phloem and bind to the PHLOEM INTERCALATED WITH XYLEM (PXY) cambial receptor (Ito, 2006; Smit et al., 2020). Activated PXY is involved in the maintenance of cambial cells by promoting WUSCHEL-RELATED HOMEOBOX 4 (WOX4) and WOX14 (Fisher and Turner, 2007; Etchells and Turner, 2010; Hirakawa et al., 2010; Suer et al., 2011; Etchells et al., 2013; Han et al., 2018). Downstream of WOX14, there are important cambial regulators such as KNOTTED-LIKE FROM ARABIDOPSIS THALIANA (KNAT1) and LOB DOMAIN-CONTAINING PROTEIN 4 (LBD4; Mele et al., 2003). PXY also represses xylem differentiation factors such as VASCULAR-RELATED NAC-DOMAIN 6 (VND6), VND7, and NAC SECONDARY WALL THICKENING PROMOTING FACTORs (NSTs) via brassinosteroid signaling (Kubo et al., 2005; Zhong et al., 2007; Mitsuda et al., 2007; Kondo et al., 2015; Turco et al., 2019).

In line with the hypothesis that genes involved in xylem-cambial maintenance play a role during junction formation, several core regulators for vascular genesis were identified in recent graft transcriptome studies (Melnyk et al., 2018; Xie et al., 2019). Moreover, these studies uncovered a subset of genes that were asymmetrically expressed either in the scion or the rootstock during graft formation, which lead to an as-yet untested hypothesis that asymmetric expression across the graft interface drives junction formation (Melnyk et al., 2018; Xie et al., 2019).

In this study, we investigate the molecular mechanisms underlying compatible versus incompatible grafts by connecting anatomical processes with predicted regulatory interactions. Through anatomical, biophysical, and genetic characterization, we have established tomato and pepper as a model system for studying graft incompatibility. To our knowledge, only one study has employed regulatory networks to identify genes involved in graft formation (Xie et al., 2019). Next, we utilized Bayesian inference and regression analyses to expand our understanding of species-specific genetic responses, which regulate the conserved process of junction formation (Prill et al., 2010; de Luis Balaguer and Sozzani, 2017; de Luis Balaguer et al., 2017; Clark et al., 2019; Smet et al., 2019). We then identified orthologs of known genetic factors involved in vascular development, which uncovered SlWOX4 as a potential regulator of graft compatibility. In line with this hypothesis, we show that *Slwox4* homografts fail to form xylem bridges across the junction. These functional analyses demonstrate that indeed, *SlWOX4* is essential for vascular reconnection during grafting, and may function as an early indicator of graft failure.

## Results

### Tomato and pepper exhibit delayed incompatibility

To investigate the developmental regulation of graft compatibility, we developed a genetically tractable heterografting system between *Solanum lycopersicum* var. M82 (tomato) and *Capsicum annuum* var. Big Dipper (pepper). In agreement with previous work on tomato and pepper heterografting (Kawaguchi et al., 2008; Andrews and Marquez, 2010), our self-grafted tomato and pepper plants exhibited 100% survival, while heterografted pepper:tomato (scion:stock notation) and tomato: pepper plants showed significantly reduced viability (75% and 37%, respectively; *P* = 8.648e-06; Supplemental Data Set S1; data collected 30 days after grafting [DAG]; Figure 1). Furthermore, in contrast to the self-grafted species, the heterografted combinations exhibited reduced foliage, asynchronous stem bulging, and the tomato:pepper grafts displayed severely stunted roots compared to the self-grafts (Figure 1, A–D). Fragility and breakage along the junction point is another classic symptom of graft incompatibility (Zarrouk et al., 2006). We performed a bend test to assess whether the biophysical integrity of the pepper and tomato heterografted junctions was significantly reduced (Movies 1 and 2). Only 6% of the self-grafted pepper stems and 0% of the self-grafted tomato stems broke at the junction, but the majority of the heterografts broke at this position (75% of pepper: tomato stems and 92% of tomato: pepper; *P* = 5.967e−11, Fisher’s exact test, Movies 3 and 4, Figure 1N; Supplemental Data Set S1).

**Figure 1:**
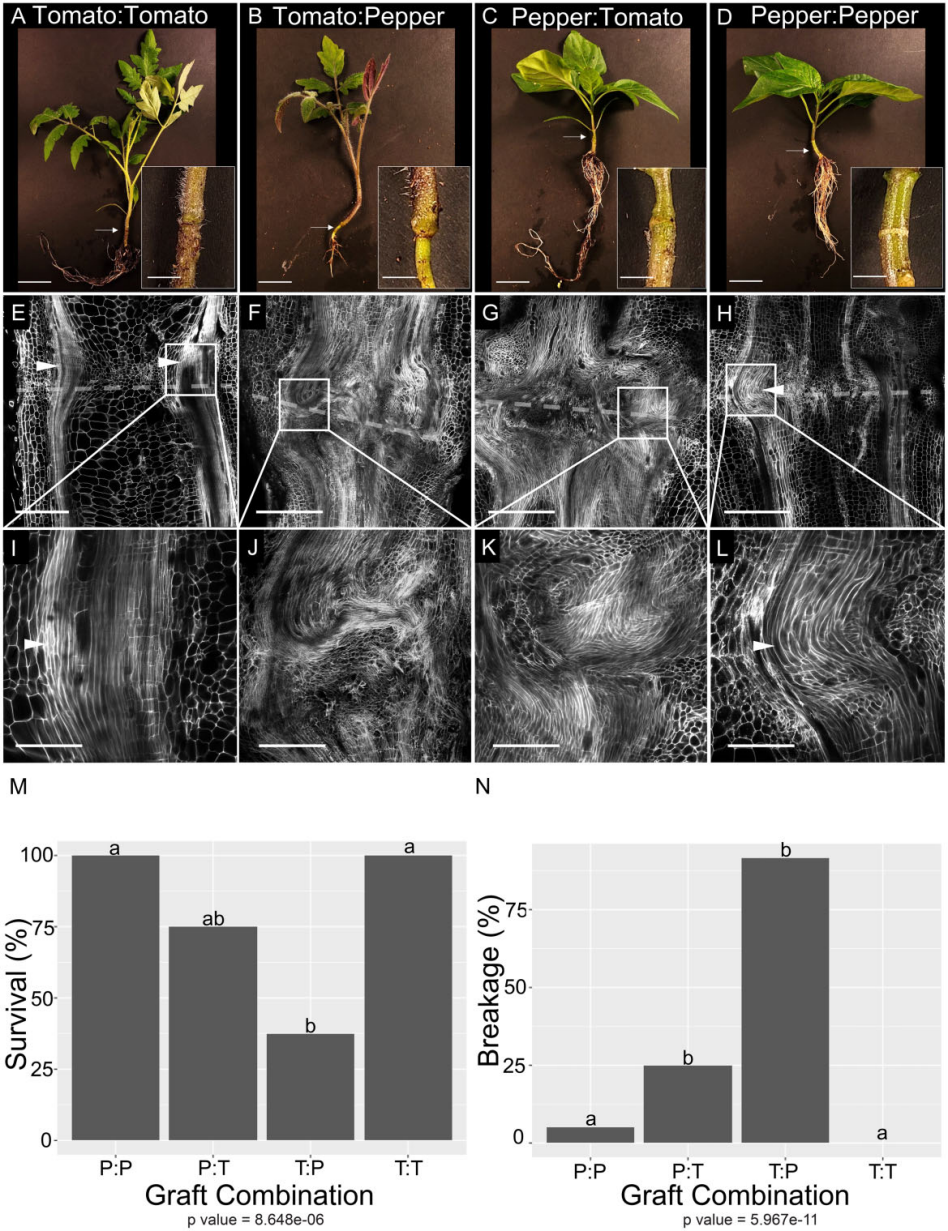
Heterografted tomato and pepper plants show severe vascular patterning defects, reduced viability, and biomechanical failure 30 DAG. A–D, Representative images of self-grafted tomato (A), heterografted tomato:pepper (B), pepper:tomato (C), and self-grafted pepper (D) plants taken 30 DAG. White arrows indicate graft junctions. E–L, High-resolution confocal imaging of vascular anatomy for self-grafted tomato (E and I), heterografted tomato:pepper (F and J), and pepper:tomato (G and K), and self-grafted pepper (H and L) plants taken at 30 DAG. Tissues were stained with PI to visualize cell walls, and cleared in methyl salicylate. White arrowheads point to xylem bridges. Dashed lines represent the graft site. (M and N) Heterografts exhibited significantly reduced viability relative to self-grafted plants (M), and higher breakage along the graft site during bend tests (N). *P*-values under graphs shown from Fisher’s exact test. Different letters indicate significant differences in the graft combinations (pairwise comparisons using Fisher’s exact test, *P *<* *0.05, *P*-values shown in Supplemental Data Set 1). P:P = pepper:pepper graft, T:T = tomato:tomato graft, P:T = pepper:tomato graft, T:P = tomato:pepper graft, PI = Propidium Iodide. N = 3 (A–L), *n* = 12–18 (M, N). Scale bars = 2 cm (A–D), 1 cm (E–H), 400 µm (I–L).

To identify the cause of graft failure and junction fragility in the heterografts, we inspected cellular and anatomical detail of the self- and heterografted stems at 30 DAG (Figure 1, E–L; Supplemental Figure S1). Continuous xylem files span the graft junction in the self-grafted tomato and pepper plants, indicating that nutrient and water flow was restored between the scion and stock (Figure 1, E, I, H, and L). Our anatomical imaging showed that these new xylem strands formed toward the periphery of the junction, creating a thickened xylem bridge (Figure 1, E and H; Mng’omba et al., 2007). Conversely, the heterografts showed an over proliferation of disorganized metaxylem above and below the graft interface (Figure 1, F, G, J, and K). These masses of disconnected xylem files are known as anastomoses and signify a breakdown in the vascular continuity of the stem (Tiedemann, 1989). Despite fully healed epidermal and cortical layers across the junction, all of the heterografted samples failed to form vascular bridges (Figure 1, F and G). These data support a model where heterografted tomato:pepper and pepper:tomato have delayed incompatibility due to failed vascular reconnection.

### Differences between compatible versus incompatible graft anatomy form within the first week of grafting

The formation of functional vascular tissue is crucial for successful grafting. Our heterografts exhibit severe disruptions in vascular strand reconnection. To identify when these vascular phenotypes manifest, we constructed an anatomical timeline for junction formation (Figure 2), comparing self-grafted tomato (Figure 2A) and pepper (Figure 2B) with heterografted tomato:pepper (Figure 2C) and pepper:tomato (Figure 2D) junctions between 3 and 6 DAG (Figure 2, E–T). We observed parenchymatous callus formation, especially along the stem periphery in all graft combinations (Figure 2). Self-grafted tomatoes exhibited significant callus production at 3 DAG (Figure 2E), and early differentiation of bulbous callus cells into proxylem by 3–4 DAG (Figure 2F). We distinguished these transitioning callus-to-protoxylem cells based on the combination of their isometric shape and characteristic spiral cell wall thickenings (Figure 2, E and F; Esau, 1965). The vasculature continued to differentiate 5–6 DAG (Figure 2, G and H), which led to elongated xylem strands that connected across the graft junction by 6 DAG (Figure 2H).

**Figure 2:**
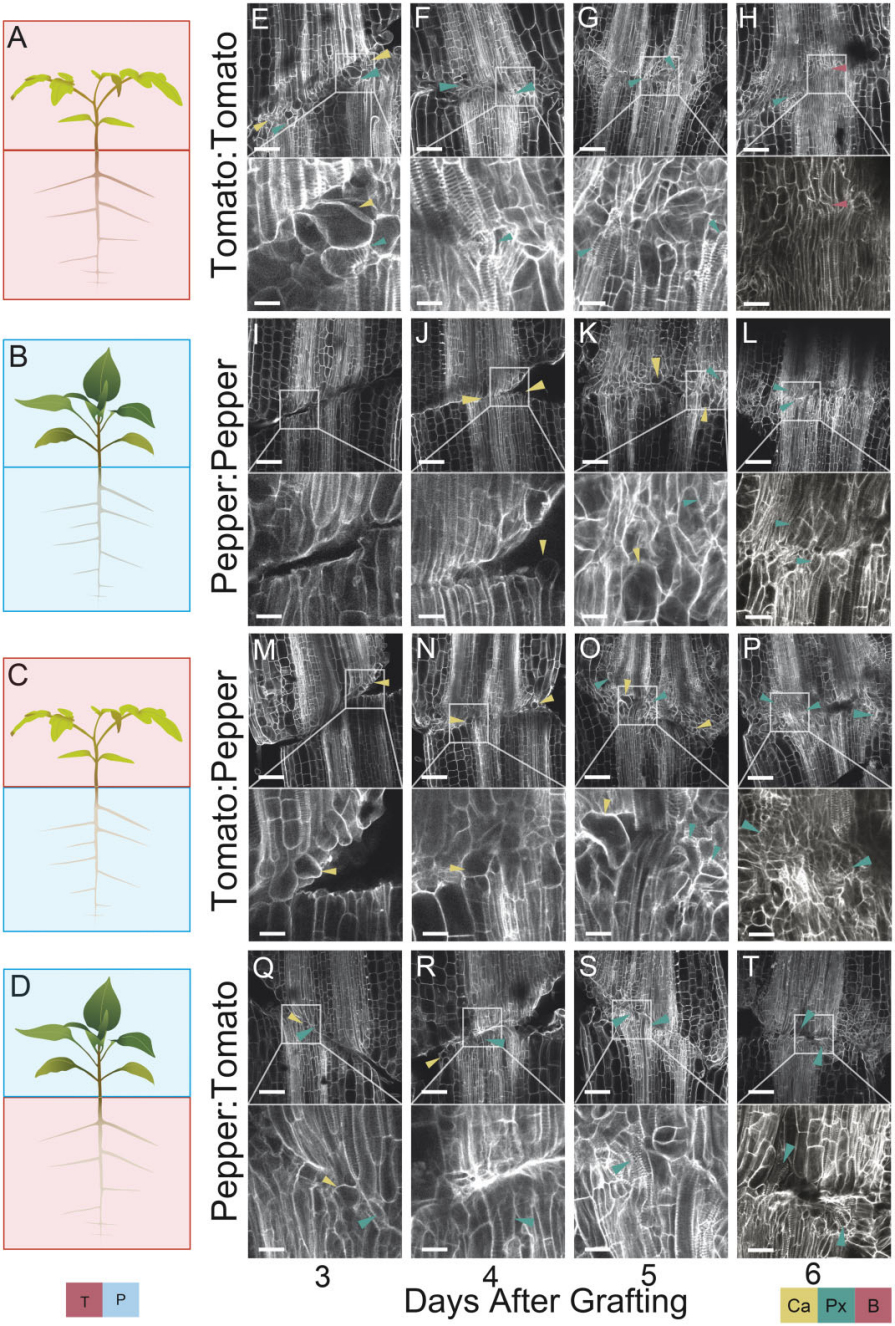
Tomato and pepper heterografts express graft incompatibility within the first week post-grafting. A–D, Graphical depictions of tomato (red boxes) and pepper (blue boxes) demonstrate self-grafted tomato (A), self-grafted pepper (B), tomato:pepper (C), and pepper:tomato (D). E–T, Anatomical timeline for self-grafted tomato (E–H), self-grafted pepper (I–L), tomato:pepper (M–P), and pepper:tomato (Q–T) collected daily from 3 to 6 DAG shows delayed vascular progression and xylem discontinuity in heterograft combinations. Newly formed callus cells are marked with yellow arrowheads, newly formed protoxylem cells are marked with blue arrowheads, and xylem bridges are marked with red arrowheads. The tissue was stained with PI and cleared in methyl salicylate. For all graft combinations and all timepoints *n* = 3. Scales bars = 200 µm, 4× inset image scale bars = 50 µm. Additional images can be found in Supplemental Figure S2.

In contrast to tomato self-grafts, self-grafted pepper stems showed significant water loss during junction formation. This, in combination with a slower rate of callus formation, increased the fragility of the pepper grafts. While pepper roughly followed the same anatomical stages as tomato, it lagged behind by about 24 h, potentially due to the increased fragility of the junction. Accordingly, we identified callus cells at 4 DAG (Figure 2J), bulbous callus-protoxylem cells at 5 DAG (Figure 2K), and early signs of vascular maturation by 6 DAG (Figure 2L).

Much like self-grafted tomato, tomato:pepper and pepper:tomato heterografts produced a considerable amount of callus along the tomato half of the junction at 3 DAG (Figure 2, M and Q). Moreover, we identified protoxylem formation between 3 and 5 DAG in both heterografts, but again, this was only on the tomato side of the junction (Figure 2, O, Q, R, and S). Thus, while in the tomato half of the heterografts exhibited parenchymatous and vascular proliferation, pepper stems remained developmentally stalled during the first 5 DAG, exhibiting no signs of protoxylem differentiation until 6 DAG (Figure 2, P and T). Pepper and tomato self-grafts exhibit mild differences (24 h) in the temporal development of the junction; however, when heterografted, pepper exhibits a strongly delayed wound response that leads to the discoordination of vascular patterning across the junction. Unlike the self-grafted plants that formed vascular connections by 6 DAG (Figure 2, H and L), heterografted plants did not form any xylem bridges across the interface, demonstrating that failed vascular connectivity manifests early in the development of this incompatible combination.

### Molecular networks support distinct hub regulators for self-grafted tomato and pepper

To identify genetic regulators that are essential for proper vascular patterning in the graft junction, we generated temporal gene regulatory networks (GRNs) for graft formation in compatible self-grafts and incompatible heterografts. Using our anatomical timeline, we selected informative sample points that are associated with crucial steps during graft formation: graft adhesion (1 DAG), callus formation (3 DAG), and protoxylem differentiation (5 DAG; Figure 2).

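Graft junctions of tomato and pepper were compared as 4 grafts, the tomato self-graft, the pepper self-graft, pepper scion on tomato stock (pepper:tomato) and tomato scion on pepper stock (tomato:pepper), at 1, 3 and 5 days after grafting (DAG). Each of the 12 groups held 4 libraries of polyadenylated RNA, 48 in all. The deposited tables give expression as FPKM, fragments normalized for gene length and library size, for 33604 tomato genes in the tomato self-graft, 30088 pepper genes in the pepper self-graft and 63692 genes of both species in the heterografts. At least 1 FPKM in at least 1 of the 3 groups was reached by 19271 tomato genes of the self-graft and 17806 pepper genes of the self-graft. Reads were trimmed, aligned and quantified by the authors with TuxNet, and the tables hold 1 FPKM value per group, so no standard deviation between libraries can be given for any gene. Counts of reads are not in the tables and the depth of each library is unknown. The sum of FPKM over all genes ranged from 866606 in the tomato self-graft at 1 DAG to 2360110 in the pepper self-graft at 3 DAG. Fold changes were taken between time points of 1 graft as the log2 ratio of FPKM + 1, later over earlier. The q values printed beside them are those of the authors' deposited table, from Cuffdiff over the replicates. They belong to fold changes without the added 1, which are larger, most of all at low FPKM, and which set the DEG calls. Where 1 group is listed at 0, that table writes a code without direction for the fold change, which applied to 949 called comparisons, of which 311 were falls by FPKM, and the direction was taken from FPKM.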

To generate this molecular timeline, we harvested junctions for RNA-sequencing from self-grafted and heterografted tomato and pepper combinations at 1, 3, and 5 DAG. Using pairwise comparisons amongst all three timepoints, we identified 497, 530, and 536 differentially expressed genes (DEGs: log_2_[fold change] >2 or < −2, FDR <0.05) 1, 3, and 5 DAGs in the tomato self-grafts, respectively (Supplemental Data Set S2; Supplemental Figure S3). 

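Between 1 and 3 DAG, more genes of the tomato self-graft were called higher than lower. By the authors' deposited table, 331 genes were higher and 200 lower at 3 than at 1 DAG. Between 1 and 5 DAG, 378 genes were higher and 297 lower at 5 DAG in the authors' deposited table. Among the genes with the largest change, Solyc02g086310 went from 152 FPKM at 1 DAG to 1.57 at 5 DAG, and Solyc01g060010 from 127 to 1.94. Solyc07g009260 went from 35.5 FPKM at 1 DAG to 2326 at 3 DAG, and Solyc04g007760 from 0.0745 FPKM at 1 DAG to 448 at 5 DAG. Each DEG was assigned to the time point at which it was higher than at 1 of the other time points. This gave 370 DEGs at 1 DAG, 488 at 3 DAG and 450 at 5 DAG from the authors' deposited table, with a gene counted once per time point. When a gene had to be higher than at both other time points, 127, 42 and 86 genes were left at 1, 3 and 5 DAG in the authors' deposited table.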

Most DEGs are specific to one time point and only 18.12% are shared between at least two time points. 

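Among the named genes, the TF genes THOM1 and JRE4 (a jasmonate-responsive ethylene response factor) and the NAC gene Solyc06g061080, an ortholog of ANAC071 and ANAC096, were assigned to 2 time points. Of the 62 tomato genes that the paper names by identifier, 14 were assigned to at least 1 time point, and 3 of these to more than 1. Over all genes, 204 of the 1104 DEGs called in the authors' deposited table were assigned to 2 or more time points, which is 18.5%. No gene can be assigned to 2 time points when it must be higher than at both others.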

Upon clustering and plotting the expression dynamics of these DEGs, we observed that only DEGs from cluster 2 show similar expression dynamics across the different graft combinations, indicating that the expression of key self-grafted DEGs is highly disrupted in the heterografts. 

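Tomato DEGs of the self-graft kept their direction between 1 and 5 DAG in both heterografts in most cases, and less so between 1 and 3 DAG. At 5 over 1 DAG, 85.8% of 996 DEGs changed in the self-graft's direction in pepper:tomato and 90.4% of 975 in tomato:pepper, and Pearson's r across genes was 0.807 and 0.866. At 3 over 1 DAG, the shares were 63.7% and 71.0%, with r of 0.367 and 0.507. At 5 over 3 DAG, r was 0.734 in pepper:tomato and 0.00733 in tomato:pepper, and 79.9% and 50.4% of the genes went the same way. These DEGs had 1 FPKM or more in at least 1 group of both tables compared. Genes are not independent replicates, so no p-value is given for r. With the 3 DAG values of the 2 heterografts exchanged, r at 3 over 1 DAG was 0.684 in pepper:tomato and 0.641 in tomato:pepper, with shares of 83.7% and 72.4%, and r at 5 over 3 DAG was 0.678 in pepper:tomato and 0.6997 in tomato:pepper. The exchange was set as an alternative before the deposited tables were examined, after the paper's alignment percentages and figures had been seen.

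**Figure D1:**
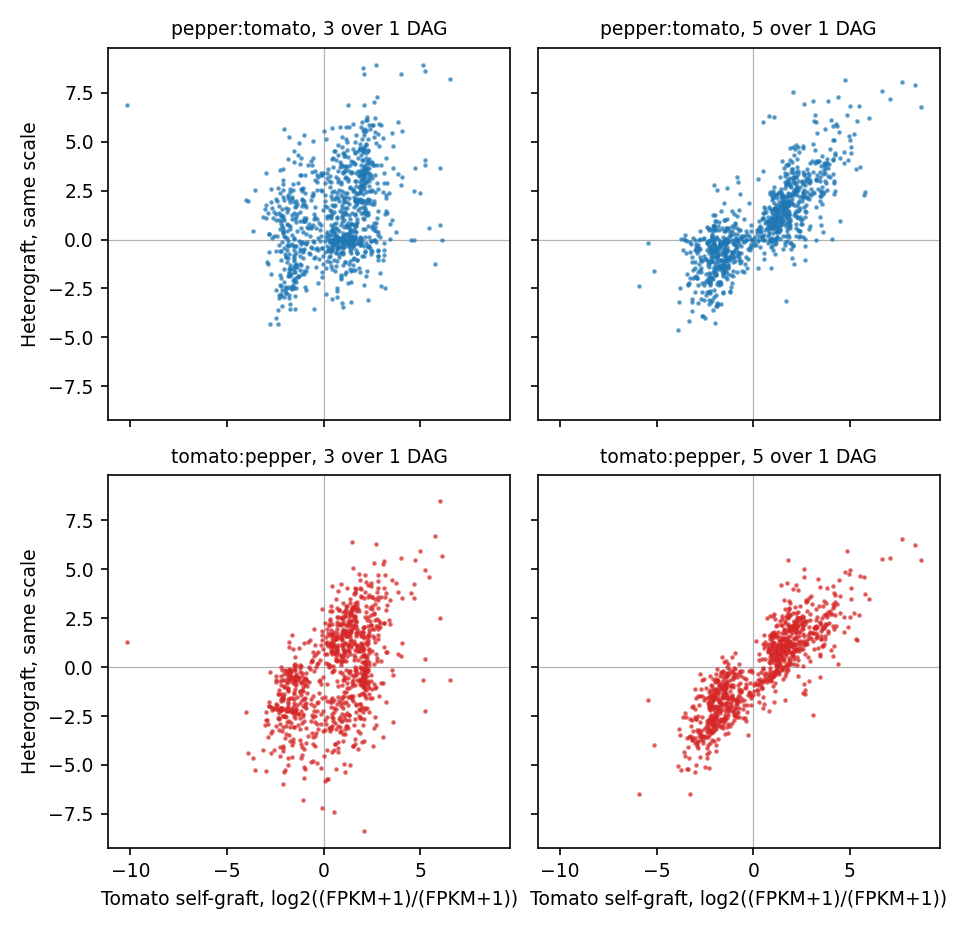
Log2 fold changes of tomato DEGs in the self-graft (x axis) and in each heterograft (y axis), at 3 and 5 over 1 DAG, 1 point per gene with 1 FPKM or more in at least 1 group of all 3 tables. The points lie nearer to a line in the panels at 5 over 1 DAG than in those at 3 over 1 DAG.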

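As labelled, few of the tomato genes that departed from the self-graft's direction at 3 DAG did so in both heterografts. Of 924 DEGs of the tomato self-graft that could be followed in both heterografts, 327 had the self-graft's direction in both at 3 over 1 DAG, 257 in pepper:tomato alone, 328 in tomato:pepper alone and 12 in neither. At 5 over 1 DAG, 721 of the same genes had it in both, 69 in pepper:tomato alone, 115 in tomato:pepper alone and 19 in neither. Across all 18661 expressed tomato genes, changes in the 2 heterografts had Pearson's r of -0.435 at 3 over 1 DAG and 0.497 at 5 over 1 DAG. With the 3 DAG values exchanged between the heterografts, the former was 0.217. Of 830 DEGs then followed, 487 had the self-graft's direction in both at 3 over 1 DAG, 199 in pepper:tomato alone, 106 in tomato:pepper alone and 38 in neither. Alignment to the pepper genome moved in opposite directions in the 2 heterografts between 1 and 3 DAG. The clusters of scaled expression themselves were not analysed here.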

Some clusters, for example clusters 1, 3, 4, 7, and 9, show disrupted expression dynamics in only one of the two heterografts, supporting asymmetrical regulatory disruptions.

Next, to limit the number of input genes and increase the accuracy of the GRN inference, we applied a selection method using graft-related gene ontology (GO) terms (372) critically selected based on our observations from the anatomical timeline and published studies on grafting (Figure 2; Supplemental Data Set S3 ; Melnyk et al., 2018; Xie et al., 2019). We included 168 DEGs that overlapped with the graft-related GO terms, as well as all 63 differentially expressed transcription factors (DETFs) to perform network inference (Supplemental Figure S4). Specifically, we inferred three networks for each time point with a dynamic Bayesian network approach and combined the predicted regulatory interactions, visualizing time point-specific, and common regulations (Figure 3; Supplemental Data Set S4; de Luis Balaguer et al., 2017; de Luis Balaguer and Sozzani, 2017; Spurney et al., 2020).

**Figure 3:**
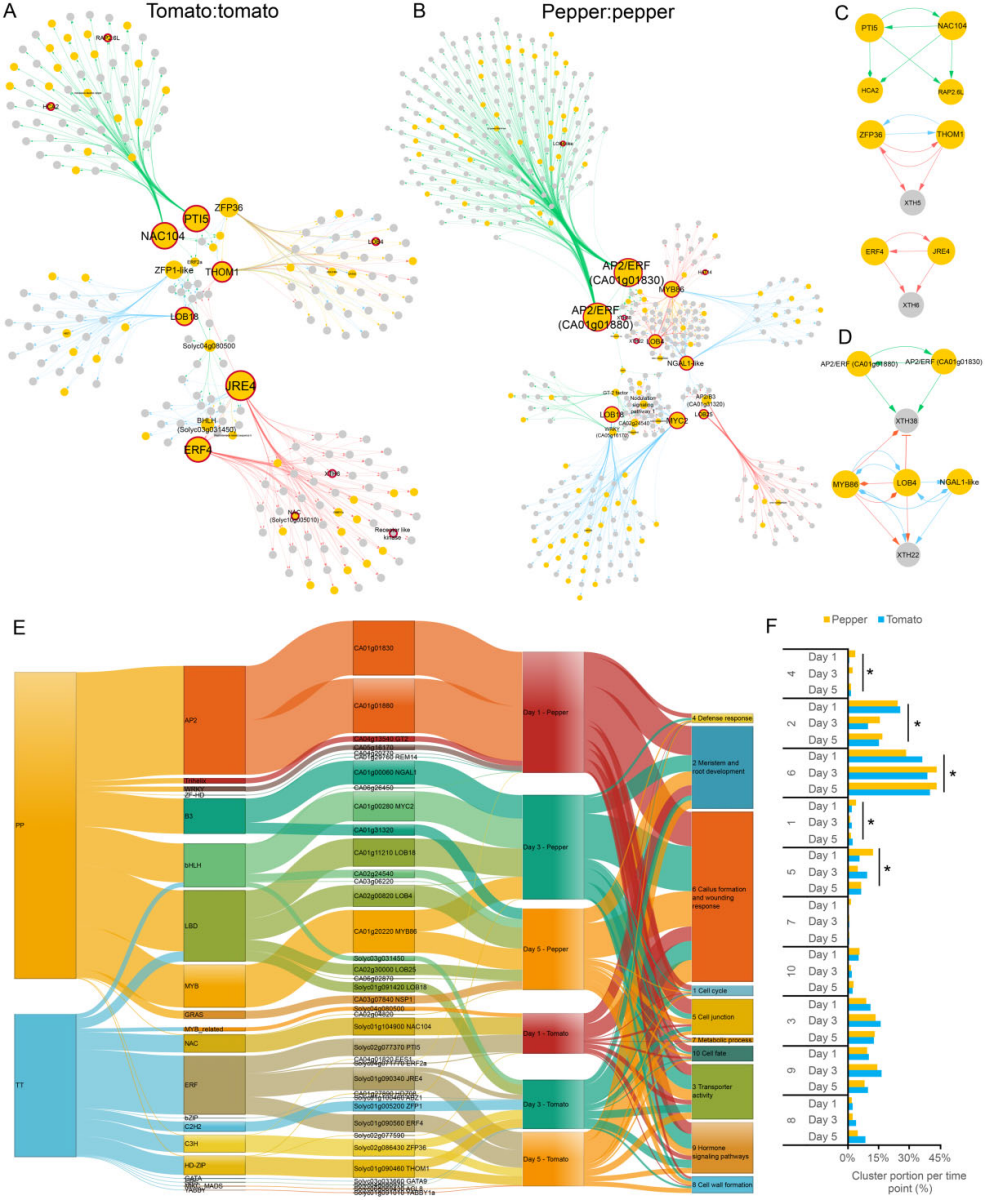
Time-specific modules and their major regulators identified in tomato:tomato and pepper:pepper self-graft gene regulatory networks. A and B, Causal relations were predicted with a dynamic Bayesian network approach between differentially expressed transcription factors and DEGs associated with GO categories related to grafting for the (A) tomato:tomato self-graft and (B) pepper:pepper self-graft. Green, blue, red, and yellow arrows represent regulations at 1 DAG, 3 DAG, 5 DAG, and 3 and 5 DAG, respectively. Yellow and gray nodes represent transcription factors and non-transcription factors, respectively. Red bordered nodes are discussed in the main text. C and D, Highlighted inferred interactions in the main text from the tomato:tomato (C) and pepper:pepper (D) networks. (E) Sankey diagram visualizing inferred gene regulatory interactions from the tomato:tomato and pepper:pepper networks. The width of the connections between each vertical block represents the number of genes (from left to right): contained within each graft combination network, within each TF family, downstream of the major hub, expressed at a specific time point, and that fall into a specific GO cluster. All TFs that have an outdegree >0 are included. F, Percentage of the downstream target genes associated with each GO cluster per time point. * = *P* < 0.05 (Fisher’s exact test).

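In the tomato self-graft, the targets of the 1 DAG module were highest at 1 DAG and those of the 5 DAG module at 5 DAG in most cases. The 83 targets of the 1 DAG module had a median log2 fold change of -2.01 at 5 over 1 DAG, and all were below 0. Targets of the 5 DAG module, 98 in all, had a median of 1.95, and all were above 0. Of the 93 targets of the 3 DAG module, 87 were above 0 at 3 over 1 DAG, with a median of 1.73, and 64 were called higher and 0 lower in the authors' deposited table. All of these targets were chosen by the study on these samples, so their direction is not independent evidence. The modules of Supplemental Data Set S4 held 155, 186 and 196 edges at 1, 3 and 5 DAG.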

Within the tomato:tomato network, we identified three subnetworks or modules for each of the time points, as well as a module common for two time points (3 and 5 DAG; Figure 3A). 

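The tomato ortholog of NAC104, a NAC TF, fell steeply after 1 DAG, and the ethylene response factor PTI5 fell later. NAC104 (Solyc01g104900) had 60.0, 16.5 and 8.22 FPKM at 1, 3 and 5 DAG in the tomato self-graft. The log2 fold change of NAC104 was -1.80 at 3 over 1 DAG (q = 0.000186 in the authors' deposited table) and -2.73 at 5 over 1 DAG (q = 0.000186 there, the smallest q of that table). PTI5 (Solyc02g077370) had 46.4, 28.5 and 10.7 FPKM at 1, 3 and 5 DAG. Its log2 fold change was -2.02 at 5 over 1 DAG, and q at 3 over 1 DAG was 0.0514 in the authors' deposited table. In Supplemental Data Set S4, each of these 2 genes had 67 outgoing edges at 1 DAG, and the module held 84 genes.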

The early time point module (1 DAG) contains 85 genes that are predominantly regulated by two TFs: an ortholog of NAC104 (Solyc01g104900), which is known to negatively regulate cell death during vascular formation, and an ERF/AP2 protein PTO INTERACTING 5 (PTI5, Solyc02g077370; Gu et al., 2002; Sari et al., 2019; Gupta et al., 2020). 

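RAP2.6L and HCA2, whose A. thaliana orthologs act in grafting and cambial activity, were highest at 1 DAG in the tomato self-graft. RAP2.6L (Solyc12g042210) had 48.3, 12.6 and 7.70 FPKM at 1, 3 and 5 DAG, with a log2 fold change of -2.50 at 5 over 1 DAG and q = 0.0362 at 5 over 3 DAG in the authors' deposited table. HCA2 (Solyc06g071480) had 6.26, 1.56 and 2.25 FPKM at 1, 3 and 5 DAG, with a log2 fold change of -1.50 at 3 over 1 DAG and q = 0.000356 at 5 over 1 DAG in the authors' deposited table. NAC104 and PTI5 both have an edge to each of them in the 1 DAG module of Supplemental Data Set S4.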

Within this early temporal module, we predict that NAC104 and PTI5 are controlling the expression of tomato orthologs for two *A. thaliana* genes that are functionally implicated in grafting: RELATED TO AP2 6L (*RAP2.6L*) (Solyc12g042210) and HIGH CAMBIAL ACTIVITY 2 (*HCA2*; Solyc06g071480; Figure 3C;Asahina et al., 2011; Miyashima et al., 2019).

In agreement with the anatomical observations at 3 DAG, when callus cells start to form (Figure 2A), our network predicts two major hub genes, i.e. highly connected genes, for cell proliferation: *LBD18* (Solyc01g091420) and TOMATO HOMEOBOX GENE 1 (*THOM1*) (Solyc01g090460). 

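LBD18, a callus regulator, and THOM1, a homeobox gene, both rose between 1 and 3 DAG in the tomato self-graft. LBD18 had 0.945, 3.94 and 1.95 FPKM at 1, 3 and 5 DAG. Its log2 fold change at 3 over 1 DAG was 1.34 (q = 0.00463 in the authors' deposited table), and at 5 over 1 DAG it was 0.60 (q = 0.121 there). THOM1 had 0.482, 2.89 and 4.04 FPKM at 1, 3 and 5 DAG, with a log2 fold change of 1.39 at 3 over 1 DAG (q = 0.00301 in the authors' deposited table). Without the added 1, the authors' deposited fold changes at 3 over 1 DAG were 2.58 for THOM1 and 2.06 for LBD18. In Supplemental Data Set S4, LBD18 had 38 outgoing edges at 3 DAG, and THOM1 had 34 at 3 DAG and 33 at 5 DAG. From the network, the paper predicts both genes to be hubs of cell proliferation.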

Notably, LBD18 functions in callus specification and maintenance, and THOM1 marks meristematic cells, both of which are crucial developmental processes during junction formation (Meissner and Theres, 1995; Ikeuchi et al., 2017). Moreover, we infer that THOM1 regulates a XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE (*XTH*) gene (Solyc07g052980); XTHs have been shown to function in the proliferation of the pith during tissue regeneration in *A. thaliana* (Figure 3C; Pitaksaringkarn et al., 2014). Furthermore, our network infers an additional hub–XTH interaction during the late time point module (5 DAGs), where ETHYLENE RESPONSE FACTOR (ERF4; Solyc01g090560), and JASMONATE-RESPONSIVE ERF (JRE4; Solyc01g090340) co-regulate an XTH (Solyc11g065600; Figure 3C; Nakayasu et al., 2018). 

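Solyc07g052980, the XTH gene that the paper places under THOM1, encodes an enzyme that remodels cell wall xyloglucan. It rose over the time course of the tomato self-graft. It had 39.5, 115 and 187 FPKM at 1, 3 and 5 DAG. The log2 fold change was 1.51 at 3 over 1 DAG and 2.22 at 5 over 1 DAG, with q = 0.00723 at 5 over 3 DAG in the authors' deposited table. The edge from THOM1 to this gene in Supplemental Data Set S4 was at 5 DAG.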

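Expression of ERF4 and JRE4 rose from 1 to 5 DAG in the tomato self-graft, JRE4 more steeply, and their XTH target was low at each time point. ERF4 had 0.906, 2.59 and 8.52 FPKM at 1, 3 and 5 DAG, a log2 fold change of 2.32 at 5 over 1 DAG, and q = 0.0462 at 3 over 1 DAG in the authors' deposited table. JRE4 had 0.400, 8.84 and 23.3 FPKM at 1, 3 and 5 DAG, a log2 fold change of 4.12 at 5 over 1 DAG, and q = 0.00288 in the authors' deposited table. The XTH gene had 0.347, 0.709 and 1.71 FPKM at 1, 3 and 5 DAG, a log2 fold change of 1.01 at 5 over 1 DAG, and q = 0.0377 in the authors' deposited table. ERF4 and JRE4 had 63 and 66 outgoing edges at 5 DAG in Supplemental Data Set S4.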

Overall, this analysis uncovers regulators that control downstream genes with roles in tissue regeneration and junction formation.

Our anatomical timeline for self-grafted pepper predicts delayed development of junction formation relative to self-grafted tomato. To investigate how molecular networks for graft formation are shifted between these species, we constructed a comparative GRN for pepper. 

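In the pepper self-graft, DEGs were most numerous at 1 DAG, with more genes falling than rising between 1 and 3 DAG. By the authors' deposited table, 595 genes were higher and 1049 lower at 3 than at 1 DAG. Between 3 and 5 DAG, 143 were higher and 86 lower at 5 DAG in the authors' deposited table. CA12g20490 went from 81.5 FPKM at 1 DAG to 3.22 at 3 DAG, and CA06g28170 from 102 to 2.59. CA04g20280 went from 51.9 FPKM at 1 DAG to 10365 at 3 DAG, and CA03g33590 from 10.7 FPKM at 3 DAG to 438 at 5 DAG. Assigning each DEG to a time point as in the tomato self-graft gave 1113 DEGs at 1 DAG, 643 at 3 DAG and 504 at 5 DAG from the authors' deposited table. Requiring a gene to be higher than at both other time points left 205, 38 and 36 genes from the authors' deposited table.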

We identified 1,318, 683, and 540 DEGs at 1, 3, and 5 DAG, respectively, for the self-grafted pepper data set (Supplemental Data Set S5; Supplemental Figure S5). 

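Pepper DEGs of the self-graft followed the self-graft's direction more often in pepper:tomato than in tomato:pepper. At 3 over 1 DAG, 91.5% of 1885 DEGs had that direction in pepper:tomato and 55.9% of 1480 in tomato:pepper, with Pearson's r across genes of 0.852 and 0.386. At 5 over 1 DAG the shares were 90.8% and 46.8%, with r of 0.764 and 0.467. Of 1433 DEGs followed in both heterografts, 649 had the self-graft's direction in both at 3 over 1 DAG, 626 in pepper:tomato alone and 153 in tomato:pepper alone. With fold changes centred on the species' median, which was -0.84 in pepper:tomato and 0.67 in tomato:pepper, these counts were 921, 427 and 77, and the shares 94.96% and 68.5%. In the pepper self-graft itself, 311 of 1949 DEGs in the authors' deposited table were assigned to 2 or more time points (16.0%), MYB86, XTH22, XTH38 and LBD4 (CA02g00820) among them. At 5 over 3 DAG, r was 0.436 in pepper:tomato and 0.476 in tomato:pepper, and 0.749 and 0.650 with the 3 DAG values exchanged.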

Similar to tomato, a limited number of genes are shared between at least two time points (15.92%) and a high level of disruption was observed for the dynamic expression of these DEGs in the heterografted samples (Supplemental Figure S5). We selected graft-related DEGs and DETFs following the same criteria that we applied to self-grafted tomato gene selection for network inference (Supplemental Figure S5 and Supplemental Data Set S4; de Luis Balaguer et al., 2017; Spurney et al., 2020). This network analysis included 333 graft-related DEGs and 105 DETFs (Supplemental Figure S5; Figure 3B). Congruent with our tomato:tomato network analysis, we identified time-specific modules within the pepper:pepper network as well as TFs that are involved in regulating multiple time points. 

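In the pepper self-graft, the 1 DAG module's targets fell and those of the 3 and 5 DAG modules rose in most cases. At 3 over 1 DAG, 204 of 216 measured targets of the 1 DAG module were called lower and 0 higher in the authors' deposited table, with a median log2 fold change of -1.99. Of 170 targets of the 3 DAG module, 162 were called higher in the authors' deposited table, with a median of 2.28. At 5 over 1 DAG, 112 of 137 targets of the 5 DAG module were called higher in the authors' deposited table, with a median of 2.15. Among the regulators with the most edges, MYB86 had 71 at 3 DAG and 71 at 5 DAG, and MYC2 had 97 at 3 DAG. The targets were chosen by the study on these samples, so the medians are not independent evidence.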

Within the early time point module (1 DAG), we identified two ERF TFs (CA01g01830, CA01g01880) as central regulators in the network (Figure 3B). This contrasts with the tomato:tomato network, where ERFs play a key role at later stages of junction formation (Figure 3A).

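Both ERF genes fell between 1 and 3 DAG in the pepper self-graft. CA01g01830 had 2.31, 0.420 and 0.969 FPKM at 1, 3 and 5 DAG, and CA01g01880 had 7.37, 1.59 and 1.33 FPKM at 1, 3 and 5 DAG. Their log2 fold changes at 3 over 1 DAG were -1.22 and -1.69, with q of 0.0133 and 0.000176 in the authors' deposited table. Each had 196 outgoing edges at 1 DAG in Supplemental Data Set S4.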

Furthermore, we identified MYC2 (CA01g00280, involved in jasmonate signaling), LBD18 (CA01g11210), NGATHA-LIKE 1 (NGAL1-like, CA01g00060), and MYB DOMAIN PROTEIN 86 (MYB86, CA01g20220) as major regulators of junction formation 3 DAGs (Patzlaff et al., 2003; Dombrecht et al., 2007; Soyano et al., 2008; Lee et al., 2009; Fan et al., 2012). 

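All 4 genes were higher at 3 than at 1 DAG in the pepper self-graft. MYC2, a jasmonate TF, had 2.09, 8.56 and 2.69 FPKM at 1, 3 and 5 DAG, with a log2 fold change of 1.63 at 3 over 1 DAG and q = 0.00174 at 5 over 3 DAG in the authors' deposited table. The NGAL1-like gene had 1.25, 5.41 and 3.76 FPKM at 1, 3 and 5 DAG, with a log2 fold change of 1.51 and q = 0.000641 in the authors' deposited table. MYB86 had a log2 fold change of 2.00 (q = 0.00673 in the authors' deposited table). LBD18 had 2.23, 9.67 and 5.27 FPKM at 1, 3 and 5 DAG, with a log2 fold change of 1.72 (q = 0.0307 in the authors' deposited table). At 3 DAG, the network of Supplemental Data Set S4 gives LBD18 91 outgoing edges and the NGAL1-like gene 77.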

Notably, MYB86, which has previously been associated with lignification during xylem formation (Patzlaff et al., 2003), functions as a hub at both 3 and 5 DAGs. 

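MYB86 stayed high from 3 to 5 DAG in the pepper self-graft. It had 0.490, 4.97 and 5.52 FPKM at 1, 3 and 5 DAG, and its log2 fold change at 5 over 3 DAG was 0.13 (q = 0.778 in the authors' deposited table). The homeodomain-zip gene HD-ZIP14 (CA10g19210), a target of MYB86 at 5 DAG, had 1.63, 6.21 and 9.04 FPKM at 1, 3 and 5 DAG, with a log2 fold change of 1.93 at 5 over 1 DAG (q = 0.000641 in the authors' deposited table).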

Gene clusters that are downstream of MYB86 are associated with xylem formation, including numerous peroxidase genes, NAC-related TF genes, and *HOMEOBOX LEUCINE ZIPPER-14* (*HAT14*; Marjamaa et al., 2009; Kajala et al., 2020). 

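Both LBD genes, TFs of lateral organ boundaries, were higher at 5 than at 1 DAG in the pepper self-graft, and LBD4 had its highest value at 3 DAG. LBD4 (CA02g00820) had 5.70, 57.3 and 36.6 FPKM at 1, 3 and 5 DAG, with a log2 fold change of 3.12 at 3 over 1 DAG and 2.49 at 5 over 1 DAG. LBD25 (CA02g30000) had 16.9, 8.26 and 45.7 FPKM at 1, 3 and 5 DAG, a log2 fold change of 2.34 at 5 over 3 DAG, and q = 0.0469 for its fall at 3 over 1 DAG in the authors' deposited table. A further LBD4 ortholog (CA12g22480) had 75.2, 14.5 and 29.1 FPKM at 1, 3 and 5 DAG. LBD4 (CA02g00820) and LBD25 had 71 and 37 outgoing edges at 5 DAG in Supplemental Data Set S4.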

We predicted additional hubs at 5 DAGs, including LBD4 (CA02g00820) and LBD25 (CA02g30000). 

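The 2 pepper XTH genes, which encode cell wall enzymes, went opposite ways in the pepper self-graft after 1 DAG. XTH22 (CA07g00520) rose, with 0.440, 4.56 and 4.81 FPKM at 1, 3 and 5 DAG and a log2 fold change of 1.95 at 3 over 1 DAG (q = 0.00187 in the authors' deposited table). XTH38 (CA11g08350) fell, with 50.5, 6.06 and 24.3 FPKM at 1, 3 and 5 DAG and a log2 fold change of -2.87 at 3 over 1 DAG. Between 3 and 5 DAG XTH38 then rose by 1.84 on the log2 scale.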

Finally, we identified multiple interactions where hub genes (*LBD4*, *MYB86*, *NGAL1-like*, and two *ERFs* [*CA01g01880 and CA01g01830*]) converged to regulate two *XTH* genes: *XTH22* (*CA07g00520*) and *XTH38* (*CA11g08350*; Figure 3D). These hub–XTH modules are similar to the multigene regulatory modules that we found in the self-grafted tomato GRN (Figure 3C). Despite similarities in these downstream targets, we uncover distinct hub genes between our self-grafted tomato and pepper GRNs.

Next, we compared the regulations of the pepper and tomato self-grafts to (1) align the networks with our anatomical timeline, (2) identify the specific transcriptional regulations involved in the differential progression of junction formation, and (3) contrast gene networks for self-grafted pepper and tomato. To this end, we used a Sankey diagram, which allows for the comparison and visualization of the number of target genes across different samples, time points, hub TFs, and TF families (Figure 3E). To connect the target genes to the biological processes they are involved in, we grouped all 372 GO terms from those genes into 10 clusters based on semantic similarity, which represent 10 different morphological responses (Supplemental Figure S4). This approach allowed us to assess differential regulation of biological processes between tomato and pepper, and align the networks with our anatomical timeline.

In the diagram, the species, TF family, TFs with at least one downstream target, and the 10 GO clusters related to grafting, are connected based on the number of their downstream target genes. As expected, AP2/ERF TFs, which were prominent hubs in both pepper and tomato GRNs, are uncovered as key regulators for self-grafting in both species in the Sankey diagram (Figure 3E). Interestingly, the two hub AP2/ERFs in pepper are predicted to play a key role solely at 1 DAG, while tomato ERFs are major regulators at all time points (Figure 3E). Such differential identification of TF families across the time points is also observed for bHLH, LBD, NAC, C3H, and HD-ZIPs. The GO clusters with the highest gene membership at each time point include: cell cycle, meristem/root development, defense response, and cell fate at 1 DAG, transporter activity and hormone-related signaling pathways at 3 DAG, and cell wall formation at 5 DAG (Figure 3F). Although these trends are similar for both species, we observed a 15% increase in genes associated with callus formation and wounding response (Cluster 6) in self-grafted pepper between 1 and 3 DAG, while tomatoes have strong gene membership starting at 1 DAG (Figure 3E). Delayed activation of cluster 6 in pepper provides further molecular support for our anatomical timeline (Figures 2 and 3, F).

The Sankey diagram indicates that the difference in the developmental timing of junction formation between self-grafted pepper and tomato originates from the delayed induction of key TF families, such as the LBD family, and/or the absence of other key families at specific time points, for example, the AP2/ERF and NAC families. Additionally, the regulation of DEGs associated with callus formation and wounding response is delayed in the pepper self-grafts. Thus, our network analysis informs us on the molecular underpinnings for the developmental delay in pepper graft formation.

### Incompatible heterografts display severely perturbed genetic regulation

As shown in the network analysis, tomato and pepper self-grafts utilize distinct regulatory pathways to heal following grafting. Because of this, we hypothesized that the inability of tomato and pepper heterografts to form vascular connections could be due to misaligned genetic processes required for vascular differentiation across the junction. This hypothesis is further supported by the disruption of expression dynamics from the self-graft DEGs, as well as heterograft-specific DEGs in the heterografts compared to the self-grafts (Supplemental Figure S6). 

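Over the 3 time points, heterografts had more DEGs than self-grafts in both species, but without 3 DAG pepper genes of pepper:tomato had fewer. In pepper:tomato, 6283 tomato genes and 5139 pepper genes were DEGs between any 2 time points in the authors' deposited table. In tomato:pepper, they were 1949 tomato and 3885 pepper genes in the authors' deposited table. Among the genes with the largest changes, the tomato gene Solyc10g083880 had 15.7, 5933 and 0.0360 FPKM at 1, 3 and 5 DAG in pepper:tomato. The pepper gene CA10g15710 had 552, 7867 and 1.95 FPKM at 1, 3 and 5 DAG in tomato:pepper. Both were ranked by 3 DAG against 5 DAG. In tomato:pepper Solyc10g083880 had 2938, 7.89 and 245 FPKM at 1, 3 and 5 DAG. Its rise from 1 to 3 DAG in pepper:tomato therefore turns to a fall with 3 DAG exchanged. Of the DEGs of the tomato self-graft, 910 were also DEGs in at least 1 heterograft in the authors' deposited table, and 517 in both, while 5915 tomato genes were DEGs only in heterografts. For pepper genes these counts were 1771, 454 and 5771 in the authors' deposited table. If calls were independent, 418 tomato and 859.5 pepper DEGs would be shared. FPKM of a heterograft is scaled over both species, and at 3 over 1 DAG 84.2% of the called tomato genes of pepper:tomato were higher in the authors' deposited table. That share was 58.8% with fold changes centred on the species' median of 0.77, and centring left 3352 pepper DEGs of the authors' deposited table in pepper:tomato. The median was of fold changes with the added 1, so centring may remove too little of the shift. Without 3 DAG, an alternative chosen after seeing the data, the totals of the authors' deposited table were 1107 tomato and 632 pepper genes in pepper:tomato, and 960 and 1246 in tomato:pepper. The self-grafts then had 675 tomato and 666 pepper genes in the authors' deposited table. By fold change alone, also chosen after seeing the data, genes beyond a log2 fold change of 2 in a comparison with 3 DAG were counted. They numbered 610 tomato and 1183 pepper genes in the self-grafts. With the 3 DAG values exchanged, they numbered 1464 and 1581 in pepper:tomato and 989 and 609 in tomato:pepper, in place of 4233, 2814, 1147 and 2587. At 5 over 1 DAG, which these counts leave out, 729 pepper genes of tomato:pepper lay beyond 2, against 471 in the self-graft.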

To fully explore the disruptions of the genetic regulation between compatible and incompatible grafts, we utilized multiple bioinformatic approaches.

First, to identify shared genetic components, we compared the graft-related DEGs from self- and heterografted plants, which uncovered 185 shared tomato genes and 401 shared pepper genes (Supplemental Figure S6 and Supplemental Data Set S5). To identify causal relationships between the DETFs and downstream graft-related DEGs in the heterograft (1,230 tomato and 1,046 pepper DEGs in PT, 416 tomato and 859 pepper DEGs in TP), we applied a regression tree with a random forest approach and generated a Sankey diagram (Supplemental Data Set S6 and Supplemental Figures S6 and S7; Clark et al., 2019). We found overlapping TF families playing a key role in both heterografts.

Within this dataset, a considerable number of orthologs for graft-related TFs from *A. thaliana* were identified, but rarely in both reciprocal graft combinations, highlighting the fact that the incompatible grafts are disrupted in genetically distinct ways (Supplemental Data Set S7). To shed light on whether the orthologs of known graft-related genes have similar roles in both species, the expression of all tomato and pepper orthologs for functionally characterized, grafting- and vasculature-related genes from *A. thaliana* (*VND6*, *VND7*, *WOX4*, COTYLEDON VASCULAR PATTERN 2 [*CVP2*], *PXY*, *HCA2*, *RAP2.6L*, ABERRANT LATERAL ROOT FORMATION 4 [*ALF4*], NAC DOMAIN CONTAINING PROTEIN 96 [*ANAC096*], and *ANAC071*) were plotted from the self-grafted and heterografted data sets. 

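Of 3 orthologs of ANAC071 and ANAC096, TFs of tissue reunion, 2 changed against the self-graft's direction in pepper:tomato at 3 over 1 DAG, and all 3 followed it in tomato:pepper. The pepper gene CA06g13110 had 19.4, 56.0 and 40.1 FPKM at 1, 3 and 5 DAG in the self-graft, 18.3, 5.76 and 35.9 FPKM at 1, 3 and 5 DAG in pepper:tomato and 4.81, 59.8 and 2.42 FPKM at 1, 3 and 5 DAG in tomato:pepper. Its log2 fold change at 3 over 1 DAG was 1.48, -1.52 and 3.39, with q in the authors' deposited table of 0.000176, 0.000231 and 0.000231. The tomato gene Solyc06g061080 had log2 fold changes at 3 over 1 DAG of -1.04 in the self-graft, 1.08 in pepper:tomato and -4.17 in tomato:pepper. Solyc08g077110, the other tomato ortholog, had -0.87, -2.62 and -1.04, with q of 0.00378, 0.000231 and 0.000231 in the authors' deposited table. The pepper RAP2.6L orthologs CA12g14430 and CA02g05780 had 0.44 and -0.35 in the self-graft, -2.00 and -1.56 in pepper:tomato, and 1.02 and -0.66 in tomato:pepper. In Supplemental Figure S8, 13 tomato and 12 pepper orthologs were read by eye, without its PXY panel, and counted after their values were seen. At 3 over 1 DAG, 8 tomato and 7 pepper orthologs of these had the self-graft's sign in pepper:tomato, and 11 and 8 in tomato:pepper. With a call at a log2 fold change over 1 or under -1, 4 and 2 were called in the self-grafts at 3 over 1 DAG in the authors' deposited table. In pepper:tomato, 7 tomato and 6 pepper orthologs were called, and in tomato:pepper 5 and 6, in the authors' deposited table. With the PXY orthologs of the paper's accession list added, after their values were seen, the counts of the authors' deposited table were 4 and 3 in the self-grafts, 9 and 6 in pepper:tomato, and 6 and 7 in tomato:pepper. At 5 over 1 DAG without PXY, 3 tomato and 2 pepper orthologs were called in the self-grafts, 5 and 1 in pepper:tomato, and 3 and 5 in tomato:pepper, in the authors' deposited table. Heterografts also had more DEGs over all genes, and the share over all genes at this threshold was not computed. The counts can therefore not be read as particular to these orthologs. With 3 DAG exchanged, the changes at 3 over 1 DAG reversed to 1.66 for CA06g13110 and -1.77 for Solyc06g061080 in pepper:tomato, and to -0.72 for CA12g14430 in tomato:pepper. Rescaling each species to its own total turned Solyc06g061080 in pepper:tomato to -0.72 and CA12g14430 in tomato:pepper to -0.056. A species' total need not follow most of its genes, so these turns depend on that choice of scaling.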

Notably, these plots show highly perturbed expression in the heterografts, compared to the self-grafts (Supplemental Figure S8; DiDonato et al., 2004; Ji et al., 2010; Sugimoto et al., 2010; Yamaguchi et al., 2010; Asahina et al., 2011; Pitaksaringkarn et al., 2014; Melnyk et al., 2018; Matsuoka et al., 2018, 2021; Smit et al., 2020). To identify additional candidates with spatially or temporally dynamic expression patterns in the heterografts, we used a modified Shannon entropy (MSE) analysis that uncovered 34 TFs, 9 of which were previously identified in graft co-expression networks (Supplemental Figures S9 and S10 and Supplemental Data Set S8; Xie et al., 2019). 

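A bHLH TF gene (Solyc01g098720) was low in the tomato self-graft and changed in opposite directions between 1 and 3 DAG in the heterografts, which turns in tomato:pepper with 3 DAG exchanged. It had 1.09, 0.565 and 0.778 FPKM at 1, 3 and 5 DAG in the self-graft, 4.08, 0.162 and 2.06 FPKM at 1, 3 and 5 DAG in pepper:tomato and 0.404, 1.73 and 0.395 FPKM at 1, 3 and 5 DAG in tomato:pepper. Its log2 fold change at 3 over 1 DAG was -2.13 in pepper:tomato (q = 0.00470 in the authors' deposited table) and 0.96 in tomato:pepper (q = 0.00597 there), or -0.27 with 3 DAG exchanged. The regulatory edge to ANAC071 was not analysed here.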

We honed in on the identified causal relationships between these TFs and their downstream targets that have roles in graft formation, for example we found a bHLH TF (Solyc01g098720) that regulates *ANAC071* (Supplemental Figure S10C and Supplemental Data Set S7; Asahina et al., 2011).

To investigate how regulatory interactions from the self-grafted networks were altered during incompatible graft formation, we identified causal regulations among the self-grafted DEGs using the heterografts expression data sets with Baysian network inference and overlaid the connectivity of the newly inferred tomato:pepper and pepper:tomato heterograft networks onto our previously constructed self-graft networks (Figure 3, A and B, Figure 4; Supplemental Figure S11 and Supplemental Data Set S9). We found that many of the self-grafted hubs showed dramatic changes in outdegree (i.e. the number of outgoing edges) for the heterograft networks (Figure 4). For example, *LBD18*, a callus-related gene that acts as a central hub 3 DAG has high levels of connectivity within self-grafted tomato (outdegree = 38; Figure 4A) and pepper (outdegree = 91; Figure 4D; Supplemental Figure S11). However, we found greatly reduced connectivity for *SlLBD18* in the pepper:tomato graft (outdegree = 2; Figure 4B) and for *CaLBD18* in the tomato:pepper graft (outdegree = 2; Figure 4F; Supplemental Figure S11). Additionally, we predicted THOM1, a meristematic marker, as a major co-regulator of self-grafted tomato 3 and 5 DAG (Figure 4A); however, in the heterografts its regulatory connections have been shifted solely to 5 DAG (Figure 4, B and C). This shift in THOM1 regulation is congruent with a model where delayed specification of the vascular meristem (the cambium) is associated with disorganized vascular patterning and delayed incompatibility in the heterografts (Figures 1 and 2).

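LBD18, a callus regulator, had less than 1 FPKM at 3 DAG in 1 heterograft per ortholog, for tomato LBD18 in pepper:tomato and for pepper LBD18 in tomato:pepper, and which heterograft this is turns with 3 DAG exchanged. Tomato LBD18 had 0.213, 0.156 and 2.64 FPKM at 1, 3 and 5 DAG in pepper:tomato and 0.322, 5.68 and 1.88 FPKM at 1, 3 and 5 DAG in tomato:pepper. Its log2 fold change at 3 over 1 DAG was -0.070 in pepper:tomato and 2.34 in tomato:pepper, with q in the authors' deposited table of 1, which is also written where no test was made, and 0.000231. Pepper LBD18 had 0.368, 4.53 and 0.634 FPKM at 1, 3 and 5 DAG in pepper:tomato, and 2.23 FPKM at 1 DAG, 0 at 3 DAG and 1.75 at 5 DAG in tomato:pepper. For pepper LBD18 at 3 over 1 DAG, q in the authors' deposited table was 0.228 and 0.000231. With 3 DAG exchanged, the log2 fold change at 3 over 1 DAG turned to 2.46 in pepper:tomato and -0.19 in tomato:pepper for tomato LBD18, and for pepper LBD18 to -0.45 and 0.78, from 2.02 and -1.69.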

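THOM1, which marks meristematic cells, differed in timing between the heterografts. It had 0.475, 0.508 and 1.70 FPKM at 1, 3 and 5 DAG in pepper:tomato and 0.872, 2.87 and 0.803 FPKM at 1, 3 and 5 DAG in tomato:pepper. Its log2 fold change at 5 over 3 DAG was 0.84 in pepper:tomato (q = 0.00896 in the authors' deposited table) and -1.10 in tomato:pepper (q = 0.000432 there). With 3 DAG exchanged, these were -0.52 and 0.26.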

**Figure 4:**
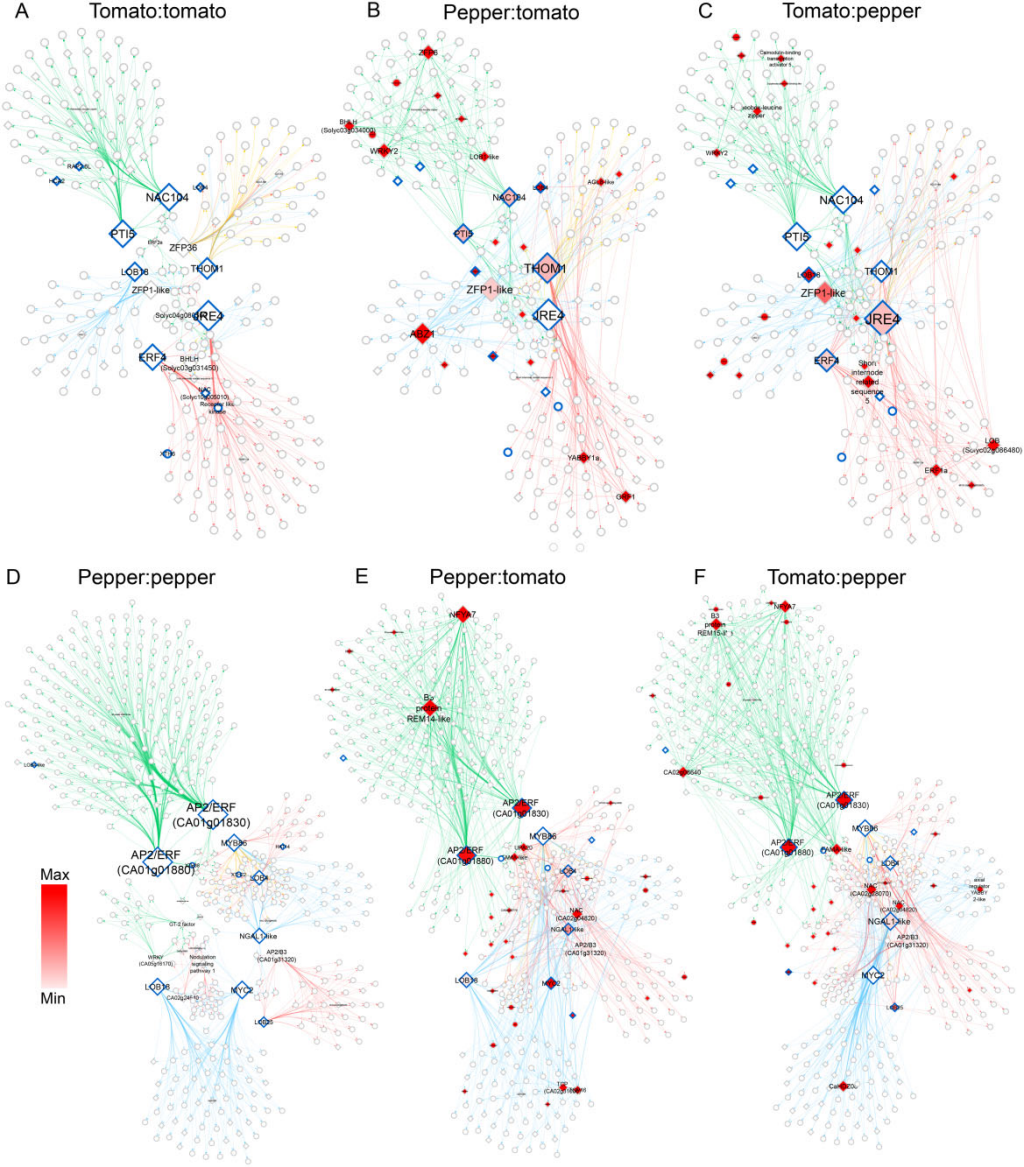
Altered and disrupted regulatory connections in incompatible heterografts. A–C, Changes in outdegree for the pepper:tomato (B) and tomato:pepper (C) networks compared to the self-grafted tomato network (A). D and E, Similarly, changes in outdegree for the pepper:tomato (E) and tomato:pepper (F) networks compared to the self-grafted pepper network (D). Green, blue, red, and yellow arrows represent regulations at 1 DAG, 3 DAG, 5 DAG, and 3 and 5 DAG, respectively. Nodes are colored with shades from white-to-red, according to the absolute magnitude of their variation in outdegree compared to the self-graft. Triangle- and circle-shaped nodes represent transcription factors and non-transcription factors, respectively. Blue bordered nodes are discussed in the main text.

### SlWOX4 regulates xylem reconnection during graft formation

Our molecular analyses highlight shifts in gene regulatory interactions within incompatible grafts associated with wound response and callus formation; however, our anatomical observations suggest that the true culprit underlying the incompatibility between tomato and pepper relates to failed vascular reconnections. Surprisingly, few genes related to vascular formation appeared in our networks. We hypothesize that the highly DEGs within the networks likely represent calli-related regulatory pathways instead of xylem-related regulatory pathways, which is supported by our finding that DEGs associated with callus formation and wounding response are differentially regulated in tomato versus pepper.

To investigate how cell-type population affects the downstream analyses, we analyzed the number of newly formed protoxylem in a 2D slice of the graft junction. On average, these protoxylem cells made up approximately 1% of the total area of the imaged junction (Supplemental Figure S12 and Supplemental Table S1), and thus, it is highly unlikely that genes associated with vascular formation would be pronounced in our generalized network. To connect our anatomical observations with our network predictions, we focused our subsequent analysis on tomato and pepper orthologs of *A. thaliana* genes that are involved in specifying and maintaining vascular development (Figure 5). Many of these orthologs exhibited altered expression dynamics between the compatible self-grafts and incompatible heterografts (Supplemental Figure S7). 

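More cambium and xylem regulators were called between 1 and 3 DAG in heterografts than in self-grafts, and so were more genes of the whole tables. For the regulators this did not hold for tomato genes of pepper:tomato between 1 and 5 DAG or of tomato:pepper between 3 and 5 DAG. Of 2 examples chosen after the values were seen, the first lay in pepper:tomato, where the tomato gene Solyc05g052050, an ethylene response factor, had 13.9, 269 and 21.4 FPKM at 1, 3 and 5 DAG, and 111, 195 and 80.0 FPKM at 1, 3 and 5 DAG in the self-graft, whose table was normalized separately. The pepper gene CA11g16160, an ortholog of LONESOME HIGHWAY (LHW), had 194, 19.0 and 51.7 FPKM at 1, 3 and 5 DAG in the self-graft, 128, 6.05 and 45.3 FPKM at 1, 3 and 5 DAG in pepper:tomato and 5.81, 8.97 and 6.36 FPKM at 1, 3 and 5 DAG in tomato:pepper. The listed genes number 45 for tomato and 32 for pepper, of which 37 and 31 had 1 FPKM or more in the self-graft. Their median log2 fold change at 3 over 1 DAG was -0.096 in the tomato self-graft, 0.17 for tomato genes in pepper:tomato and -0.42 in tomato:pepper. For pepper genes it was -0.019 in the self-graft, -0.55 in pepper:tomato and 0.32 in tomato:pepper. Among 10000 random lists of like expression, these medians lay at percentiles 3.24, 0.0900 and 97.8 for tomato and 19.9, 87.8 and 0.460 for pepper. In the same order, the random lists had medians of 0.17, 0.99 and -0.64 for tomato and 0.16, -0.81 and 0.73 for pepper. The percentiles thus set the list against genes that shifted themselves, and a low one can go with a rise, as for tomato genes in pepper:tomato. At 3 over 1 DAG and log2 fold changes over 1 or under -1, 7 tomato and 8 pepper genes of the list were called in the self-grafts, and 26 and 15 in pepper:tomato, in the authors' deposited table. In tomato:pepper, 13 tomato and 12 pepper genes were called in the authors' deposited table. Calls over all genes at 3 over 1 DAG and a threshold of 2 also rose there. Tomato genes called higher and lower numbered 331 and 200 in the self-graft, 4057 and 761 in pepper:tomato and 547 and 921 in tomato:pepper. For pepper genes they were 595 and 1049, 473 and 3908, and 1433 and 351. The rise cannot be read as particular to this list, since the share over all genes at a threshold of 1 was not computed. At 5 over 1 DAG, 9 tomato and 5 pepper genes were called in the self-grafts, 7 and 6 in pepper:tomato, and 12 and 12 in tomato:pepper, in the authors' deposited table. For 5 over 3 DAG these counts of the authors' deposited table were 5 and 6, 26 and 9, and 2 and 19. Rescaling each species to its own total turned the median in pepper:tomato to -1.16 for tomato genes, and in tomato:pepper to 0.26 for tomato genes and -0.58 for pepper genes. A total need not follow most genes. That of the tomato self-graft went from 866606 to 1406350 FPKM between 1 and 3 DAG, while the median log2 fold change was 0.063.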

Using a regression approach, we inferred the regulatory interactions between these genes (Figure 5D).

**Figure 5:**
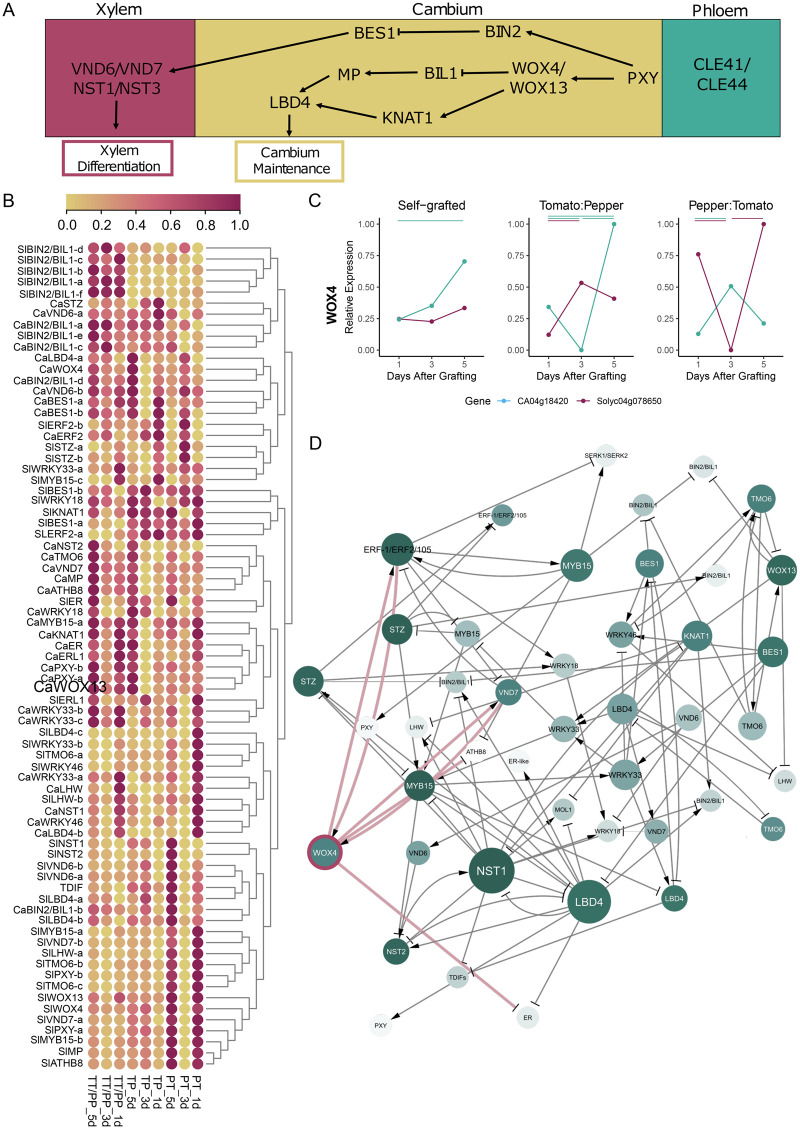
Genes involved in cambium-xylem maintenance are disrupted in heterografted plants. Schematic overview of core regulators for cambium-xylem specification (A). Scaled expression of tomato and pepper orthologs for the genes involved in cambium-xylem maintenance (B). Expression pattern of *SlWOX4* and *CaWOX4* in self-grafted and heterografted plants. Bars show significant differential expression between time points (FDR <0.05 and log_2_[fold change] >1 or < −1). Blue and red bars signify significant differential expression between pepper and tomato time points, respectively (C). Inferred regulatory interactions based on self-grafted tomato expression data for the genes included in B (D). Nodes are colored according to the magnitude of their variation in edge connections between the heterografts. Node size represents the number of outgoing interactions. WOX4 and its edges are highlighted in pink.

Notably, our network inference predicts that VNDs and NSTs, which are both involved in xylem differentiation, are regulated by *WOX4* in both the self-grafts and heterografts (Figure 5C; Supplemental Figure S13). We decided to examine *SlWOX4* (Solyc04g078650) and *CaWOX4* (CA04g18420) in more detail. While these *WOX4* orthologs exhibit patterns of gradually elevated expression in self-grafted plants, their expression becomes disrupted in the heterografts (Figure 5, B and C). 

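WOX4, a homeobox gene of the cambium, rose in the pepper self-graft, while the tomato ortholog had no call between time points in the tomato self-graft. CaWOX4 had 56.5, 108 and 133 FPKM at 1, 3 and 5 DAG in the pepper self-graft, with a log2 fold change of 0.92 at 3 over 1 DAG (q = 0.000492 in the authors' deposited table) and 1.22 at 5 over 1 DAG (q = 0.000176 there). SlWOX4 had 15.1, 19.9 and 20.8 FPKM at 1, 3 and 5 DAG in the tomato self-graft, with log2 fold changes of 0.37 and 0.43 at 3 and 5 over 1 DAG and q of 0.162 and 0.0955 in the authors' deposited table. In pepper:tomato, SlWOX4 had 10.5, 2.67 and 16.8 FPKM at 1, 3 and 5 DAG and CaWOX4 29.0, 76.5 and 38.6 FPKM at 1, 3 and 5 DAG. In tomato:pepper, SlWOX4 had 8.19, 18.0 and 13.2 FPKM at 1, 3 and 5 DAG and CaWOX4 37.3, 8.41 and 99.4 FPKM at 1, 3 and 5 DAG. At 3 over 1 DAG, the log2 fold change of SlWOX4 was -1.65 in pepper:tomato and 1.05 in tomato:pepper, and that of CaWOX4 was 1.37 and -2.03, with q of 0.000432 for SlWOX4 in tomato:pepper and 0.000231 for the others in the authors' deposited table. With 3 DAG exchanged, these 4 changes turned to 0.72, -1.33, -1.67 and 1.02. The paper proposes that WOX4 may be needed for a graft to form. It draws on this expression, its network inference, the known procambial role of WOX4 and xylem files that did not form in the heterografts. It then tests the proposal with Slwox4 mutants, which were not analysed here.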

Notably, *WOX4* is a critical player in procambial specification and exhibits scion-dominant expression during graft junction formation in *A. thaliana* (Ji et al., 2010; Etchells et al., 2013; Melnyk et al., 2018). These results, in combination with our observation that xylem files fail to form in the incompatible heterografts, led us to the hypothesis that *WOX4* may serve a crucial function during graft formation, and disruption of this gene may lead to graft incompatibility.

To test our hypothesis that *SlWOX4* is crucial for grafting, we obtained a CRISPR–Cas9 knockout of this gene in tomato. This *Slwox4* mutant contains a 15-bp deletion in the gene coding sequence (Supplemental Figure S14). We observed that both wild-type (WT) and mutant lines had a 78% germination rate. Seedlings at the time of grafting (2 weeks old) were on average 29% smaller than WT (Figure 6; Supplemental Figure S14, A and B, Supplemental Figure S15A, and Supplemental Table S2). This size discrepancy is due to a 28% reduction in root area and 13% reduction in leaf length (Supplemental Figure S14, A–C and Supplemental Table S2). Transverse sections of the stem showed no major differences in vasculature between the two genotypes (Figure 6, M and N). Both genotypes began flowering between 7- and 8-week post-imbibition, and adult mutant and WT plants were similarly sized at 8-week post-imbibition (Figure 6, E and F). We observed no morphological differences between the mutant and WT flowers (Supplemental Figure S7, G and H); however, *Slwox4* fruit was 24% smaller than the WT (Figure 6, I–L; Supplemental Figure S15, D–H and Supplemental Table S2). This reduced fruit size can be largely attributed to a 55% reduction in locule chamber area (Figure 6, K and L; Supplemental Figure S15D and Supplemental Table S2).

**Figure 6:**
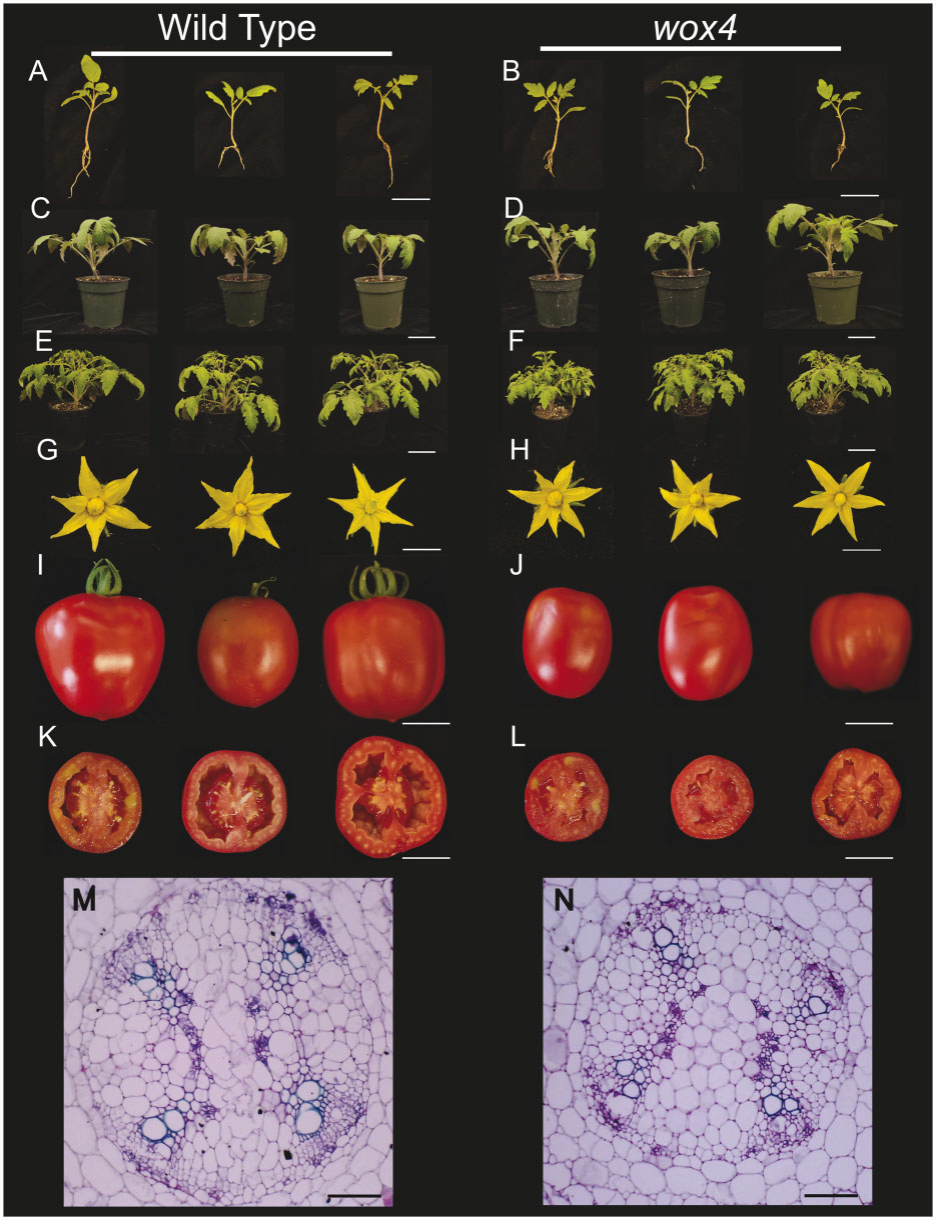
Vegetative and reproductive phenotypic characterization of *Slwox4* mutants. A–L, Representative selection of WT and *Slwox4* seedlings at the time of grafting (3 weeks after imbibition) (A and B), 5 weeks after imbibition (C and D), 8 weeks after imbibition (E and F), flowers (G and H), and fruit (I–L). M and N, Representative stem cross-sections sampled from WT (M) and *Slwox4* (N) seedlings at the developmental stage when these genotypes were grafted. Scale bar = 6 cm (A and B), 9 cm (C and D), 12 cm (E and F), 1 cm (G and H), 3 cm (I–L), and 5 mm (M and N).

The connectivity of *SlWOX4* to central cambium-xylem maintenance genes indicates that this gene may be crucial for grafting, to test this, we made self- and heterograft combinations between *Slwox4* mutants and WT controls and evaluated survival as well as anatomical connectivity within the junction (Figure 7). We did not observe a statistically significant difference in the survival rate of *Slwox4* mutant versus WT grafts at 30 DAG (Supplemental Figure S16 and Supplemental Data Set S1) However, while viability was not impacted, we discovered that the self-grafted *Slwox4* junctions exhibited weak biophysical stability. Self-grafted *Slwox4* mutants were significantly more likely to break during the bend test than WT controls (85.7% and 0%, respectively; *P* = 0.004662; Supplemental Data Set S1; data collected 21 DAG; Supplemental Figure S12B). Similar to the pepper and tomato heterografts, *Slwox4* self-grafts developed over proliferating and disorganized xylem masses that failed to connect across the junction (Figure 7, B and F). In contrast, when we heterografted *Slwox4* with WT plants (i.e. in the *Slwox4*:WT and WT:*Slwox4* heterografts), the grafts formed mature xylem connections that spanned the junction and thus did not exhibit graft incompatibility (Figure 7, C, G, D, and H). Thus, we demonstrate that *WOX4* is required in at least one half of the graft junction to maintain the cambial cell population; however, there is no bias toward rootstock versus scion function. From these results, we concluded that *WOX4* plays a crucial role in xylem reconnection during junction formation.

## Discussion

The formation of a compatible graft involves the distinct anatomical processes of both nonvascular and vascular healing. While we found that both compatible and incompatible grafts achieved nonvascular healing within 1 week post-grafting, our incompatible heterografts failed to form vascular reconnections, even when examined as late as 30 days after grafting (Figures 1 and 2). However, these incompatible heterografts can survive for several months post-grafting and thus exhibit delayed incompatibility due to failed vascular coordination within the graft junction.

Despite the widespread applications of grafting for agricultural crop improvement, only eight genes have been directly implicated in graft formation; the majority of which were discovered in *A. thaliana* (Asahina et al., 2011; Pitaksaringkarn et al., 2014; Melnyk et al., 2015, 2018; Notaguchi et al., 2020). Transcriptomic characterization of junction formation has helped elucidate both temporal and rootstock–scion-specific molecular patterns that are associated with graft formation (Asahina et al., 2011; Pitaksaringkarn et al., 2014; Melnyk et al., 2015, 2018; Xie et al., 2019; Notaguchi et al., 2020). By constructing our own anatomical timeline (Figure 2) and corresponding temporal transcriptomic data set (Figure 3), we synthesized a molecular-informed model for the developmental progression of junction formation (Figure 8). In this model, we predicted genetic hubs at 1 DAG that are associated with wound responses, including defense-related genes (*PTI5*—tomato), programmed cell death (*NAC104*—tomato), and ethylene signaling (*ERFs*—pepper). At later developmental stages, 3 and 5 DAG, we identified hubs involved in callus production (*LBD18*—tomato and pepper), meristematic activity (*THOM1*—tomato, *LBD4 and LBD25*—pepper), and hormonal signaling (*AP2/ERFs and MYC2*—pepper, *JRE4 and ERF4*—tomato). Despite genetic diversity in these regulators between tomato and pepper, we showed that our hub genes converge on the regulation of functionally related targets that are essential for grafting in *A. thaliana* (e.g. the XTH regulatory modules; Figure 3, C and D).

Previous studies have focused on understanding cell-to-cell interactions in the graft junction, with the aim of identifying graft-specific genetic factors that are independent of wound responses (Melnyk et al., 2018; Xie et al., 2019). We designed our study to investigate the involvement of wound-induced tissue regeneration during junction formation, and thus this work inherently uncovers genetic hubs that were not previously considered to play a role in grafting. These hubs have, however, been implicated in the related process of haustorium formation in parasitic plants, and thus provide molecular support for the connection between graft junctions and haustoria (Melnyk et al., 2018; Xie et al., 2019; Jhu et al., 2021). The fact that we identified diverse regulatory hubs between our species, supports a model in which grafting is not controlled by genetically conserved regulatory genes that are evolutionarily programmed into plant genomes. Rather, it is a human invention that draws on the innate capacity for plant regeneration following wounding. In this light, it is logical that the specific genetic regulators for grafting are diverse, while activation of core biological processes related to wound response and regeneration is largely conserved across species.

Because tomato/pepper heterografts fail to form coordinated xylem connections across the graft junction, we looked for orthologs of TFs that are involved in cambium-xylem maintenance in *A. thaliana* (Figure 5, A and B). We were able to identify numerous Solanaceae orthologs with disrupted expression patterns in the incompatible heterografts relative to self-grafted tomato and pepper (Figure 5B). By investigating the interconnectivity of these TFs, we identified WOX4 as a central regulator for vascular regeneration during junction formation (Figure 5D). While this role for WOX4 in grafting is logical, given its role in procambial maintenance, the translation of known vascular networks into the identification of genes that are essential for grafting has been challenging (Hirakawa et al., 2010; Ji et al., 2010; Etchells et al., 2013). Our discovery provides a new tool for disrupting graft formation at the crucial stage of xylem reconnection. Despite the apparent disruption of xylem patterning in self-grafted *Slwox4* junctions, ungrafted *Slwox4* mutants form organized vascular strands, which is likely the result of SlWOX4/SlWOX14 functional redundancy, as was previously demonstrated in *A. thaliana* (Etchells et al., 2013). Interestingly, we found that heterografted WT:*Slwox4 and Slwox4*:WT plants form mature xylem bridges across the junction, demonstrating that the requirement of *SlWOX4* expression is not direction specific. This result is somewhat surprising given previous work showing that WOX4 exhibits scion-dominant expression (Melnyk et al., 2018). Further research into the spatio-temporal patterning of *SlWOX4* during grafting will help resolve why *SlWOX4* lacks rootstock/scion biased function.

A long-standing question in the field of grafting, asks whether new vascular bridges develop through the specification of cambium or differentiate directly from callus (Crafts, 1934; Roberts, 1949; McCully, 1983; Tiedemann, 1989). Our discovery of SlWOX4 as an essential regulator of junction formation indicates that indeed, cambial specification precedes vascular differentiation. The self-grafted *Slwox4* mutants mimic incompatible graft formation, demonstrating an essential role for cambial specification in graft compatibility. Future work delving deeper into cambial patterning within the junction will help resolve how compatible grafts are determined.

## Materials and methods

### Plant materials and growth conditions

To trigger germination, *Capsicum annuum* (pepper) and *Solanum lycopersicum* (tomato) seeds were treated with 50% bleach for 30 s and then rinsed five times with sterile distilled water. Tomato seeds were germinated on wet paper towels in Phytotrays (Sigma-Aldrich) that were placed in the dark for 72 h, transferred to the light for 72 h, and then transplanted into Lambert LM-111 soil. Pepper seeds were immediately planted 1 cm deep into LM-111 soil. Tomato and pepper seedlings were grown in climate controlled chambers set to 23°C with 16:8 day/night light cycles under F54T5/841/HO fluorescent bulbs (500–800 µmol·m^-^^2^·s^-1^).

### Plant growth conditions and grafting

*Capsicum annuum* (var. Big Dipper) seeds were grown as described above. Seven days later *Solanum lycopersicum* (Var. M82) seeds were grown as described above. Twenty-one-day-old pepper seedlings and 14-day-old tomato seedlings, which have the same stem diameter, were joined with a slant or wedge graft on the internode between the cotyledons and first leaf (Kubota et al., 2008). Grafts were performed in each of the following combinations: tomato:tomato, pepper:pepper, tomato:pepper, and pepper:tomato. Grafts were held together with 1.5-mm silicon-top grafting clips (Johnny’s Selected Seeds, Albion, ME, USA). Grafted plants were generously watered, covered with plastic domes, and placed in the dark for 3 days. On day 4, plants were returned to light (500–800 µmol·m^−^^2^·s^−^^1^).

#### Graft compatibility 30 DAG

Fifty *Capsicum annuum* (var. Big Dipper) and 50 *Solanum lycopersicum* (Var. M82) seeds were grown as described above and slant grafted (Kubota et al., 2008). Plastic domes were vented 7 DAG and removed 14 DAG. Sixteen independent plants grown and grafted at the same time were collected 30 DAG. The junctions were hand-cut longitudinally, and one half was stained with propidium iodide (PI), while the other half was stained with Auramine O (details below).

#### Anatomical timeline for graft junction formation

One hundred eighty *Solanum lycopersicum* (var. M82) and 180 *Capsicum annuum* (var. Big Dipper) were grown and grafted as described above. Nine independent plants grown and grafted at the same time were collected for each graft combination, 3–6 days after grafting. Stems were fixed in formalin–alcohol–acetic acid (FAA), stained with PI, and cleared in methyl salicylate (as described below).

### CRISPR–Cas9 *Slwox4*

#### CRISPR–Cas9

CRISPR–Cas9 gRNA selection and cloning for targeting SlWOX4 was performed by the Lippman lab, as described in previous publications (Brooks et al., 2014; Soyk et al., 2019; Kwon et al., 2020). A binary vector containing two gRNAs targeting SlWOX4 (Solyc04g078650): CR-WOX4-gRNA1-TTGCAACCAAGTGTAAGTGA and CR-WOX4-gRNA2- ATCAAAAGGAGGAGTAACAA were introduced with *Agrobacterium tumefaciens*-mediated transformation into an indeterminate (Sp+) tomato cultivar M82 at the Boyce Thompson Institute Center for Plant Biotechnology Research (Van Eck et al., 2019). F2 transgenic seeds were transplanted and genotyped to confirm the absence of the Cas9 transgene and the presence of a 15-bp deletion in SlWOX4 using locus-specific primers (CR-WOX4-conf_F TGGGATCATCATCAGGAAGC and CR-WOX4-conf_R TTAGGAGGGCTATTGCTACTTTCA) as described previously (Soyk et al., 2019).

#### Mutant grafting with *Slwox4*

Indeterminate (Sp+) M82 was used for our WT control. Fifty *Slwox4* seedlings and 50 WT seedlings were grown as described above and slant grafted in the following combinations: *wox4*:*wox4*, WT:WT, *wox4*:WT, and WT:*wox4*. Plastic domes were vented 7 DAG and removed 14 DAG. Sixteen independent plants grown and grafted at the same time were collected 30 DAG. Additional images of PI stained tissue can be found in Supplemental Figure S17.

#### Phenotyping wox4

Sp+ WT and *wox4* mutants were imaged 2 weeks after germination (3 weeks after imbibition), 5 weeks after germination, 8 weeks after germination, during reproductive flowering, and fruit maturation. Stem cross sections were stained with Ruthenium Red and Toluene Blue O as described as below.

#### Protoxylem identification

Newly formed protoxylem was identified in junctions at 5 DAG. Total area was calculated by measuring 500 μm above the graft junction and 500 μm below the graft junction, representing the approximate harvest area used for RNA Seq. All stem tissue within this area was calculated in Fiji (Schindelin et al., 2012). Newly formed protoxylem cells were hand annotated and their area was calculated in Fiji. Hand annotated images can be found in Supplemental Figure S1, E, F, M, N, V, W, X, AH, AI).

### Staining and confocal imaging for graft junction anatomical analyses

#### Tissue collection

Graft junctions were harvested by cutting approximately 1 cm above and below the cut site. Tissue was placed into tissue cassettes (Sakura Finetek USA, Inc., 4117-01**)**, and immediately transferred into ice-cold FAA (10% formaldehyde, 5% acetic acid, 50% ethyl alcohol) fixative, and infiltrated under a vacuum for 2–4 h. The tissue was moved to fresh FAA and stored at 4°C overnight. The following day, tissue was moved through an ethanol dehydration series, followed by a rehydration series.

#### Propidium iodide

After fixing in FAA, and dehydrating and rehydrating tissue, the samples were stained with 20 µg·mL^−^^1^ PI (Acros Organics, CAS:25535-16-4) for 1 h and rinsed with phosphate buffered saline. Tissue was then dehydrated again in the dark, and gradually transferred into methyl salicylate clearing agent. Finally, the tissue was cleared in 100% methyl salicylate at 4°C for 2 weeks. Fully cleared graft junctions were imaged on a Zeiss LSM880 Confocal Microscope using an Argon Laser 514 nm beam.

#### Auramine O

After fixing in FAA, and dehydrating and rehydrating, tissue was stained with 0.01% Auramine O (Aldrich, CAS 861030) in 0.05-M Tris–HCl pH 7.2 for 15 min. The tissue was rinsed with water and immediately imaged on a Leica M205 fluorescent dissecting microscope using an EL6000 Mercury Metal Halide light source.

#### Ruthenium red and toluidine blue

After fixing in FAA, and dehydrating, tissue was embedded in Steedman’s Wax (Electron Microscopy Sciences, CAS 19312) as previously described (Vitha et al., 2000). Wax and tissue were oriented in molds and tissue cassettes were immediately pressed against the wax. Wax blocks were allowed to solidify overnight at room temperature. Blocks were sectioned on Leica RM 2135 rotary microtome at 10-μm thickness. Ribbons were oriented on poly-L-lysine (Electron Microscopy Sciences, CAS 63410-01) coated slides. Room temperature water was pipetted on the slides and allowed to sit for 10 min to allow for expansion. Water was then removed and slides were allowed to dry overnight at room temperature. Slides were deparaffinized in ethanol, and then hydrated. Tissue was stained for 1 min in 3% ruthenium red (Electron Microscopy Sciences, CAS 20600) and 5 min in 1% toluidine blue O (Electron Microscopy Sciences, CAS 22050; Retamales and Scharaschkin, 2014). Tissue was dehydrated and cleared in xylene. Slide covers were mounted over tissue with permount and allowed to dry overnight. Slides were imaged on a compound light microscope and images were captured with a Dino-Eye eyepiece USB camera (Model AM7025X). Three independent plants, grown at the same time, were collected, processed, and imaged for tomato (*n* = 3), pepper (*n* = 3), Sp+ WT (*n* = 3), and Slwox4 (*n* = 3), respectively.

### Bend test

Graft junction integrity was tested using manual bending. Each stem portion was held 1–2 cm away from the graft site. Even pressure was applied to bend the stem at a 45° angle. Stems that broke at the graft junction were marked as broken, stems that did not break or broke at a different point of the stem were considered not broken. Sixteen independent plants grown and grafted at the same time were tested for tomato:tomato (*n* = 16) and pepper:pepper (*n* = 16). Twelve independent plants grown and grafted at the same time were tested for tomato:pepper (*n* = 12) and pepper:tomato (*n* = 12). Eight and five independent plants grown and tested for WT:WT and Slwox4:Slwox4, respectively.

### Imaging

Grafted plants were imaged using a Samsung 12-megapixel wide-angle camera. Seedlings were imaged using Panasonic LUMIX GX85 Mirrorless Camera with a 12–32 mm lens.

### Statistical analysis of grafted plants

Statistical significance of survival and stem integrity was calculated using Fisher’s exact test. Pairwise comparisons were conducted using Fisher’s exact test. Bar plots were made in R using ggplot2 (Wickham, 2011; R Core Team, 2020). Significance was determined as *P* < 0.05. Statistical differences between WT and *wox4* plants were calculated using Student’s *t* test. Plots were made using ggplot2 and dplyr (Wickham, 2021). Aggregate plots were generated using Cowplot (Wilke, 2019).

### Construction and sequencing of RNA-seq libraries

Library construction: 50 *Solanum lycopersicum* (Var. M82) and 50 *Capsicum annuum* (var. Big Dipper) seedlings were grown as described above. Seedlings were wedge grafted. Graft junctions, consisting of 1 cm from the scion and 1 cm from the stock, were harvested between 8 and 10 PM at 1 day, 3 days, and 5 days post-grafting. Junctions were immediately flash frozen in liquid nitrogen, with one junction harvested per replicate and four independent plants per time point. RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, Walthm, MA, USA). The purified RNA was treated with DNAseI (Thermo Fisher Scientific, Walthm, MA, USA), and quantified and quality checked on a DeNovix DS-11 (DeNovix, Willmington, DE, USA) spectrophotometer. RNA-seq libraries were constructed using 2.5 µg of total RNA per sample. Briefly, mRNA sequencing libraries were constructed by isolating mRNA with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Bioloabs, Ipswich, MA, USA), followed directly by the NEBNext Ultra Directional RNA Library Prep Kit for Illumina using NEBNext Multiplex Oligos for Illumina. Six libraries were pooled per lane and run as a single-end sequencing run with 101 cycles on an Illumina HiSeq 2500 at the University of Delaware Sequencing and Genotyping Center. All sequencing data are available on GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167482 (GSE167482, access token ufahgmimlzgljyb).

### Bioinformatic analyses

To analyze the time course RNAseq, reads of each sample were mapped against both tomato and pepper reference genomes with TuxNet using default settings (Supplemental Data Set S10 and Supplemental Figure S18; Spurney et al., 2020). The following reference genomes were used when running TuxNet: Pepper genome cvCM334 and Tomato genome *Solanum lycopersicum* cv Heinz (gene version ITAG3.2; Tomato Genome Consortium, 2012; Kim et al., 2014). TuxNet specifically uses the following software: Preprocessing: ea-utils fastq-mcf (Aronesty, 2013), Alignment: hisat2 (Kim et al., 2015), and differential expression analysis: Cufflinks (Trapnell et al., 2012).

Averaging across biological replicates and experimental time points, 92.59% and 82.38% reads of the tomato:tomato and pepper:pepper graft junctions were mapped to the tomato and pepper reference genomes, respectively (Supplemental Data Set S10 and Supplemental Figure S18). 

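Reads of the tomato self-graft aligned to the tomato genome at 94.95% ± 0.301 (SD, n = 4) at 1 DAG, 92.3% ± 2.20 at 3 DAG and 90.5% ± 1.34 at 5 DAG. Reads of the pepper self-graft aligned to pepper at 84.2% ± 0.301 (SD, n = 4), 81.6% ± 1.74 and 81.3% ± 2.15. The percentages per library are the paper's, from Supplemental Data Set S10, and the means and SDs were computed from them. In 2 of the 30 groups of 4 libraries of that table, 1 library stood apart by Dixon's test, which chance gives in about 1 of 20 groups. These were the pepper self-graft at 1 DAG, within 84.0% to 84.7%, and the tomato self-graft at 5 DAG, within 89.8% to 92.5%.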

Mapping the heterografts resulted as expected in ∼50% alignment and a small percentage of reads (7.28% and 8.77%) mapped to the incorrect species. 

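Heterograft reads aligned to the pepper genome in shares that differed between the 2 heterografts and changed with time in opposite directions. In pepper:tomato they were 68.2% ± 2.59 (SD, n = 4) at 1 DAG, 38.7% ± 4.27 at 3 DAG and 60.2% ± 6.83 at 5 DAG. In tomato:pepper they were 33.9% ± 6.91, 55.9% ± 5.57 and 39.6% ± 7.83. The difference between the heterografts was 34.3, -17.1 and 20.5 percentage points at 1, 3 and 5 DAG. An exact two-sided permutation test gave p = 0.0286 at each time point (0.0286 by Benjamini-Hochberg over 3 tests), the smallest p that 4 libraries against 4 allow. All 16 pairs of libraries went the same way at 1 and 5 DAG and all the opposite way at 3 DAG. The share of summed FPKM on pepper genes was 82.1%, 48.3% and 76.9% in pepper:tomato and 40.5%, 70.3% and 50.8% in tomato:pepper. Without tomato:pepper replicate 2 the difference at 5 DAG was 17.4 and without replicate 3 it was 19.5, each with p = 0.0571 by the same exact test, and with replicate number as a block the p was 0.125 at each time point, the smallest that 4 pairs allow. The percentages per library are the paper's values.

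**Figure D2:**
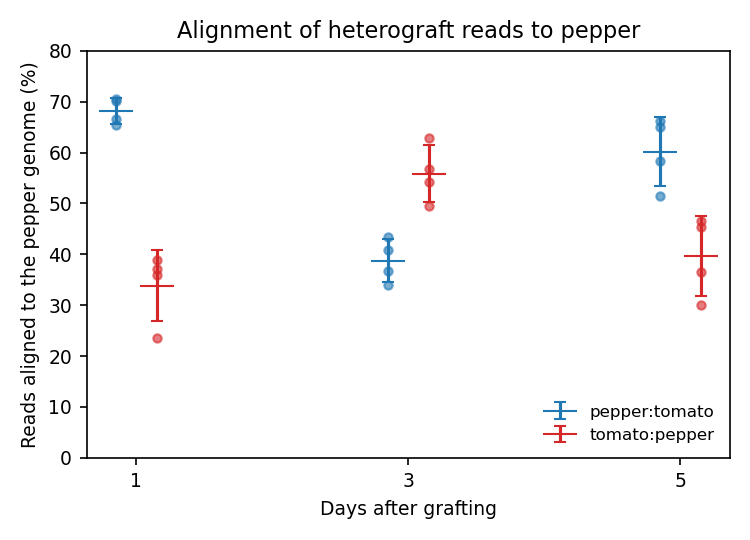
Percent of reads of each heterograft library that aligned to the pepper genome, by days after grafting, with the group mean and SD (horizontal mark and bar, n = 4). Pepper:tomato lies above tomato:pepper at 1 and 5 DAG and below it at 3 DAG.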

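Most heterograft reads aligned when the 2 genomes were joined. Joined-genome alignment in pepper:tomato was 87.7% ± 0.803 (SD, n = 4) at 1 DAG, 86.5% ± 3.90 at 3 DAG and 87.0% ± 1.492 at 5 DAG. In tomato:pepper it was 91.4% ± 1.23, 85.1% ± 1.87 and 86.8% ± 1.98. The library values are the paper's, from the same supplemental table.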

To increase the accuracy of the alignment of the heterograft reads, we performed a concatenation of both reference genomes, in essence, treating the heterografts as hybrids, which resulted in an 87.80% and 87.05% average alignment for the tomato:pepper and pepper:tomato heterografts, respectively.

To further explore variability, groupings, and outliers within the time course data sets, we performed a principal component analysis (PCA) that clustered the samples based on the similarity. The PCA was performed in R (version 4.0.2) using the *prcomp* function from the *stats* package. The four biological replicates clustered close together in PCs 1 and 2 of the PCA (Supplemental Figure S19). Moreover, in the PCA built using the tomato gene set, the self-grafted samples clustered together compared to the heterografts. In contrast, the PCA built with the pepper gene set showed that the samples clustered according to the time of harvest on the second principal component. 

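For tomato genes, the 3 groups of the self-graft lay together and apart from the heterografts on the first component. Their scores were 102, 136 and 96.3 at 1, 3 and 5 DAG. Pepper:tomato scored -142, 21.2 and -132, and tomato:pepper 21.8, -69.8 and -33.3. The first component held 61.7% of the variance of the 9 group values over 19896 genes. By a comparison made after the scores were seen, they followed the mean share of reads aligned to tomato, with Spearman's rho of 0.967 over the 9 groups and 0.943 over the 6 heterograft groups, and FPKM of a heterograft is scaled over both species. The components were taken from group values of log2(FPKM + 1), since the deposited tables hold no value per library.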

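For pepper genes, 3 DAG had the lowest score on the second component within each graft. At 1, 3 and 5 DAG the pepper self-graft scored 56.0, -81.9 and -21.8. Pepper:tomato scored 63.4, -21.4 and 16.1, and tomato:pepper 12.4, -54.9 and 32.2. This component held 17.5% of the variance of the group values over 17999 pepper genes.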

Overall, the PCA verified that replicates from the same sample have similar profiles and hinted toward differences between the pepper and tomato response to grafting.

To visualize gene expression, heatmaps were generated using the scaled expression. Specifically, the expression was scaled for each gene using a min–max scaler formula, where the minimum (l) was set on 0 and the maximum (u) on 1.

The heatmap for Figure 5 was generated using Tbtools v1.064 (Chen et al., 2020), and supplemental heatmaps and plots were generated in R (version 4.0.2) using ggplot2 (Wickham, 2011).

The TuxNet interface was also used to perform gene expression analysis and infer GRNs TuxNet also includes an algorithm (TuxOP) for DEG selection using FC and FDR values. Specifically, an FDR threshold of 0.05 and log_2_ FC threshold of 2 was used. DEGs were assigned to a timepoint based on upregulation. For each data set, up- and downregulated DEGs were selected from each pairwise comparison: 1 DAG versus 3 DAG, 1 DAG versus 5 DAG, and 3 DAG versus 5 DAG, which captured all temporally regulated DEGs (Supplemental Data Sets 2, 5, and 6). To infer a GRN, DEGs associated with one of 372 manually selected GO terms (Supplemental Data Set 2) as well as all differentially expressed TFs were identified for each of the samples (Supplemental Figure S3). A total of 3,951 tomato genes and 4,375 pepper genes in the entire tomato and pepper genome, respectively, were associated with one of the 372 graft-related GO terms (Supplemental Data Set S3 and Supplemental Figure S3). To identify the GO terms associated with each gene, the GO of tomato and pepper were downloaded from dicots PLAZA 4.0 (Van Bel et al. 2018). For inferring GRNs for the self-grafts, a dynamic Bayesian network (DBN)-based inference algorithm (GENIST) was used within the TuxNet interface with a time lapse of 0 (de Luis Balaguer et al., 2017). Only putative TF-encoding genes were considered as source nodes that could regulate the expression of other DEGs. Specifically, for each time point for both self-grafts a network was generated using the selected DEGs at that time point and the average expression values from the entire time course. As such three networks were inferred for each self-graft. Finally, we combined the 1, 3, 5 DAG networks by taking the union of the three GENIST output files (Supplemental Data Set S4). The regulatory interactions between the same set of DEGs were inferred within the heterograft networks by using the average expression values from the entire time course of the heterograft for a DBN approach. Similarly, one inference was performed for each time point, after which the output of the three inference rounds were unionized in Cytoscape (Supplemental Data Set S9). The networks from the self-grafts and heterografts were compared in Cytoscape through the DyNet application (Goenawan et al., 2016). Specifically, each heterograft network was compared with the self-graft by mapping the variation of outdegree onto the node color.

For the heterograft samples, a random forest approach (RTP-STAR) within the TuxNet interface was used for network inference (Spurney et al., 2020). Similar to the self-grafts, separate networks were generated at each time point for both heterografts by using the selected DEGs and the expression values of all the replicates. Ten iterations were performed in total and the average expression values for the time course were used to determine the sign of the predicted regulations. For each of the two heterograft samples, six networks were generated: one for each time point and species genome. We combined the 1, 3, 5 DAG networks by taking the union of the three RTP-STAR output files (Supplemental Data Set S7). A total of four GRNs were generated, two for each heterograft sample, one for the tomato genes and one for the pepper genes. TuxNet is available at https://github.com/rspurney/TuxNet and video tutorials regarding installation, analysis, and network inference are freely available at https://rspurney.github.io/TuxNet/. All networks were visualized in Cytoscape 3.8.0 (Shannon et al., 2003). Sankey diagrams were generated in R with the package *networkD3* (Allaire et al., 2017; R Core Team, 2020). For the heterograft Sankey diagrams, we visualized TFs that were shown to have a major regulatory role (i.e. TFs that regulate more than 25 targets) and selected 59 TFs, which accounted for >60% of all inferred interactions.

To find orthologs across species, we used uniprot (UniProt Consortium, 2019), PANTHER (Mi et al., 2013), and generated custom orthogroupings for *Capsicum annuum*, *A. thaliana*, and *Solanum lycopersicum* using the default settings for OrthoFinder (Emms and Kelly, 2015).

Prior to comparative analyses of gene expression values, including the MSE analysis, between the self-graft aligned to their respective genomes and the heterografts aligned to the concatenated genome, the FPKM values were normalized against the self-graft 1 DAG replicate 1. To perform the semantic clustering of the 382 selected GO terms (Supplemental Figure S3 and Supplemental Data Set S3), the R package *GOSemSim* was used to compute semantic similarity (Yu et al., 2010; Yu, 2020). The computed similarity matrix was clustered into 10 clusters (optimal number of clusters identified with elbow plot from the within-clusters sum of squares) using k-means clustering.

For the MSE (Supplemental Figures S9 and S10 and Supplemental Data Set S8), first, an entropy score was calculated for each gene based on its expression values as previously described (Kadota, 2006). The lower the entropy score, the higher the variation within a genes’ expression profile. Genes with an entropy score below 30% of the max entropy were selected and outlier (1) and nonoutlier (0) scores were assigned to each of the genes’ expression values (Kadota, 2003). An outlier score of 1 indicates that the gene is upregulated for that sample compared to its entire expression profile across all samples. A nonoutlier score of 0 corresponds to where the gene is not differentially expressed. Each possible combination of outlier and nonoutlier scores (i.e. of 0 and 1) for all the expression values of each gene is generated and statistically evaluated. The statistic for evaluating outlier assignments is given by:

$$U\;=\;n\;\times \;\log(\sigma )\;+\;\sqrt{2}\;\times s\;\times \frac{\log(n!)}{n}$$

where s is the number of outlier candidates, n is the number of nonoutlier candidates, and σ is the standard deviation of the expression values of the nonoutlier candidates. The best combination of outlier and nonoutlier scores (i.e. of 0 and 1) is the one that achieves the lowest U value. Outlier scoring enables high-resolution combinatorial DEG selection via selection of genes that are labeled as outliers or nonoutliers in specific user-chosen samples. R-code used to perform the MSE is available at https://github.com/LisaVdB/MSE.

### Accession numbers

NAC104 (Solyc01g104900), PTI5 (Solyc02g077370), RAP2.6L (Solyc12g042210), HCA2 (Solyc06g071480), LBD18 (Solyc01g091420), THOM1 (Solyc01g090460), XTH (Solyc01g090460), XTH (Solyc11g065600), ERF4 (Solyc01g090560), JRE4 (Solyc01g090340), ERF (CA01g01830), ERF (CA01g01880), MYC2 (CA01g00280), LBD18 (CA01g11210), NGAL1-like (CA01g00060), MYB86 (CA01g20220), HD-ZIP14 (CA10g19210), LBD4 (CA02g00820), LBD25 (CA02g30000), XTH22 (CA07g00520), XTH38 (CA11g08350), WOX4 (Solyc04g078650), WOX4 (CA04g18420), NST2 (CA01g34750), LBD4 (CA02g00820), BIN2/BIL1 (CA02g13610), WOX14 (CA02g19960), BIN2/BIL1 (CA02g29760), VND6 (CA03g15410), PXY (CA03g15770), PXY (CA03g15770), ER-like (CA03g17140), BIN2/BIL1 (CA04g09860), SERK1/SERK2 (CA04g14890), KNAT1 (CA04g16610), STZ (CA04g17920), WOX4 (CA04g18420), BES1 (CA04g20150), MP (CA04g23050), ATHB8 (CA04g23050), PXY (CA05g14410), PXY (CA05g14410), ERF-1/ERF2/105 (CA05g14470), VND6 (CA06g06410), MYB15 (CA06g10340), WRKY33 (CA06g13580), VND7 (CA06g14050), TMO6 (CA06g23590), MOL1 (CA07g02560), BIN2/BIL1 (CA07g14640), ER (CA08g03060), WRKY46 (CA08g08240), WRKY33 (CA09g11940), WRKY33 (CA09g11950), NST1 (CA11g08290), LHW (CA11g16160), BES1 (CA12g17430), LBD4 (CA12g22480), WRKY46 (Solyc01g095630), BIN2/BIL1 (Solyc01g101000), LBD4 (Solyc02g069440), BIN2/BIL1 (Solyc02g072300), WOX14 (Solyc02g082670), BIN2/BIL1 (Solyc02g086670), MYB15 (Solyc03g005570), BIN2/BIL1 (Solyc03g006070), ER-like (Solyc03g007050), VND6 (Solyc03g083880), PXY (Solyc03g093330), ERF-1/ERF2/105 (Solyc03g093610), SERK1/SERK2 (Solyc04g072570), KNAT1 (Solyc04g077210), STZ (Solyc04g077980), WOX4 (Solyc04g078650), BES1 (Solyc04g079980), MP (Solyc04g081235), ATHB8 (Solyc04g081235), PXY (Solyc05g051640), ERF-1/ERF2/105 (Solyc05g052050), TMO6 (Solyc06g005130), VND6 (Solyc06g034340), MYB15 (Solyc06g053610), VND7 (Solyc06g065410), WRKY33 (Solyc06g066370), LHW (Solyc06g074110), TMO6 (Solyc06g075370), MOL1 (Solyc07g005010), BIN2/BIL1 (Solyc07g055200), NST2 (Solyc08g008660), ER (Solyc08g061560), WRKY18 (Solyc08g067340), WRKY18 (Solyc08g067360), WRKY33 (Solyc09g014990), TDIFs (Solyc09g061410), MYB15 (Solyc09g090130), NST1 (Solyc10g005010), VND7 (Solyc11g018660), LBD4 (Solyc11g045530), LHW (Solyc11g068960), TMO6 (Solyc11g072500), BIN2/BIL1 (Solyc12g062870), STZ (Solyc12g088390), BES1 (Solyc12g089040), LBD4 (Solyc12g100150).

## Supplemental data 

The following materials are available in the online version of this article.

**Supplemental Figure S1**. Despite vascular similarity at time of grafting tomato and pepper fail to form vascular bridges 30 days after grafting (DAG) (supports Figure 1).

**Supplemental Figure S2**. Self-grafted tomato and pepper, heterografted tomato and pepper plants 3 to 6 days after grafting (DAG) (supports Figure 2).

**Supplemental Figure S3**. Dynamic expression patterns of differentially expressed genes (DEGs) are highly disrupted in the heterografts compared to the self-grafts (supports Figures 3 and 4).

**Supplemental Figure S4**. Clustering of the 372 selected GO terms based on semantic similarity (supports Figure 3).

**Supplemental Figure S5**. Selection of differentially expressed genes (DEGs) associated with grafting for network inference (supports Figures 3, 4 and Supplemental Figure S7).

**Supplemental Figure S6**. Common differentially expressed genes (DEGs) between the self-grafts and heterografts (supports Figure 3).

**Supplemental Figure S7**. Sankey diagram visualizing inferred gene regulatory interactions from the tomato:pepper and pepper:tomato networks (supports Figure 4).

**Supplemental Figure S8**. Graft-specific genes from *A. thaliana* are disrupted during tomato and pepper heterografting (supports Figure 4).

**Supplemental Figure S9**. Heatmap of MSE-selected genes (supports Figure 4).

**Supplemental Figure S10**. Expression pattern of 37 selected transcription factors (supports Figure 4 and Supplemental Figure 9).

**Supplemental Figure S11**. Variation in outdegree in the self-grafts and heterografts (supports Figure 4).

**Supplemental Figure S12**. Protoxylem cells make up a minority of the newly formed tissue in the graft junction (supports Figure 5).

**Supplemental Figure S13**. WOX4 regulates xylem differentiation genes, *VND6/7* and *NST1/2*, in self-grafts and heterografts (supports Figure 5).

**Supplemental Figure S14**. *Slwox4* mutants exhibit minor alterations in vegetative phenotypes (supports Figure 6).

**Supplemental Figure S15**. Quantitative analysis of *Slwox4* vegetative and reproductive phenotypes (supports Figure 6).

**Supplemental Figure S16**. *Slwox4* mutant seedlings do not display decreased viability 30 days after grafting (DAG) (supports Figure 7).

**Figure 7:**
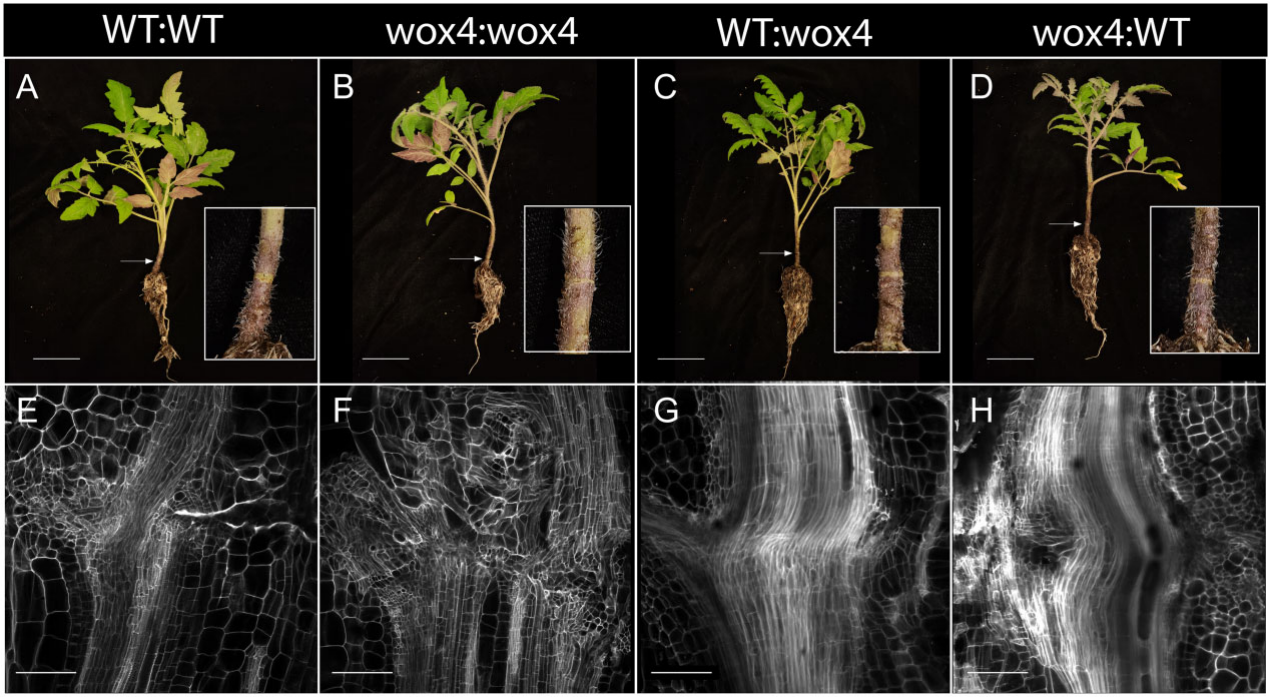
Self-grafted *Slwox4* mutants fail to form xylem bridges and thus exhibit graft incompatibility. A–H, Representative images of self-grafted WT (A and E), self-grafted *Slwox4* (B and F), WT:*Slwox4* (C and G), and *Slwox4*:WT (D and H) plants (A–D) and longitudinal sections of the graft junction (E–H) taken 30 DAG. A–D, Graft junction marked with white arrows. E–H, Tissues were stained with PI and cleared in methyl salicylate. *N* = 3, scale bars = 5 cm (A–D) and 200 μm (E–H). Additional images can be found in Supplemental Figure S17.

**Figure 8:**
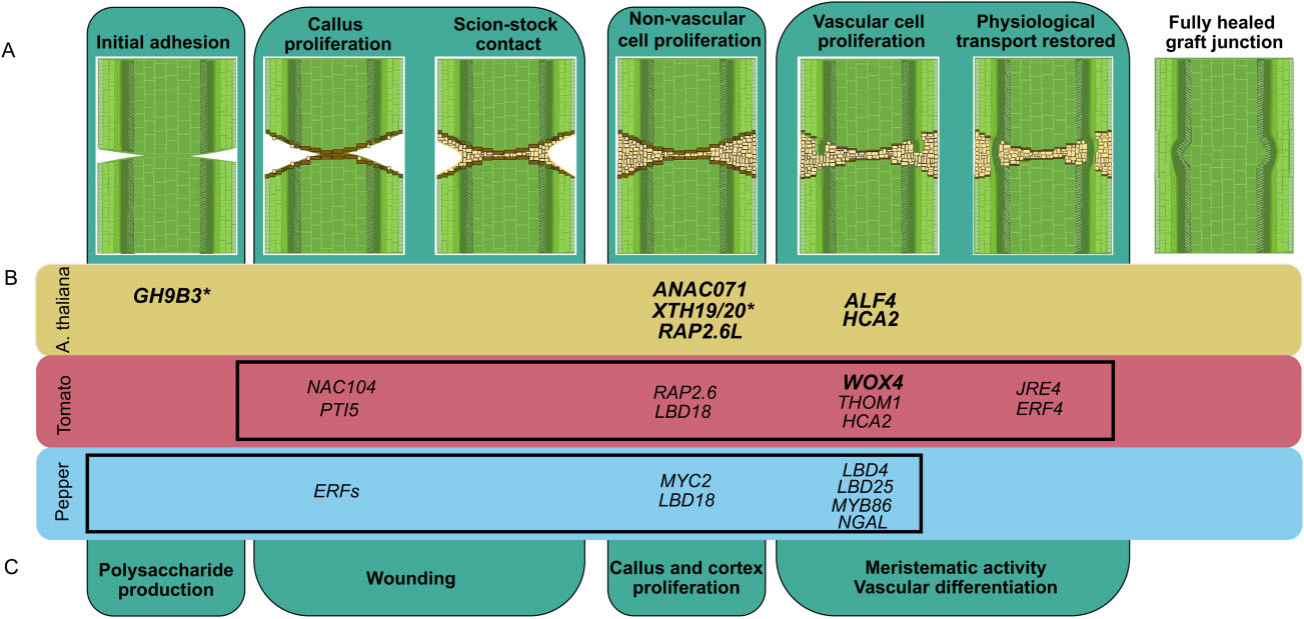
Network hubs predict new and conserved regulators for anatomical reconnection during junction formation. The anatomical timeline conserved throughout graftable plants includes initial adhesion, callus proliferation, scion–stock contact, nonvascular cell proliferation, vascular cell proliferation, and restored physiological transport through reconnected phloem and xylem strands (A). There are eight functionally characterized genes involved in graft junction formation in *A. thaliana*. We have identified 16 candidate genes for graft junction formation in tomato and pepper, many of which are described for the first time as graft-related, and one of which is the first functionally validated gene involved in vegetable crop graft formation (B). Despite the genetic diversity amongst *A. thaliana*, tomato, and pepper, all involved genes are associated with core anatomical steps along the graft junction timeline (C). The black boxes in B specify the processes captured in the anatomical timelines for tomato and pepper (Figure 2). Functionally validated genes involved in grafting are bolded. Non-transcription factors are notated with an Asterix.

**Supplemental Figure S17**. Self-grafted *Slwox4* fail to form xylem bridges and thus exhibit graft incompatibility (supports Figure 7).

**Supplemental Figure S18**. Concatenated genome improves read alignment percentage for heterografted pepper and tomato (supports Figure 3).

**Supplemental Figure S19**. Principle component analysis (PCA) of the RNAseq samples (supports Figure 3).

**Supplemental Table S1**. Protoxylem area calculation 5 days after grafting (DAG).

**Supplemental Table S2**. Phenotypic measurements of wild type (WT) and *Slwox4* vegetative and reproductive organs.

**Supplemental Data Set S1**. Statistical analysis of count data from survival of self- and heterografted tomato and pepper (red), break tests from self- and heterografted tomato and pepper (blue), survival of self- and heterografted WT and *Slwox4* (yellow) and break tests from self-grafted WT and self-grafted *Slwox4* (gray).

**Supplemental Data Set S2**. Gene expression values in tomato:tomato self-graft.

**Supplemental Data Set S3**. Three hundred seventy-two GO terms critically selected based on our observations from the anatomical timeline and published studies on grafting that were used in the generation of our GRNs.

**Supplemental Data Set S4**. Output of the network inference algorithm, dynamic Bayesian modeling, performed with the GENIST of the TuxNet software.

**Supplemental Data** **Set S5**. Gene expression values in pepper:pepper self-graft.

**Supplemental Data** **Set S6**. Gene expression values in tomato:pepper and pepper:tomato heterografts.

**Supplemental Data** **Set S7**. Output of the network inference algorithm, regression tree analysis, performed with the RTP-STAR of the TuxNet software.

**Supplemental Data** **Set S8**. MSE analysis.

**Supplemental Data** **Set S9**. Output of the network inference algorithm, dynamic Bayesian modeling, performed with the GENIST of the TuxNet software.

**Supplemental Data** **Set S10**. Reads alignment percentages of self- and heterografted samples mapped to the tomato, pepper, or concatenated (conc) reference genome.

## Supplementary Material

koab246_Supplementary_Data

## Notes

H.R.T, M.H.F., L.V.d.B., and R.S. conceived and designed the study. H.R.T. and M.H.F. gathered experimental data. H.R.T. and L.V.d.B analyzed the data. R.J.S. analyzed the RNAseq data. L.V.d.B. performed the bioinformatics analyses. H.R.T., M.H.F., L.V.d.B., R.J.S, and R.S. wrote the manuscript.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (https://academic.oup.com/plcell) is: Margaret Frank ().

# Supplementary material for: Gene regulatory networks for compatible versus incompatible grafts identify a role for SlWOX4 during junction formation
**Source:** Plant Cell. 2021 Oct 5;34(1):535–56. doi: 10.1093/plcell/koab246
**Supplement:** koab246_Supplementary_Data

Supplemental Data. Thomas et al. (2021). Plant Cell

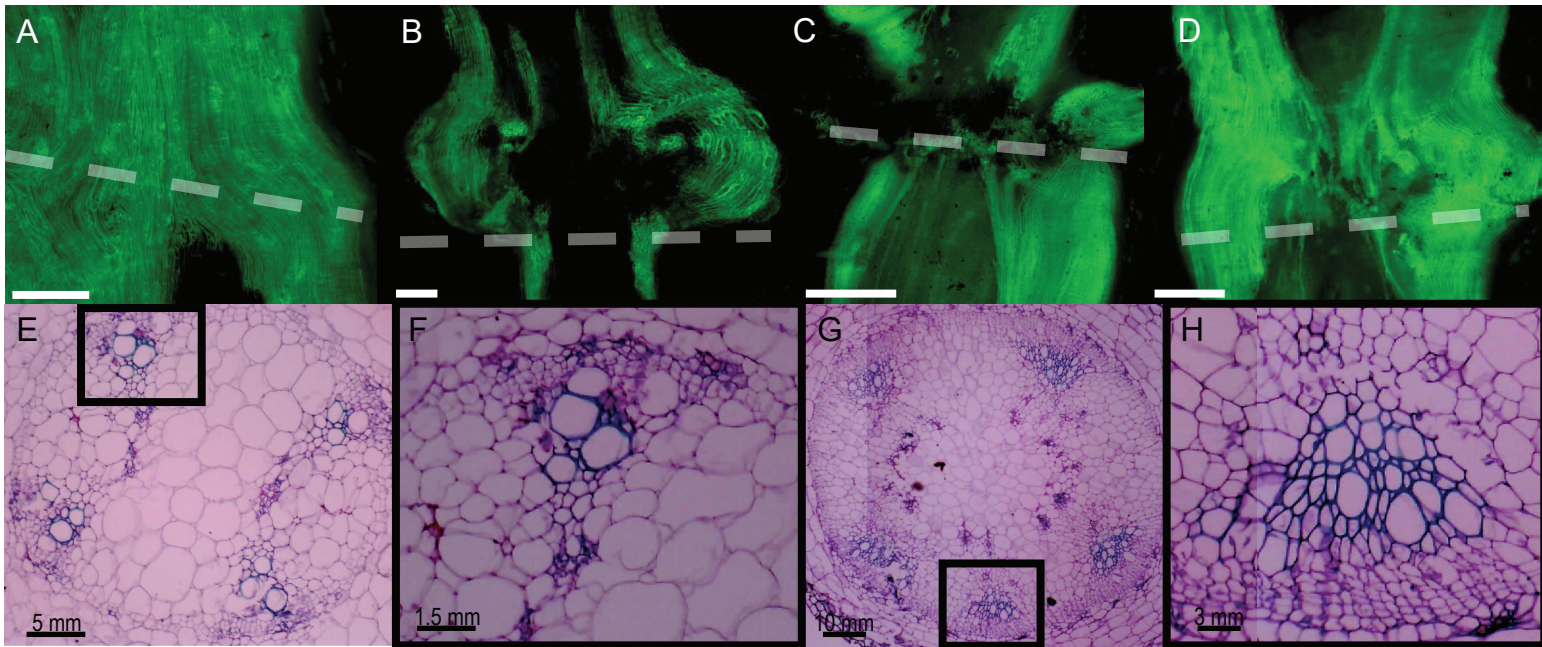

Supplemental Figure S1 Despite vascular similarity at time of grafting tomato and pepper fail to form vascular bridges 30 days after grafting (DAG) (Supports Figure 1). (A-D) Representative fluorescent images through hand sections of graft junctions showing xylem bridge formation of self-grafted tomato (A), heterografted tomato:pepper (B) pepper:tomato (C), and self-grafted pepper (D) harvested 30-days after grafting. Lignified cells were stained with Auramine O to xylem display profiles. Dashed lines indicate the original graft site. Representative images of tomato (E,F) and pepper (G,H) stems at graft site. A close up of a vascular bundle is shown for tomato (F) and pepper (H). Tissue was formalin fixed and wax embedded, sectioned, and stained with ruthenium red and toluidine blue. Tomato n = 3, Pepper n = 3. Scale bar = 5 mm (A), 10 mm (B), 1.5 mm (C), 3 mm (D).

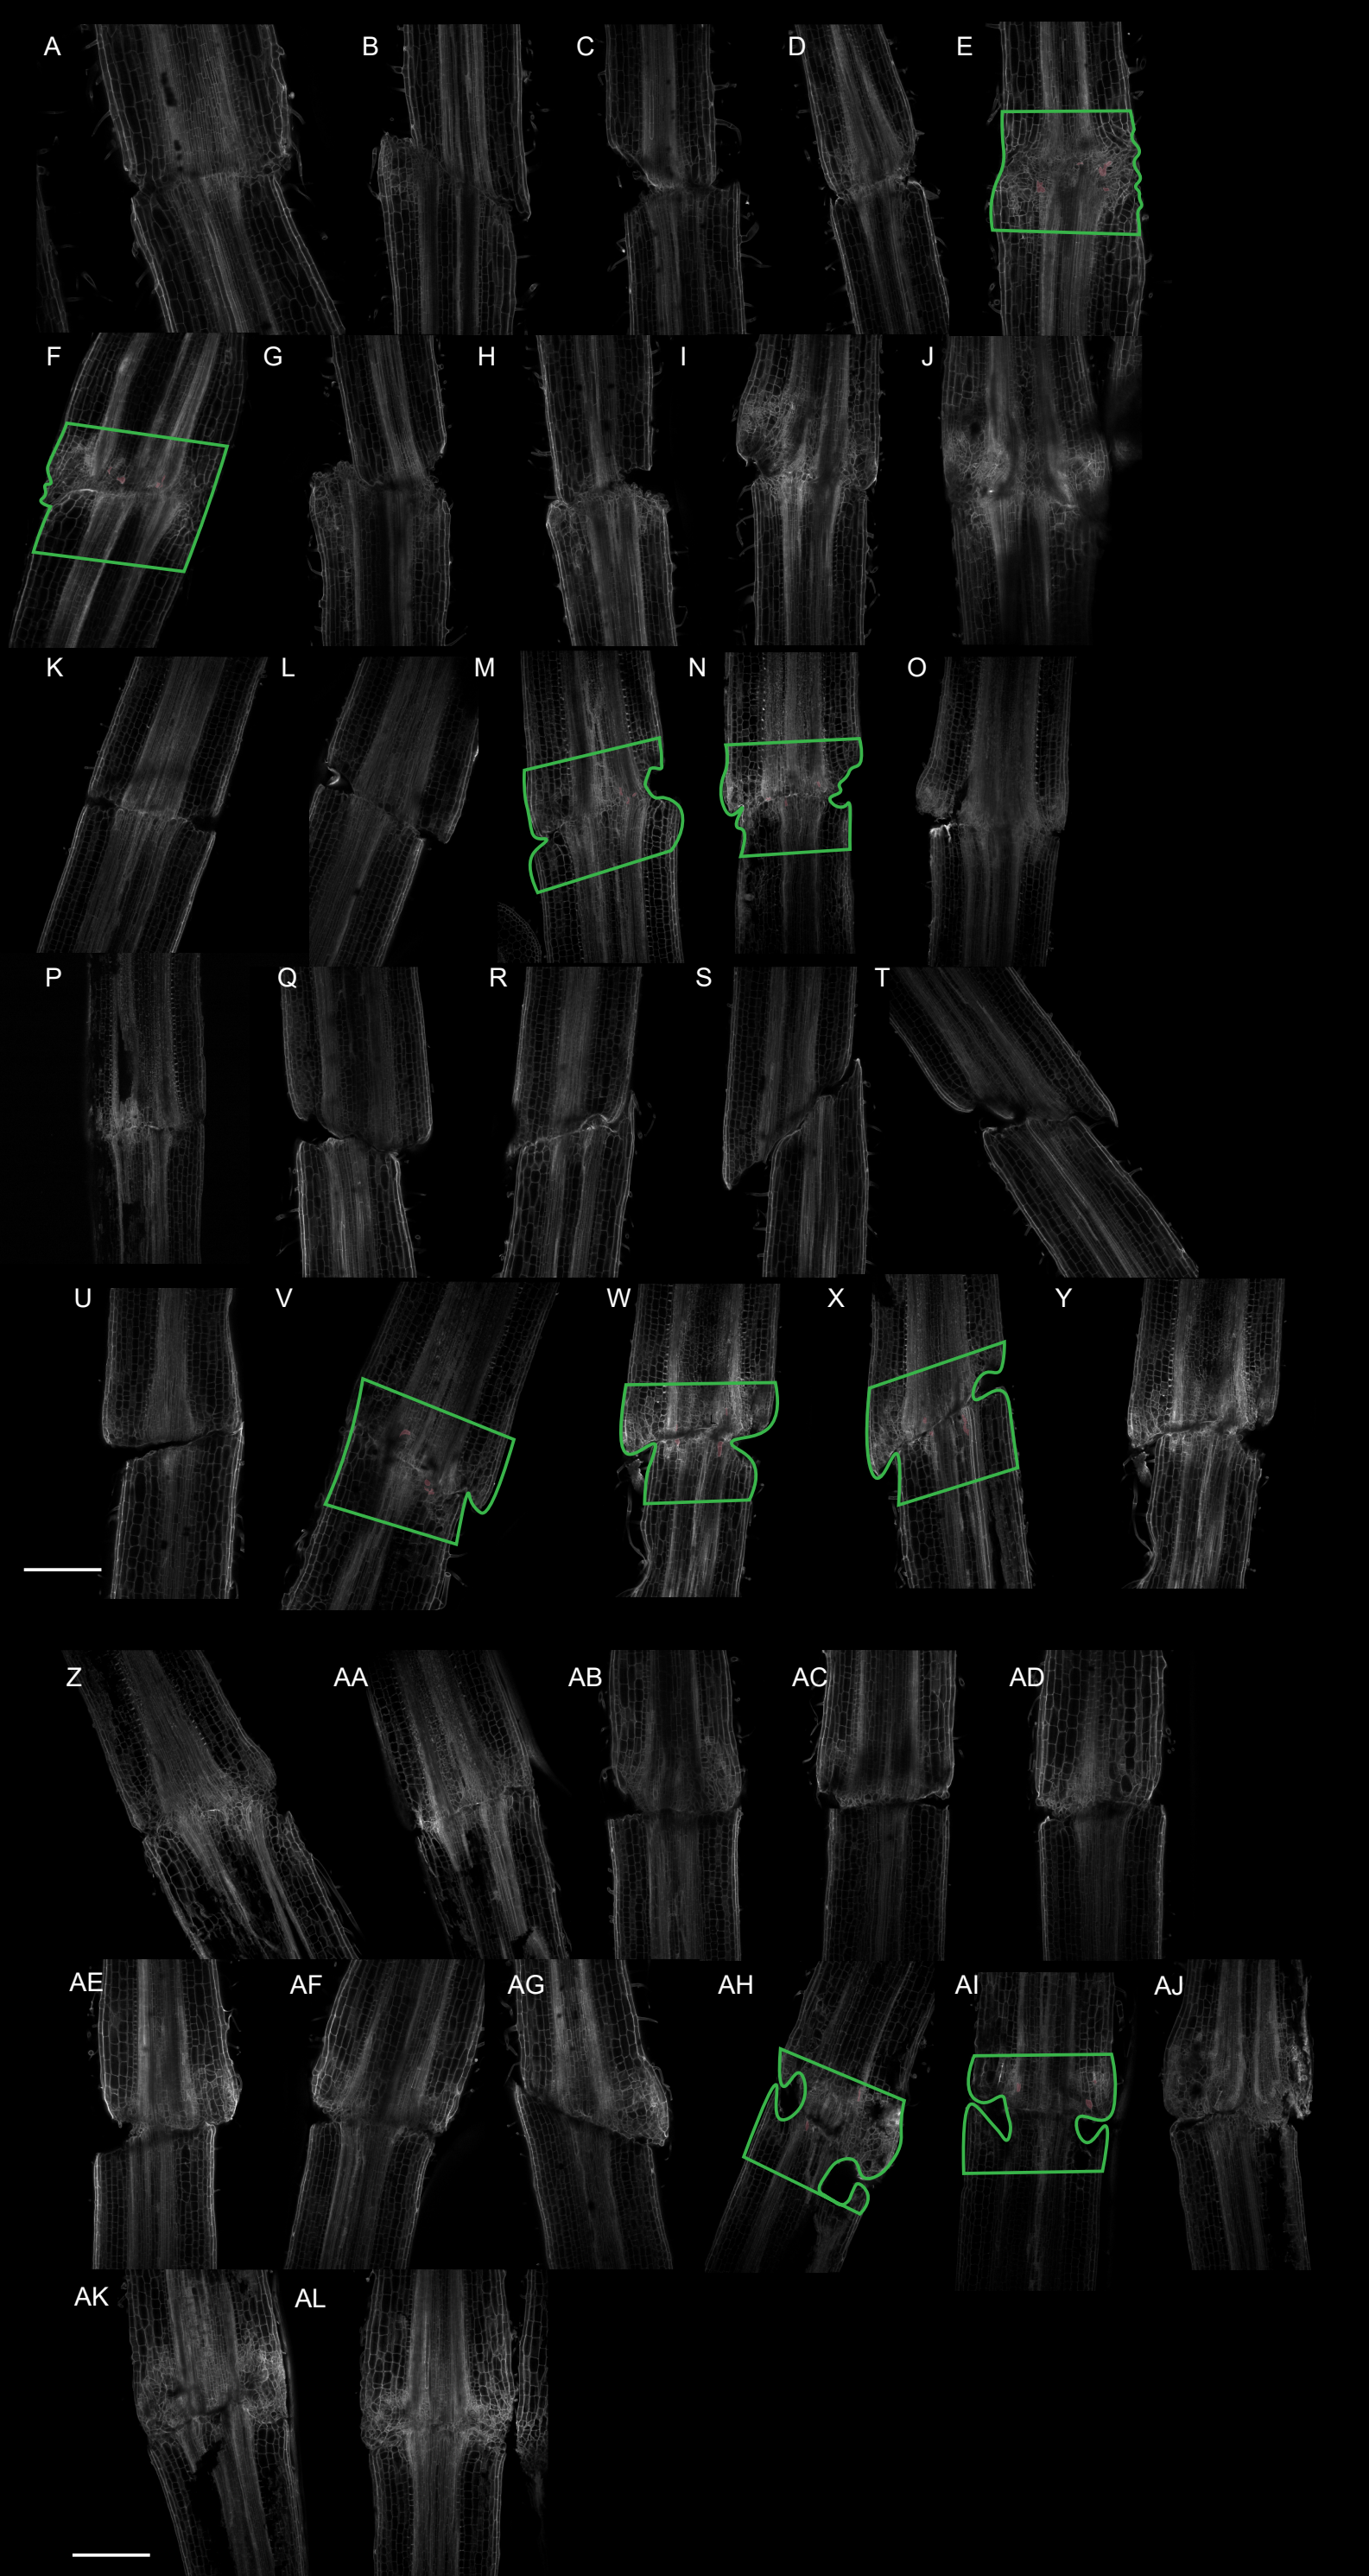

Supplemental Figure S2 Self-grafted tomato and pepper, heterografted tomato and pepper plants 3 to 6 days after grafting (DAG) (Supports Figure 2). (A-J) All images of self-graft tomato 3 DAG (A-B), 4 DAG (C-D), 5 DAG (E-F), and 6 DAG (G-J). (K-P) All images of self-grafted pepper 3 DAG (K-L), 4 DAG (M-N), and 5 DAG (O-P). (Q-Y) All images of heterografted pepper:tomato 3 DAG (Q-R), 4 DAG (S-T), 5 DAG (U-W), and 6 DAG (X-Y). (Z-AL) All images of heterografted tomato:pepper 3 DAG (Z-AA), 4 DAG (AB-AE), 5 DAG (AF-AG), and 6 DAG (AH-AL). Figures E, F, M, N, V, W, X, AH, and AI show the newly formed protoxylem cells 5 DAG and are highlighted with green contours. Scale bar = 800 μm (A-AL).

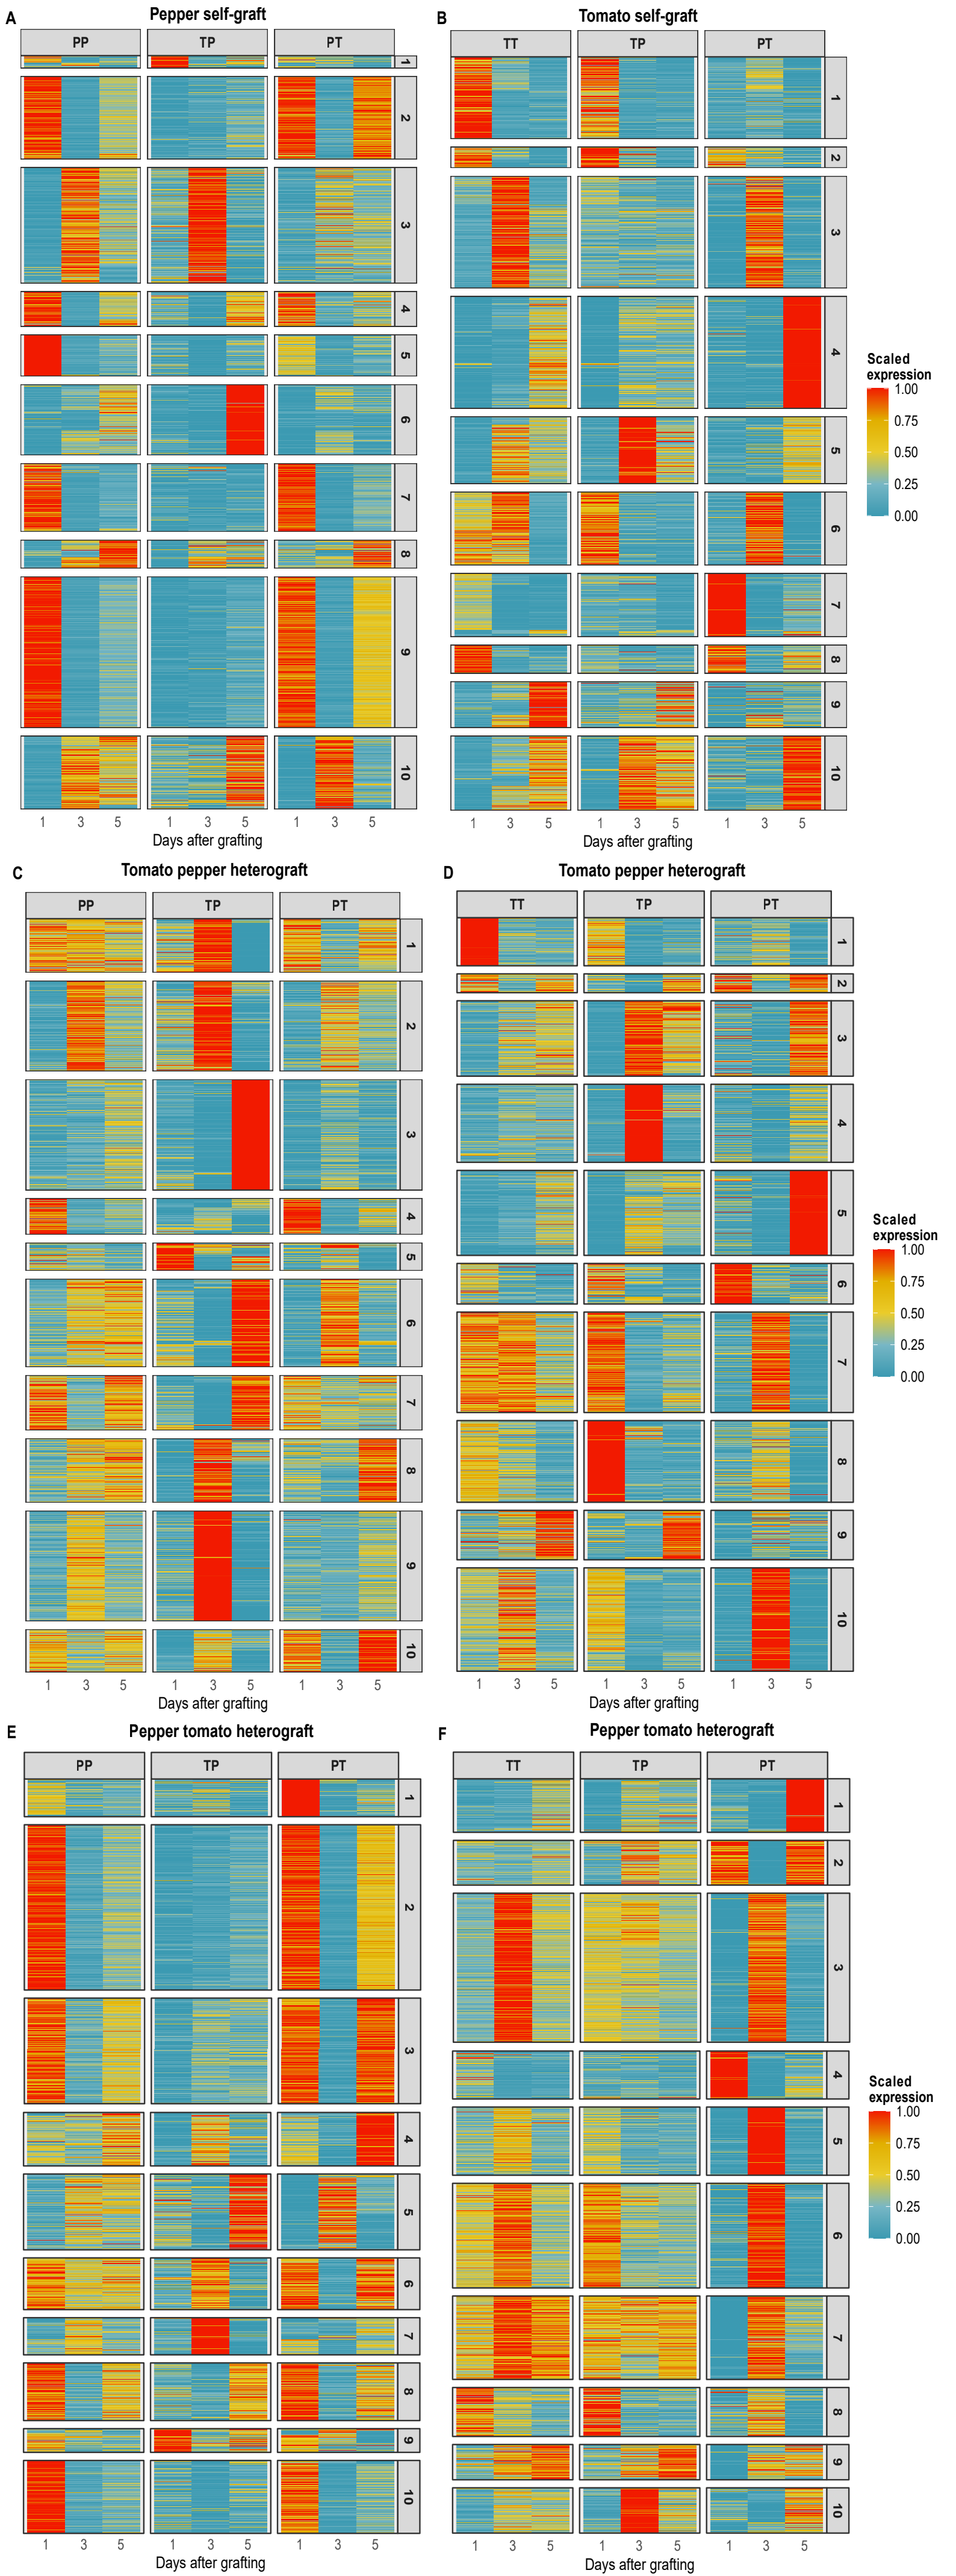

Supplemental Figure S3 Dynamic expression patterns of differentially expressed genes (DEGs) are highly disrupted in the heterografts compared to the self-grafts. (A-F) The expression values of DEGs (FDR < 0.05 and log₂ fold change > 2 or < -2) identified in the PP (A), TT (B), TP (C - pepper genes, D - tomato genes), and PT (E - pepper genes, F - tomato genes) were scaled between 0 (blue) and 1 (red) and clustered into 10 clusters.

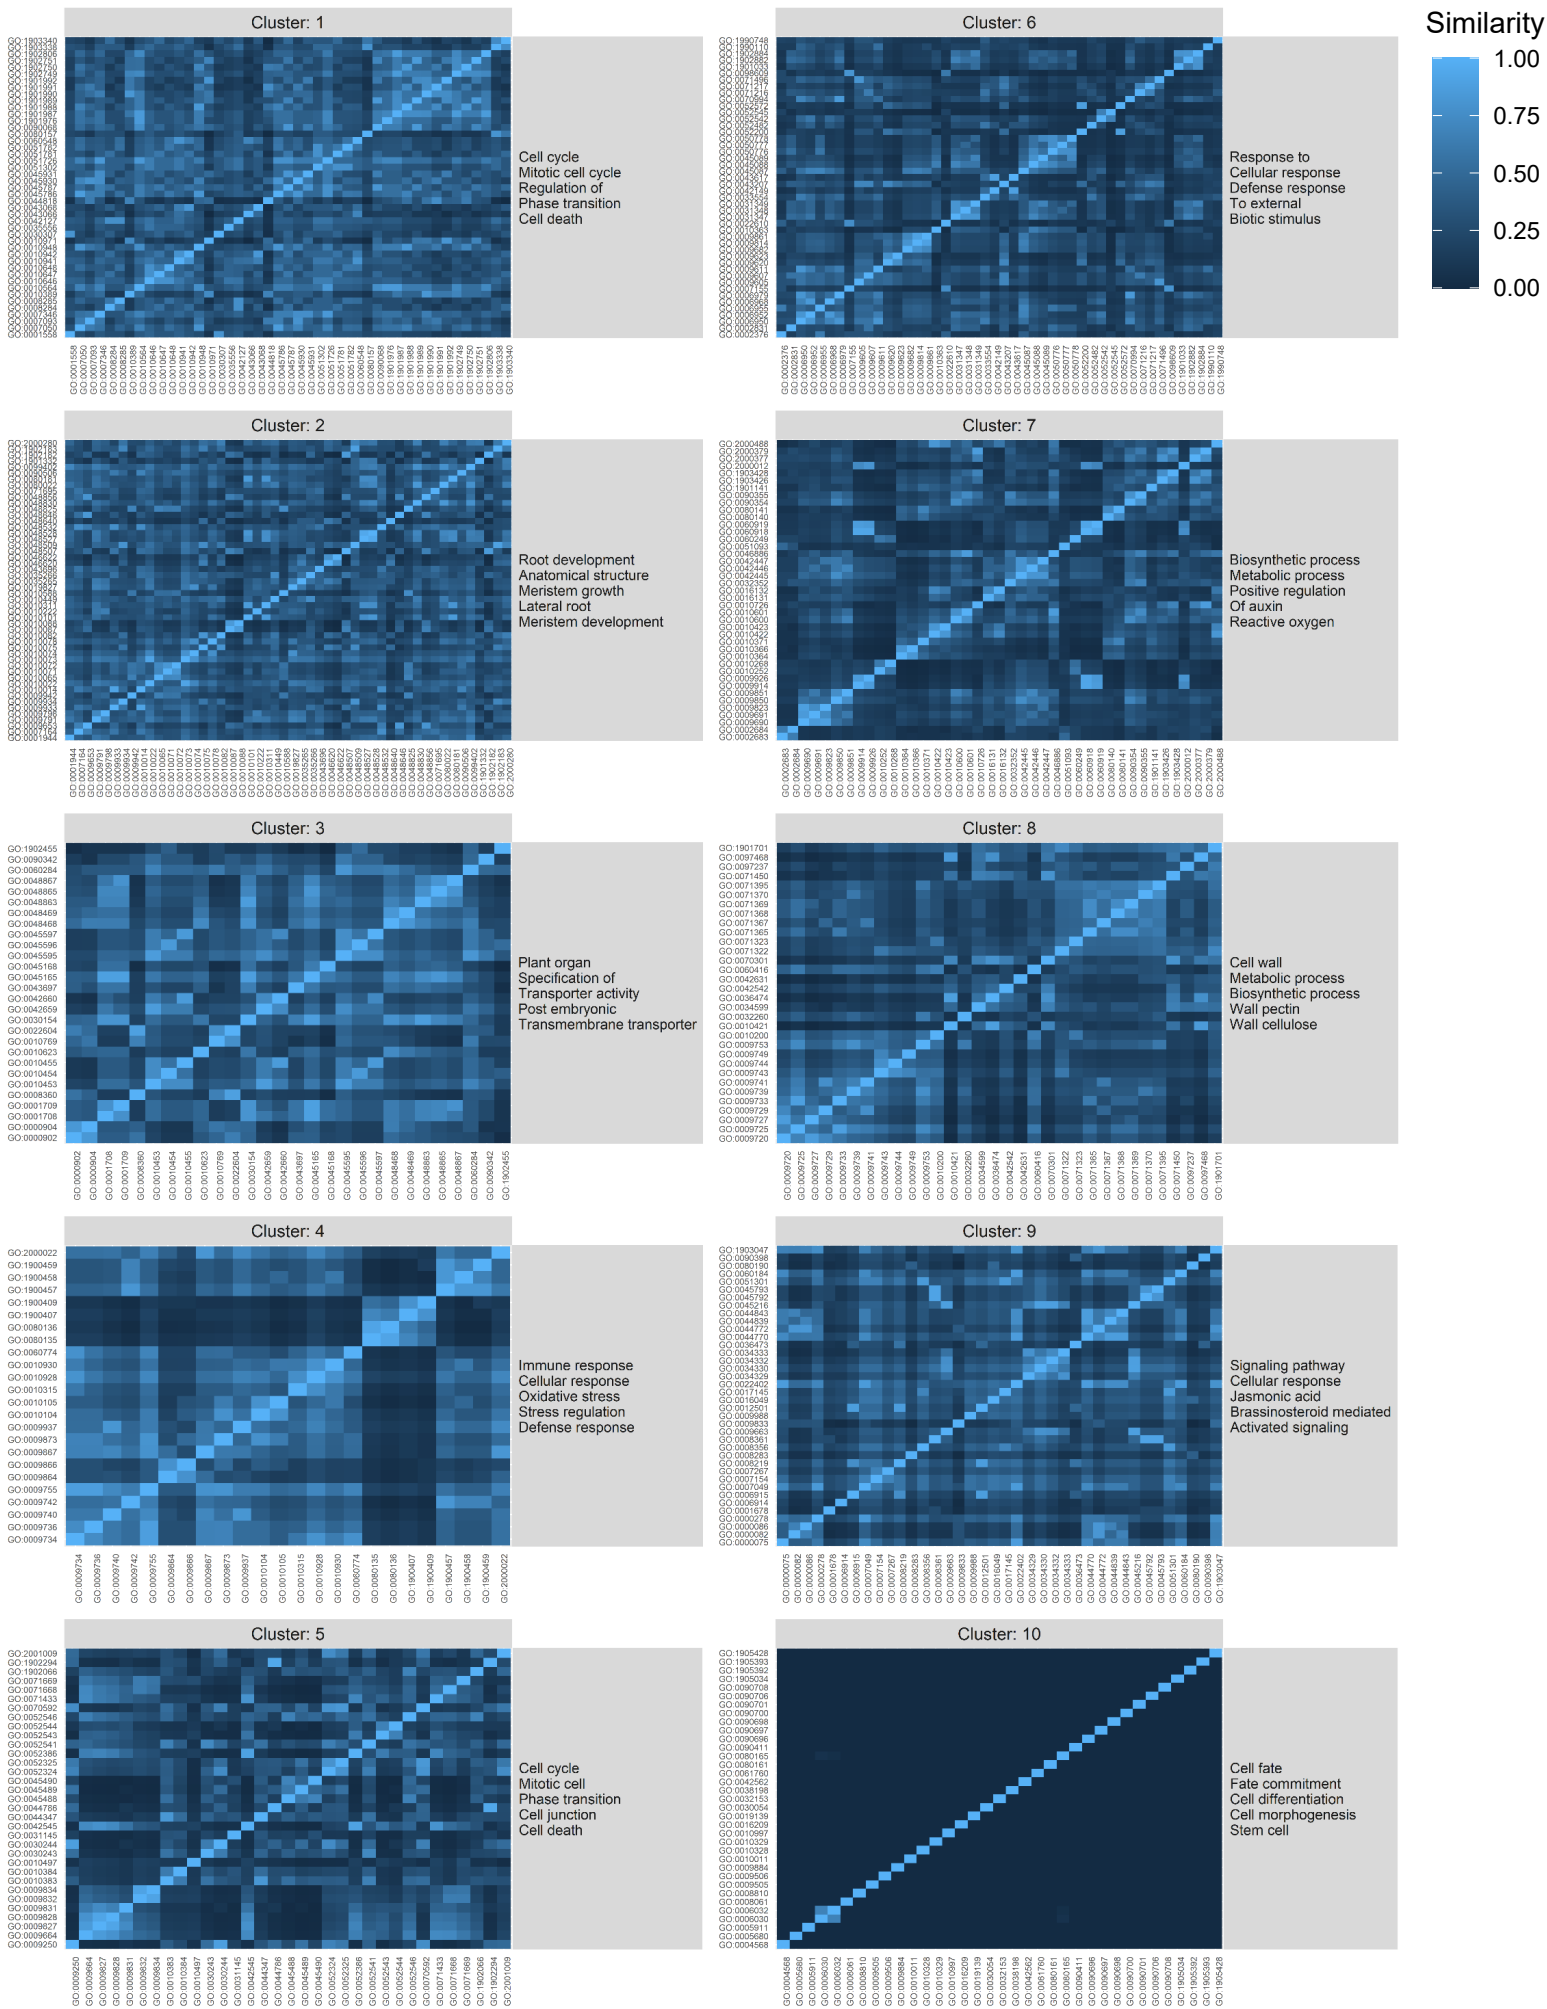

Supplemental Figure S4 Clustering of the 372 selected GO terms based on semantic similarity (Supports Figure 3). A total of 10 GO clusters were identified that include different biological processes related to each other. The percent of overlapping gene membership across GO terms is visualized on a color scale from navy-to-light blue, representing 0-100% overlap.

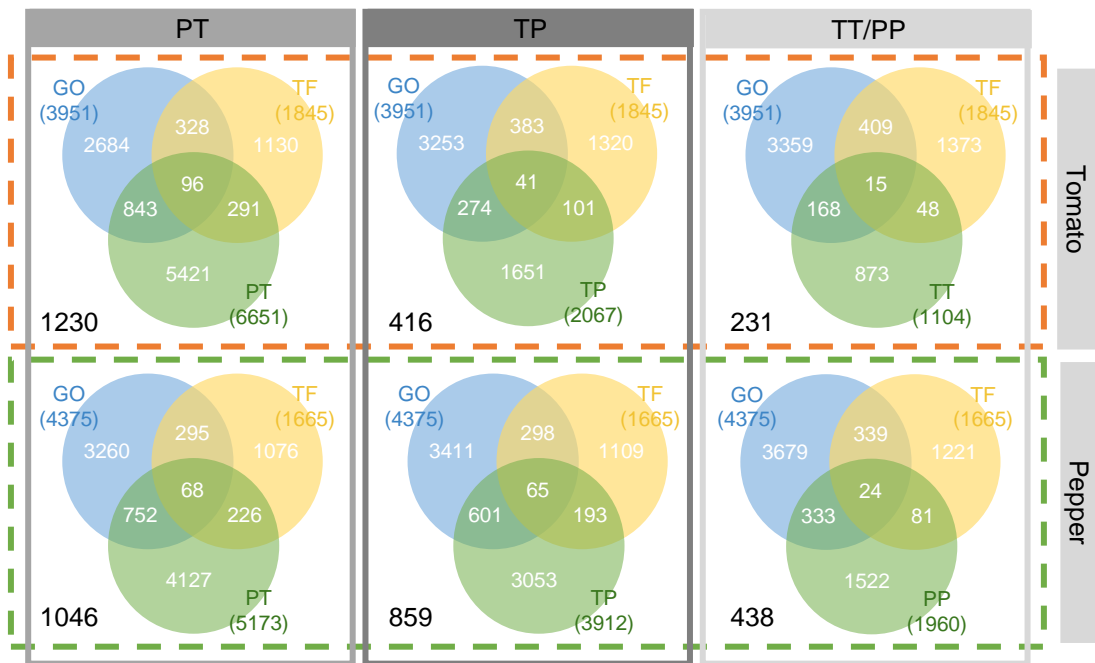

Supplemental Figure S5 Selection of differentially expressed genes (DEGs) associated with grafting for network inference (Supports Figure 3, 4 and Supplemental Figure S7). For each tissue and species, three sets of genes were compared with Venn diagrams: 1) DEGs from the RNAseq analysis, 2) all known transcription factors for tomato and pepper, and 3) genes related to the 372 selected GO-terms. The number of genes within the overlap between set 1 and 2 and the set 2 and 3 are listed in the left bottom corner of each tissue/species combination and are used for network inference.

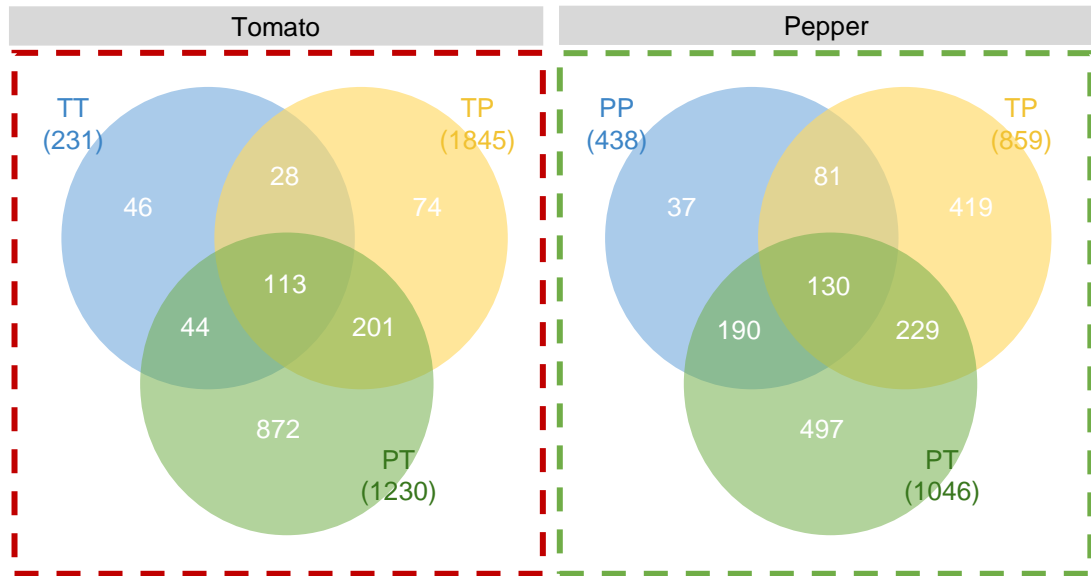

Supplemental Figure S6 Common differentially expressed genes (DEGs) between the self grafts and heterografts (Supports Figure 3). The 185 and 401 overlapping between self graft and heterografts in tomato and pepper correspond to 80% and 92% of the total DEGs of the self grafts and to 14% and 26% of the total DEGs of the heterografts, respectively. Genes from the self-graft and heterograft datasets were selected based on the overlap between temporal DEGs and our selected GO categories.

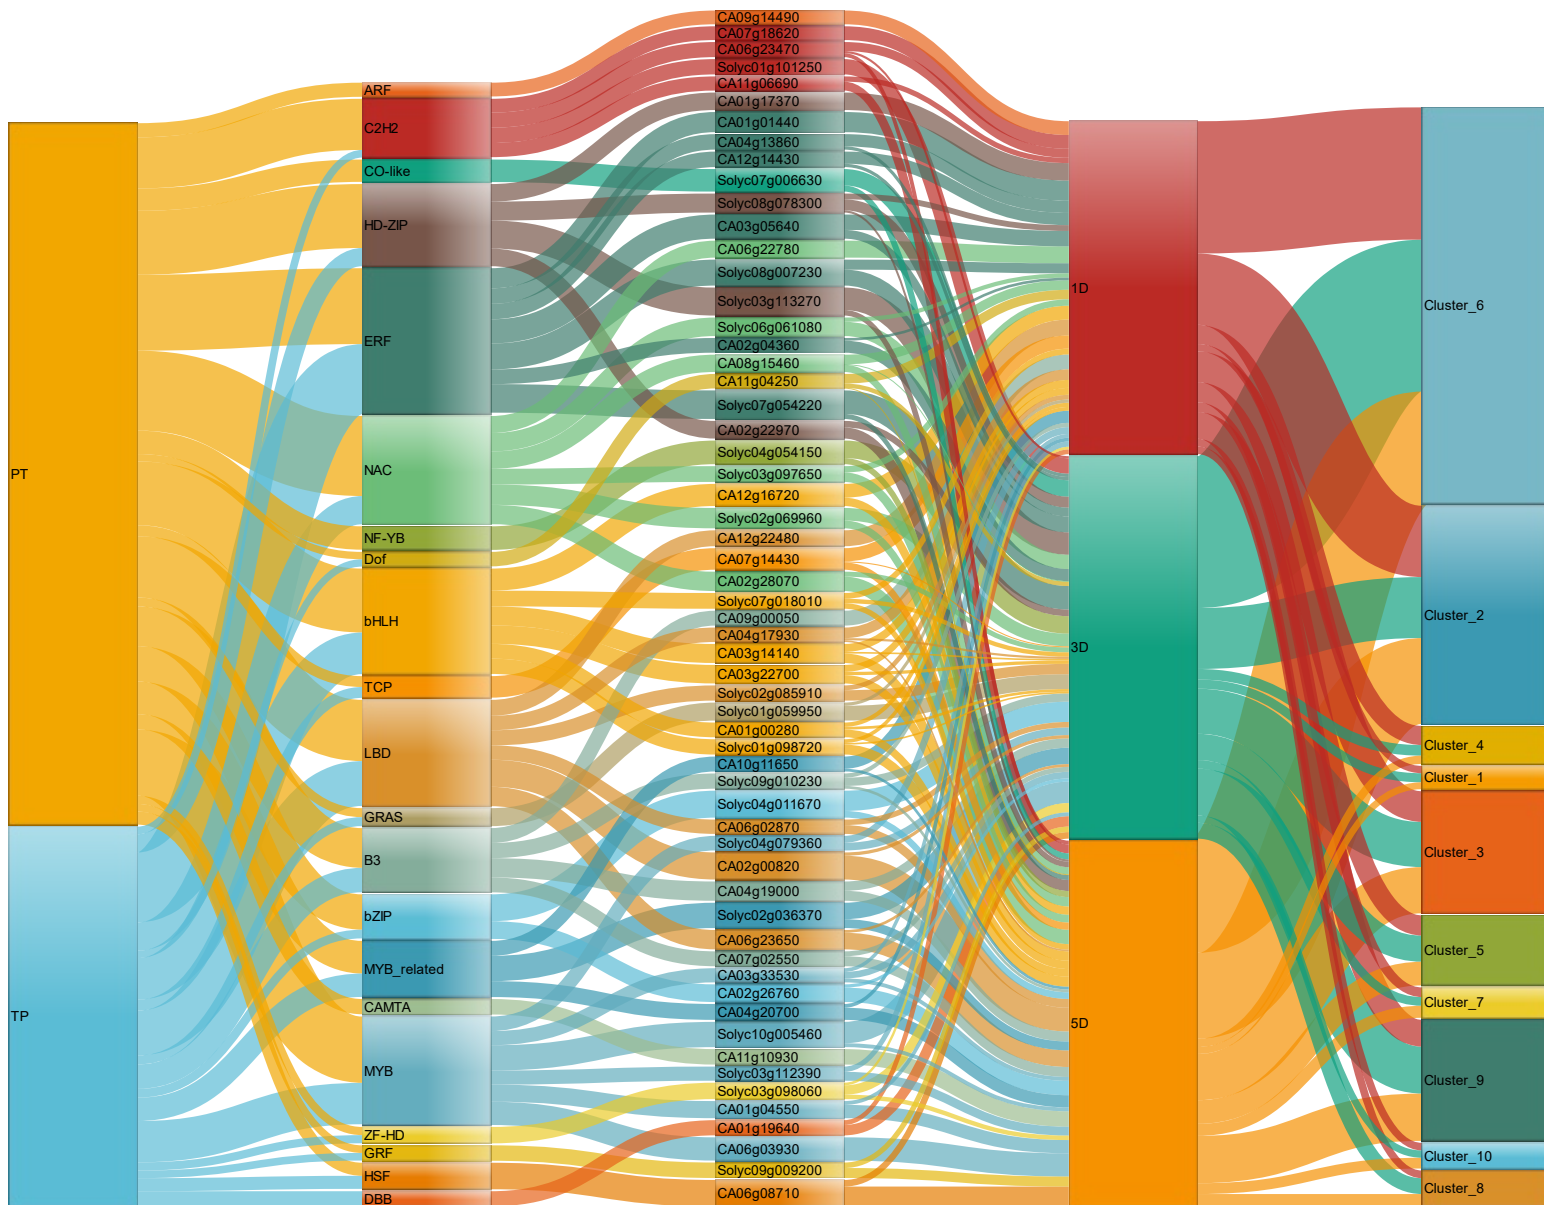

Supplemental Figure S7 Sankey diagram visualizing inferred gene regulatory interactions from the tomato:pepper networks. All TFs that have an outdegree > 25 are included. The width of the connections between each vertical block represent the number of target genes that are predicted to be directly downstream of a TF (third vertical block), to be downstream of a TF family (second vertical block), to be regulated within a tissue (first vertical block), or upon a specific time point (fourth vertical block).

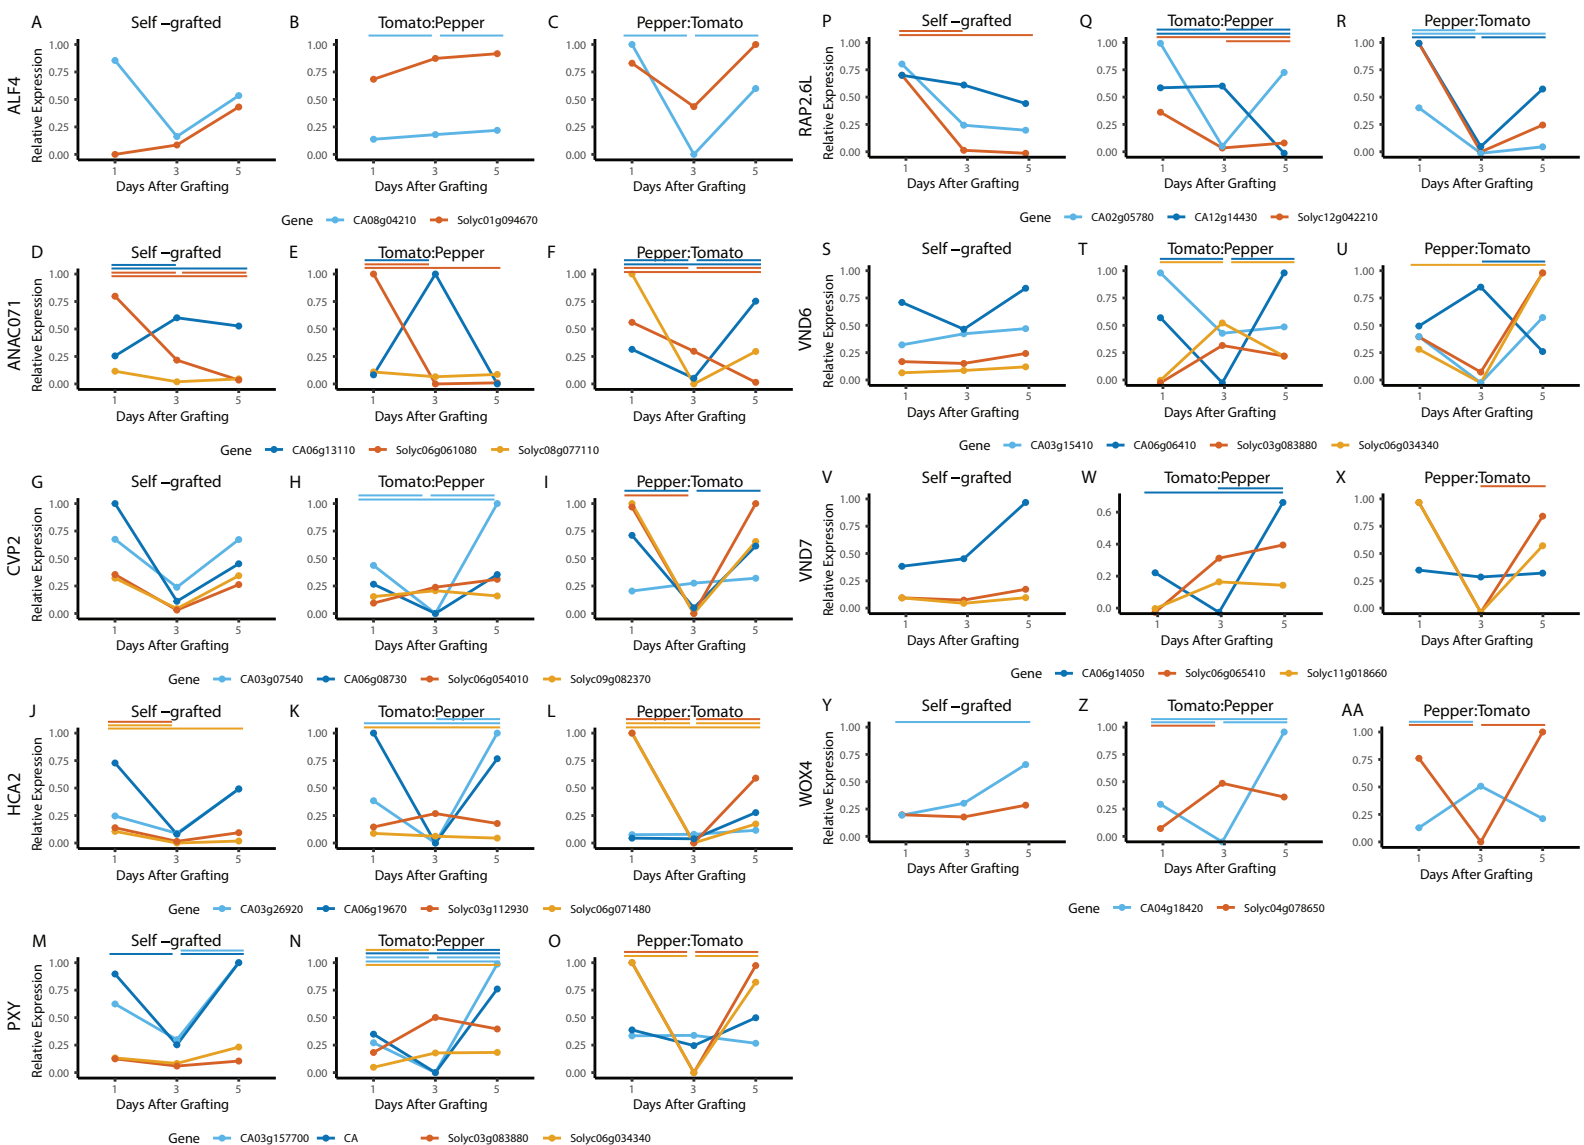

Supplemental Figure S8 Graft-specific genes from arabidopsis are disrupted during tomato and pepper heterografting (Supports Figure 4). Tomato and pepper orthologs of known genes required for grafting (*ALF4* [A-C], *ANAC071/ANAC096* [D-F], *HCA2* [J-L], *RAP2.6L* [P-R]), vascular cambium patterning (*PXY* [M-O], *WOX4* [Y-AA]), protophloem patterning (*CVP2* [G-I]), and proto- and metaxylem patterning (*VND6* [S-U], *VND7* [V-X]) shown over time in all graft combinations. Expression was normalized across all three genomes and scaled between 0 and 1. Bars show significant differential expression between time points (FDR < 0.05 and log₂ fold change > 1 or < -1). Blue and red bars signify significant differential expression between pepper and tomato time points, respectively.

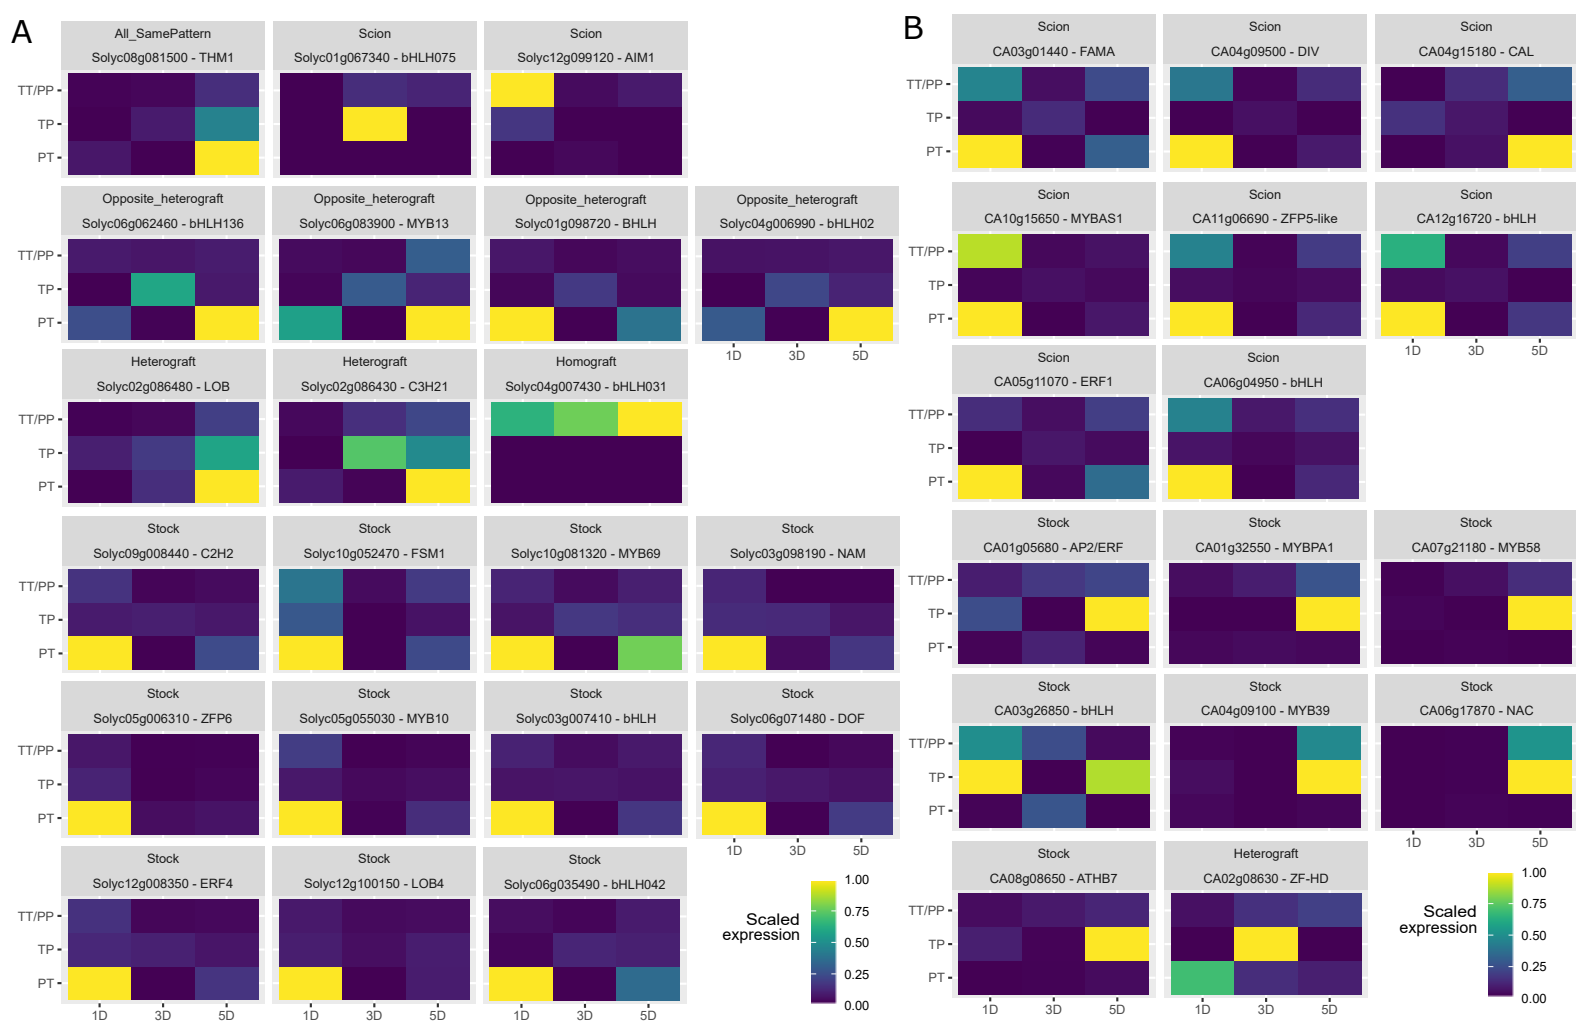

Supplemental Figure S10 Expression pattern of 37 selected TFs (Supports Figure 4, Supplemental Figure S9). (A-B) The rescaled expression values of 37 tomato (A) or pepper (B) TFs in common between the modified Shannon entropy (MSE) analysis (Supplemental Dataset S7) and GRN inference (Supplemental Dataset S6) is shown. These TFs belong to one of eight groups genes that showed the same dynamical pattern across the self-grafts and heterografts (All_SamePattern), genes that showed an opposite dynamical pattern in the two heterografts (Opposite_heterograft), and genes specifically induced in the heterograft samples (Heterograft), the self-grafts (Homograft), the scion (Scion), or the stock (Stock). (C) Transcriptional regulations of three major TFs extracted from the heterograft GRNs that regulate more than 25 downstream targets in the pepper:tomato and tomato:pepper networks, including the graft-related ANAC071.

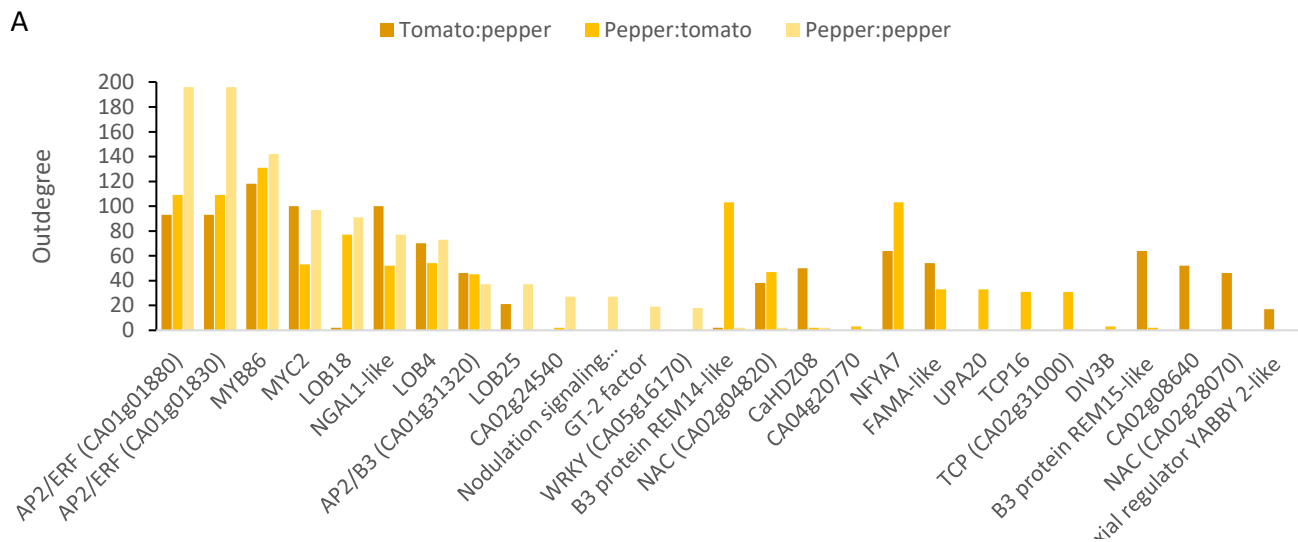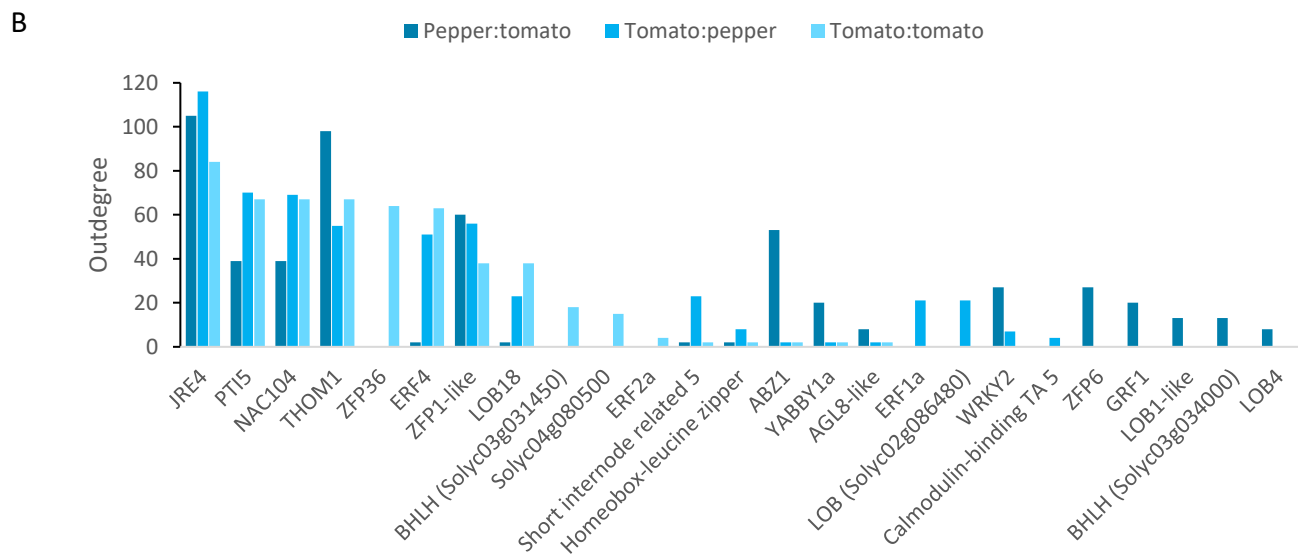

Supplemental Figure S11 Variation in outdegree in the self grafts and heterografts. (A-B) The outdegree is plotted of TFs with an outdegree > 2 for the pepper (A) and tomato genes (B).

Tomato:Tomato

Pepper:Pepper

Tomato:Pepper

Pepper:Tomato

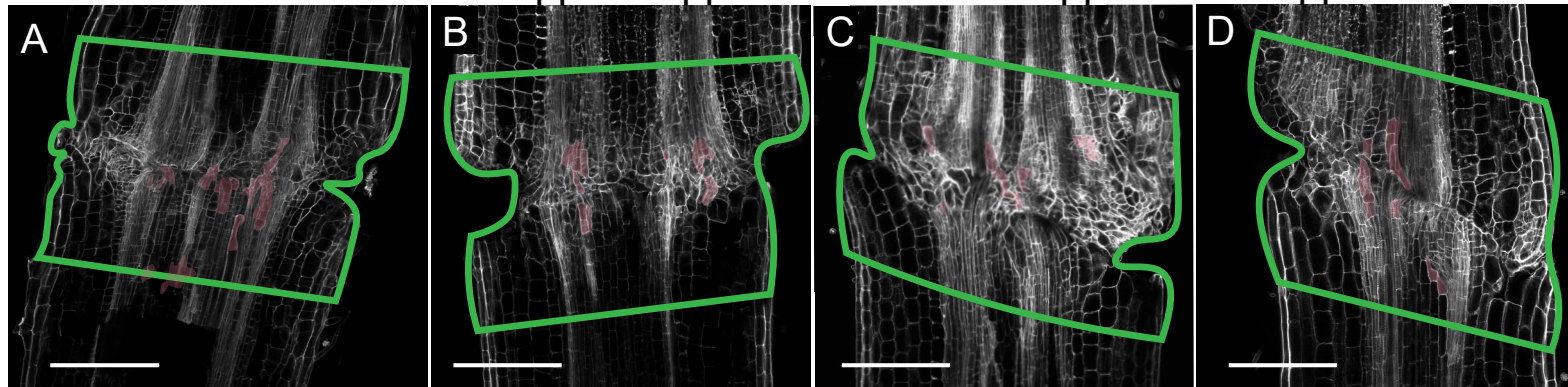

E

Graft Combination	Protoxylem area within junction (%)
T:T	1.88
P:P	1.18
T:P	1.13
P:T	1.27

GJ

Px

Supplemental Figure S12 Protoxylem cells make up a minority of the newly formed tissue in the graft junction (Supports Figure 5). (A-D) Representative 2D area within 500 μm above and below the graft junction (GJ) in self-grafted tomato (A), pepper (B), tomato:pepper (C), and pepper:tomato (D). (E-H) Representative 2D area consisting of newly formed protoxylem (Px) cells 500 μm above and below the graft junction in self-grafted tomato (A), pepper (B), tomato:pepper (C), and pepper:tomato (D). (I) Area within the 2D graft junction and protoxylem cells. Green shading signifies the graft junction (GJ). Pink shading signifies protoxylem cells (Px). Scale bars = 500 μm.

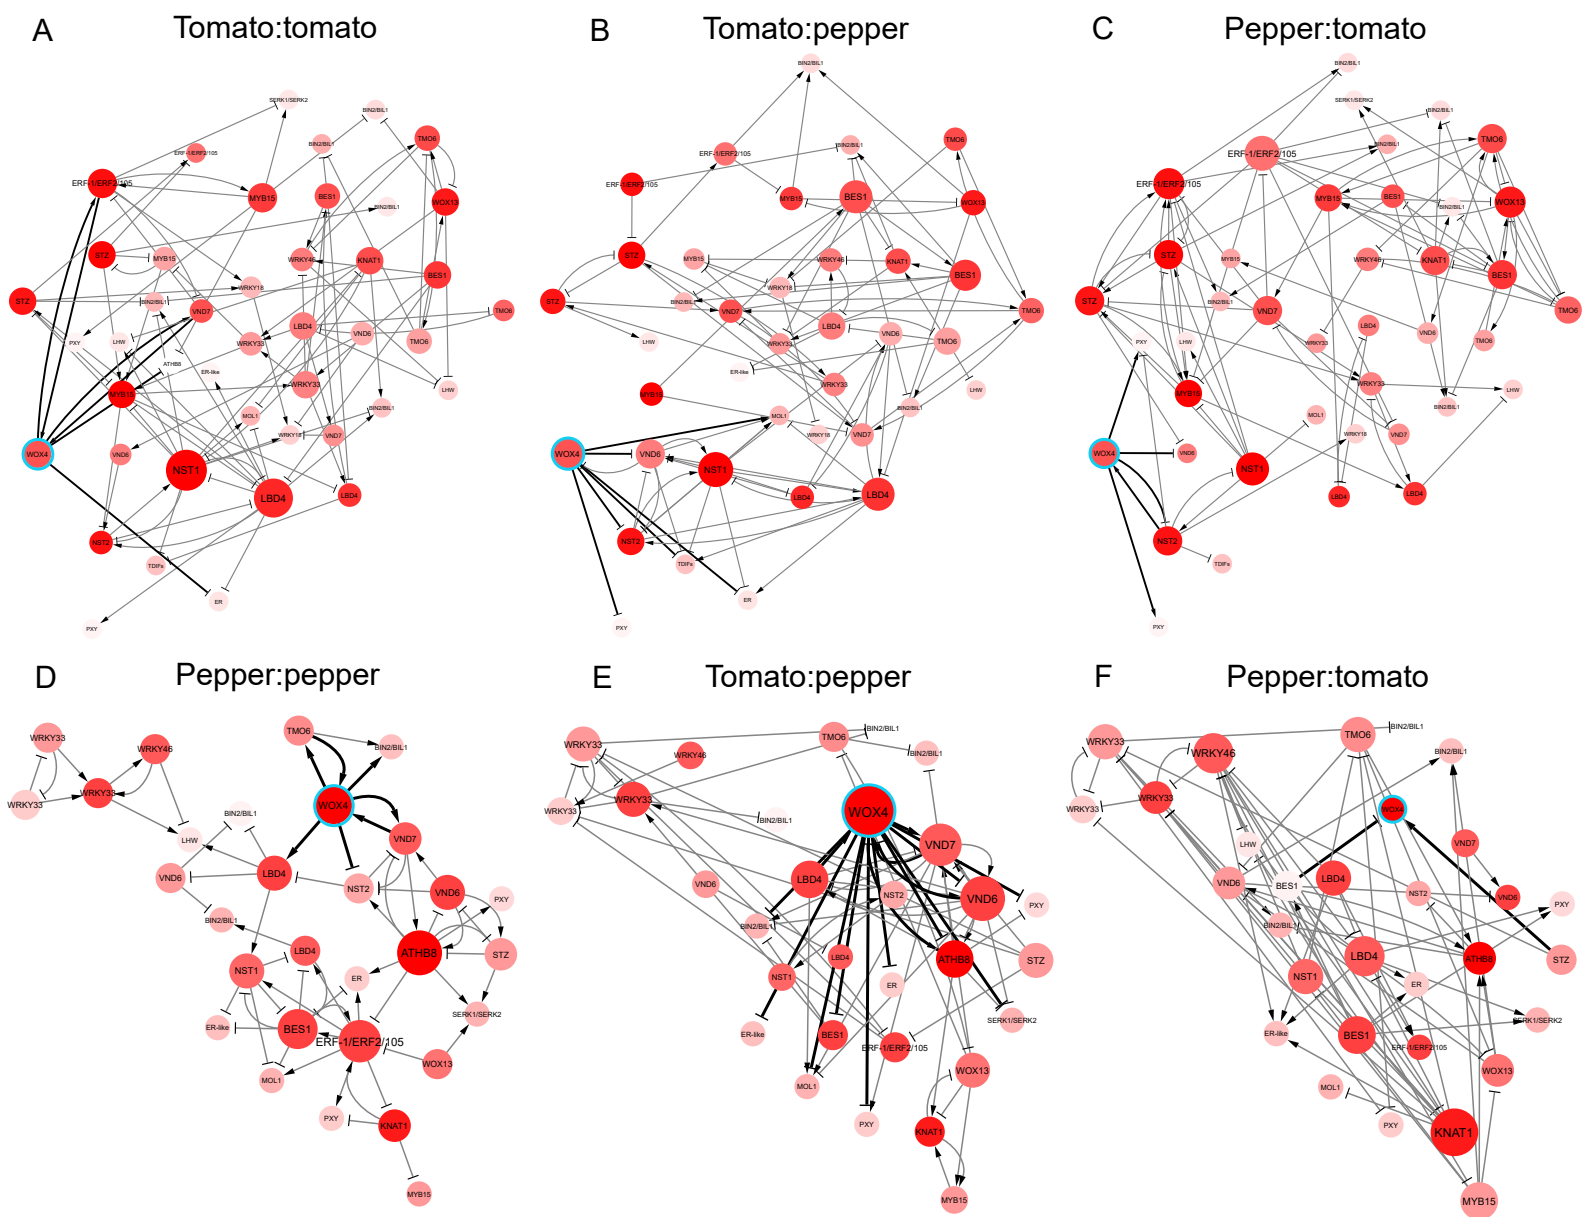

Supplemental Figure S13 WOX4 regulates xylem differentiation genes, VND6/7 and NST1/2, in self-grafts and heterografts (Supports Figure 5). (A-C) The rewiring of 45 tomato genes in the tomato:tomato (A), tomato:pepper (B) and pepper:tomato (C) network is shown. (D-F) Similarly, the rewiring of 32 pepper genes in the pepper:pepper (D), tomato:pepper (E) and pepper:tomato (F) network is shown. Nodes are colored with different shades of red according to the magnitude of their variation in edge connections. The node and edges of WOX4 are highlighted with a blue border and bold black arrows, respectively.

Wild Type

Slwox4

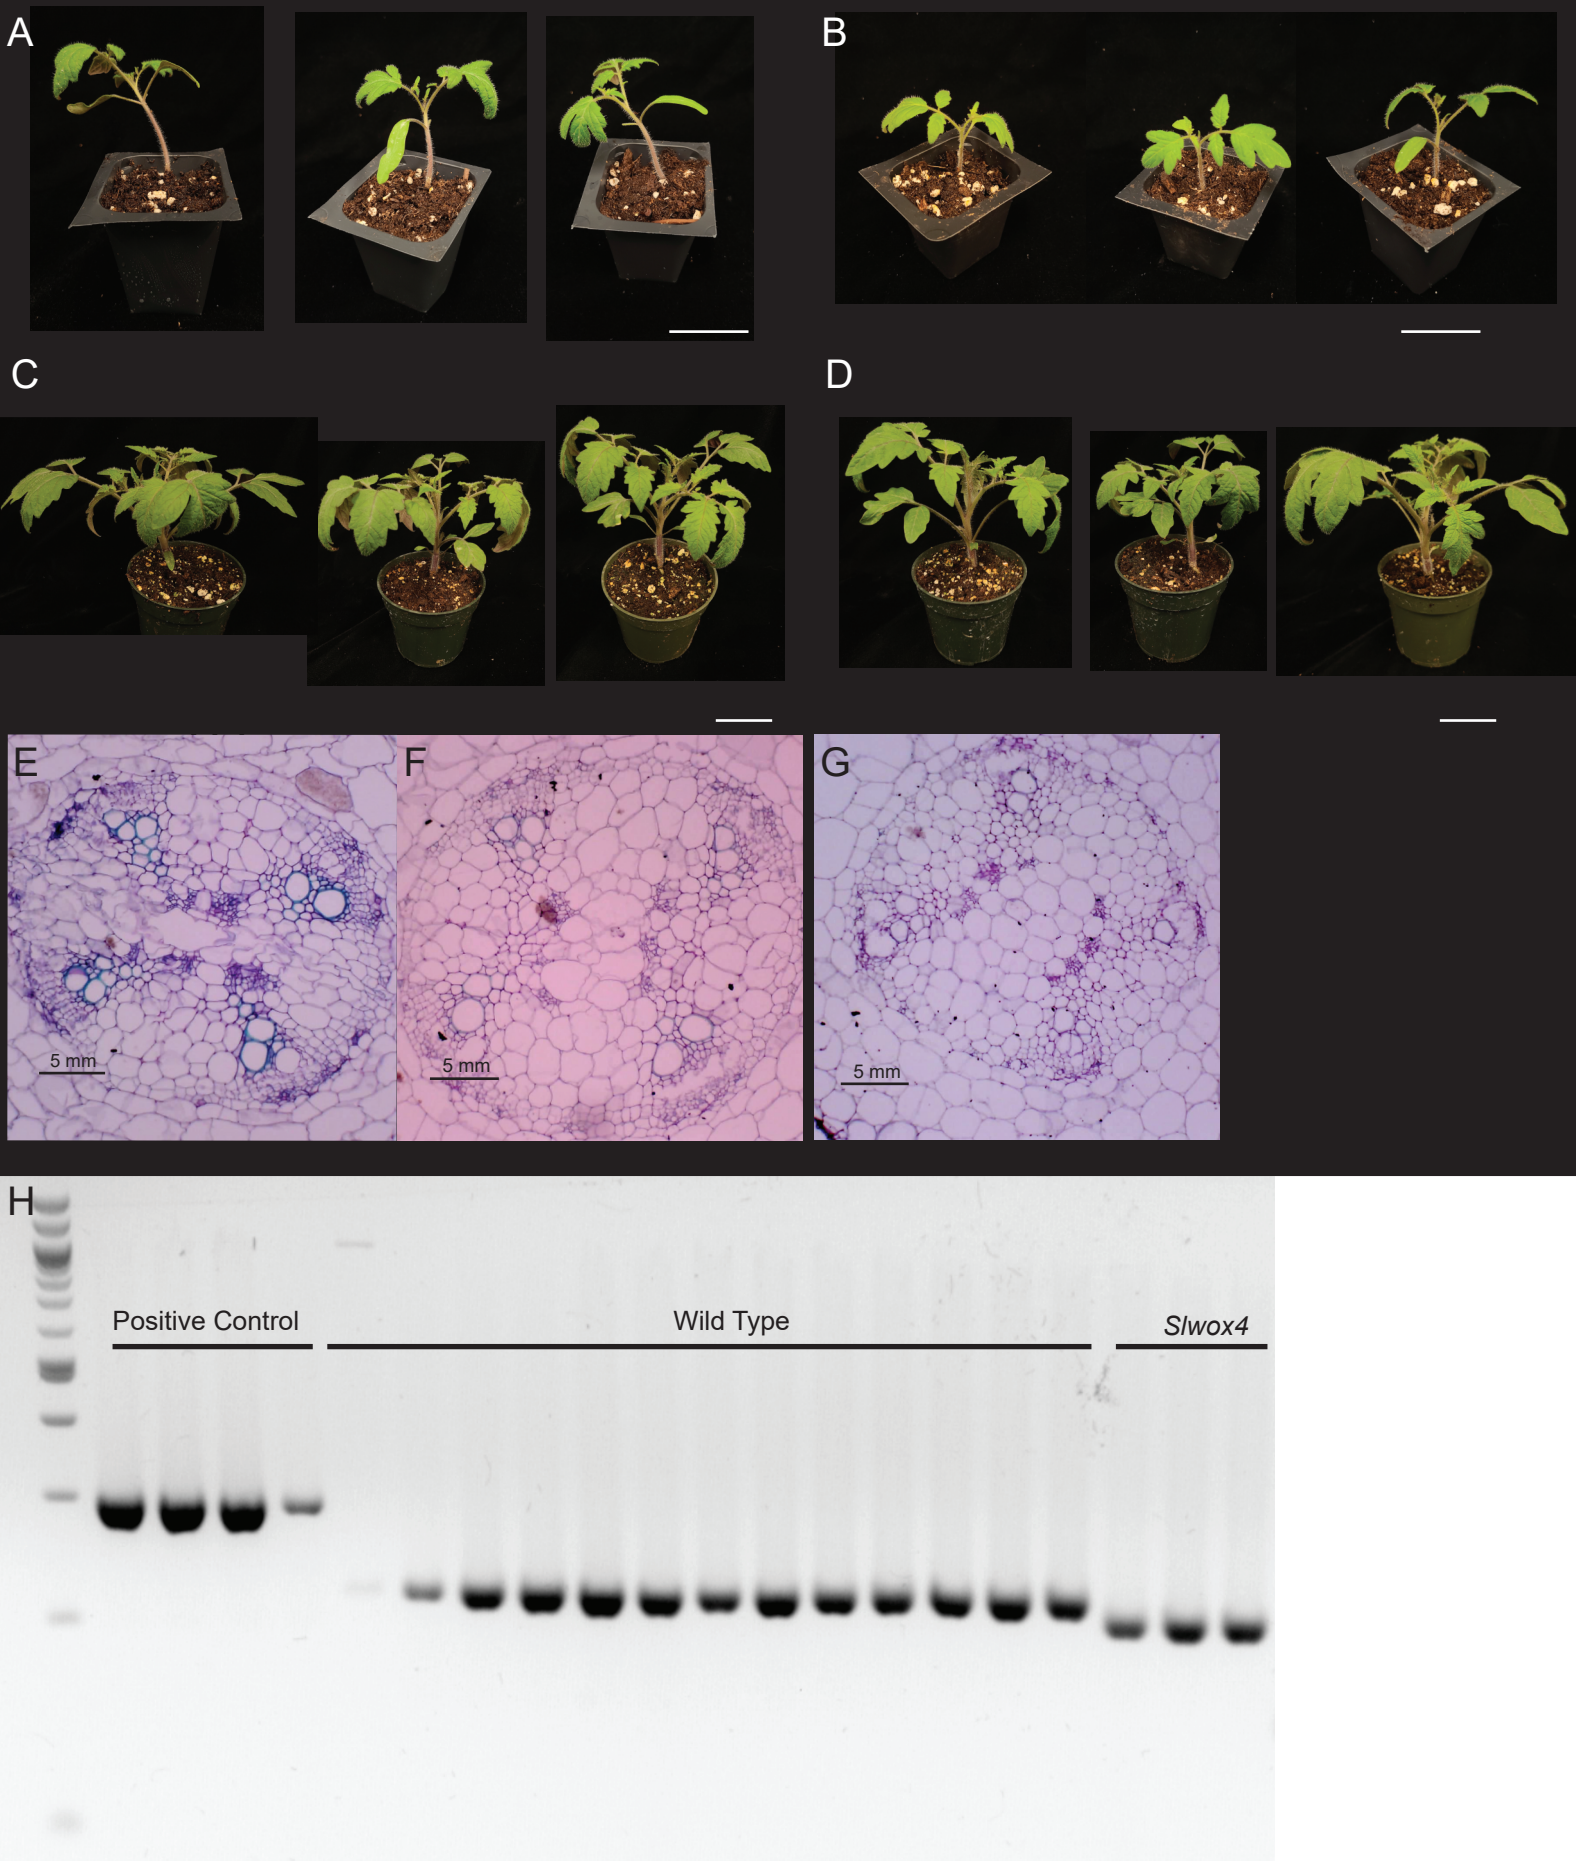

Supplemental Figure S14 *Slwox4* mutants exhibit minor alterations in vegetative phenotypes (Supports Figure 6). (A-D) Representative selection of wild type (WT) (A,C) and *Slwox4* (B,D) seedlings at the time of grafting (i.e. 3 weeks after imbibition) (A,B) and 5 weeks after imbibition (C,D). (E-G) Representative cross-sections sampled at time of grafting from the graft junction of WT (E,F) and *Slwox4* (G) plants. (H) PCR validation of homozygous 15 bp deletion in *Slwox4* mutants. Lane 1: 100 bp DNA ladder (NEB), Lanes 2-5: Positive controls (randomly selected WT and *Slwox4* DNA amplified with commercial positive control primer set from Thermo Scientific Phire Plant Direct PCR Kit, 297 bp), Lanes 6-18: WT DNA (223 bp), Lanes 19-21: *Slwox4* DNA (208 bp). scale bar = 6 cm (A,B), 9 cm (C,D), and 5 mm (E-G).

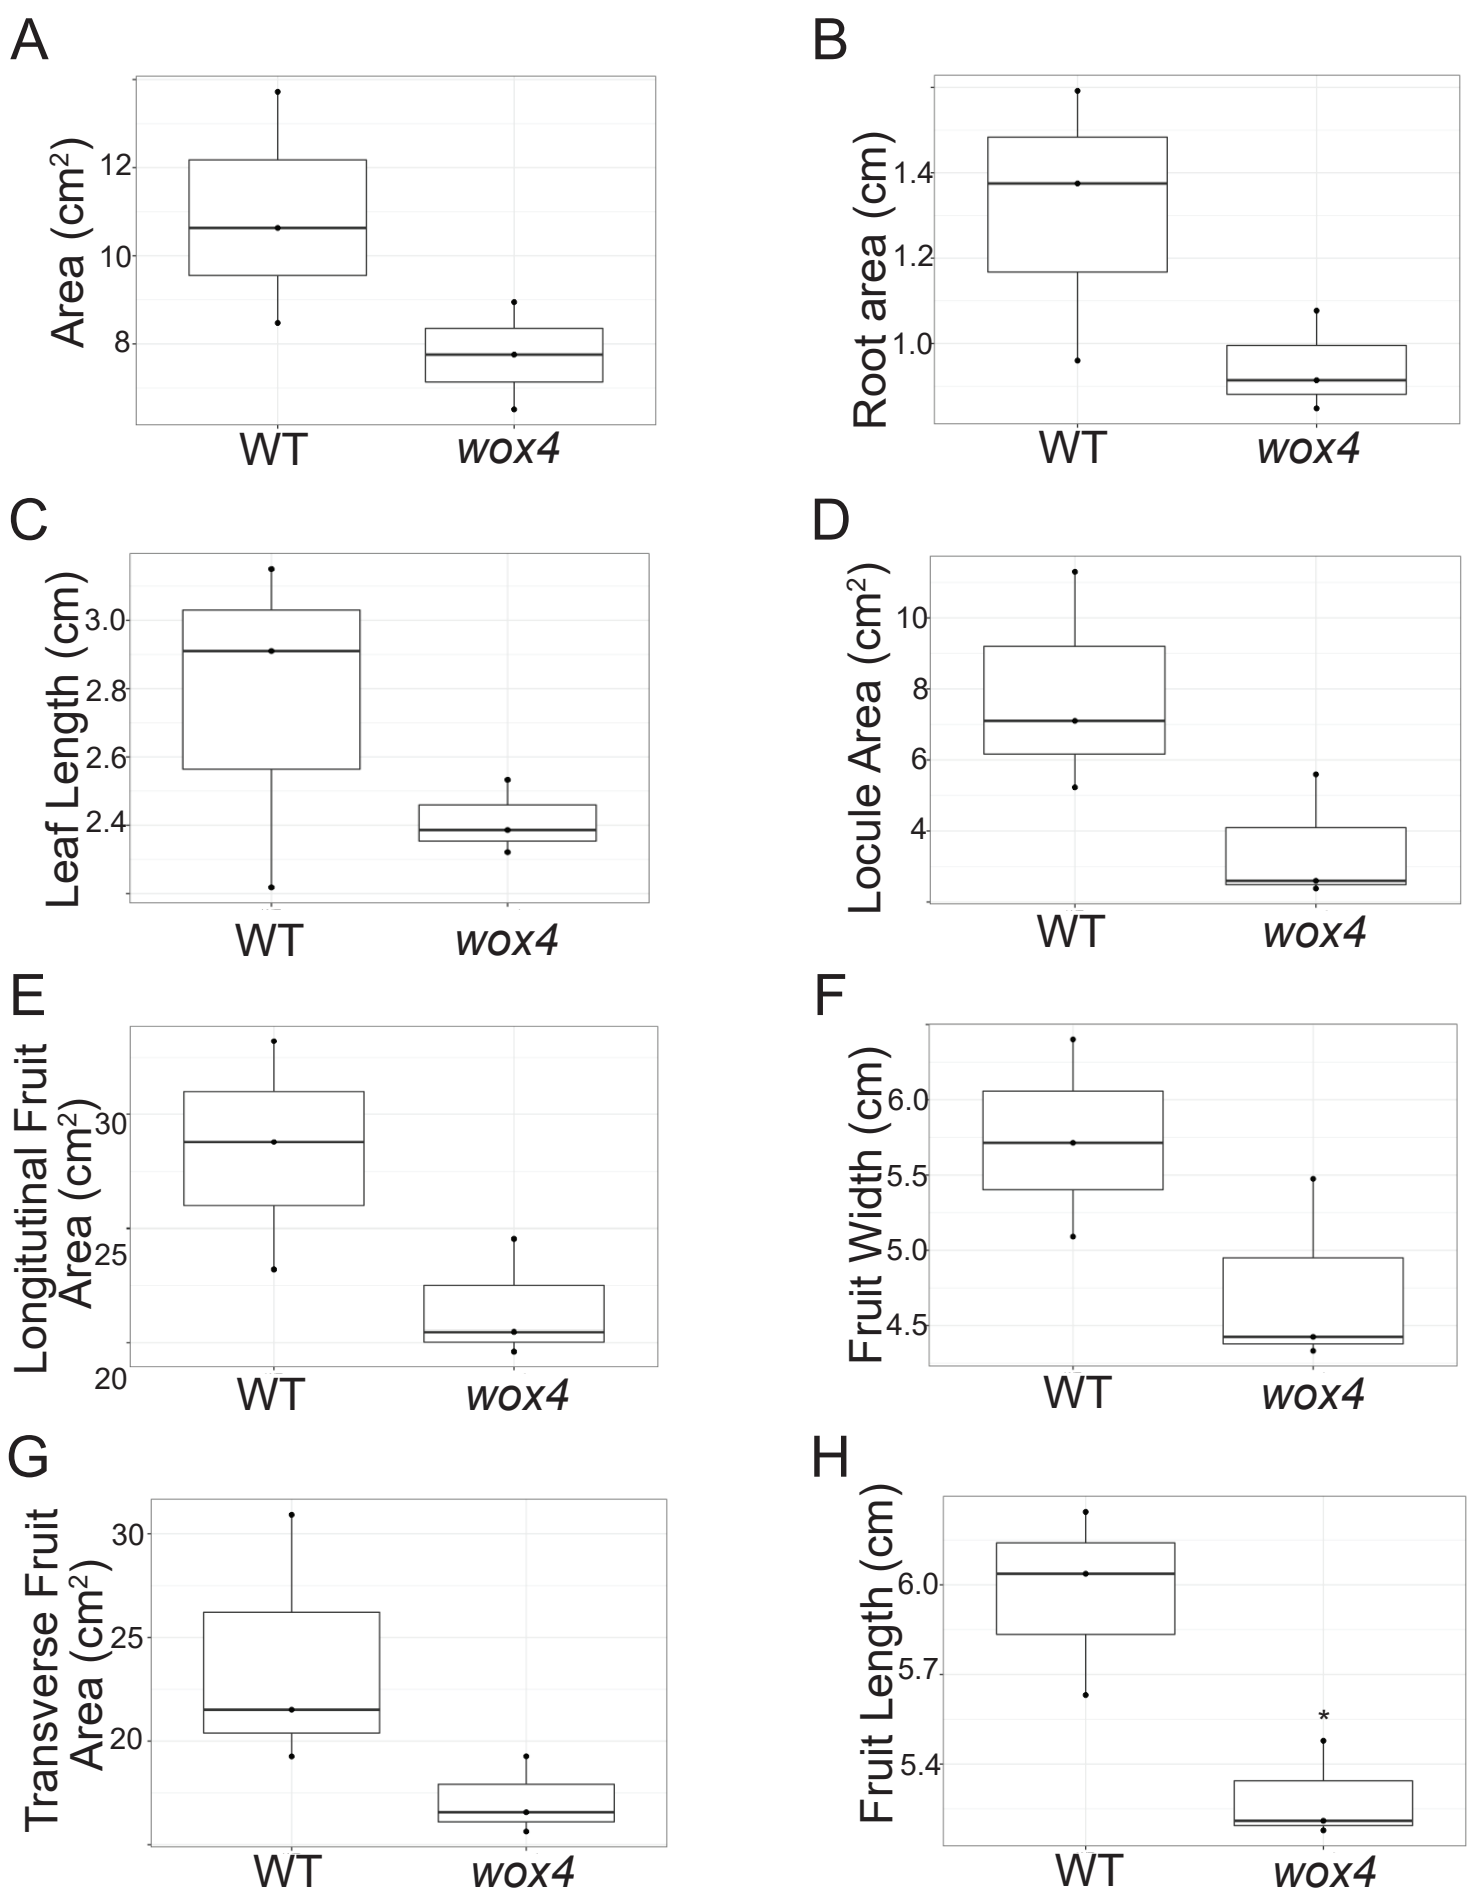

Supplemental Figure S15 Quantitative analysis of *Slwox4* vegetative and reproductive phenotypes (Supports Figure 6). (A-C) Quantification of the area (A), the root system area (B), and the length of the largest leaf (C) of 2-weeks-old wild type (WT) and *Slwox4* plants (3 weeks after imbibition). (D-H) Quantification of the area of the locule of mature fruit (transverse cut) (D), area of uncut mature fruit (side profile) (E), mature fruit width (F), area of mature fruit (transverse cut) (G), and mature fruit length (H) collected from WT and *Slwox4* plants. $p < 0.05 = *$ (Student's t-test).

A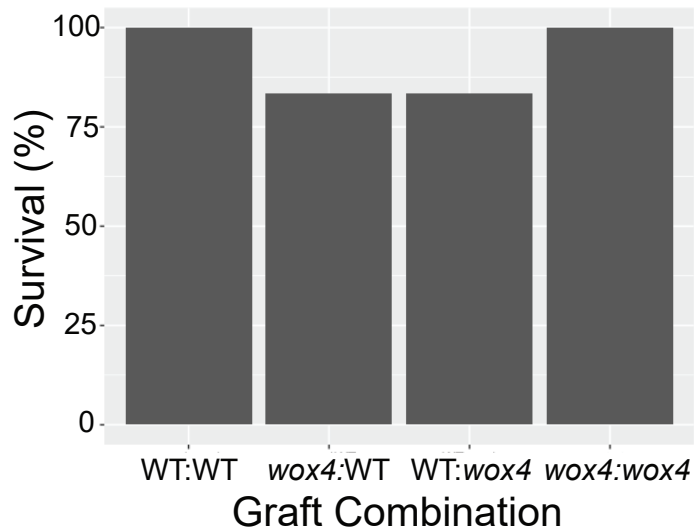**B**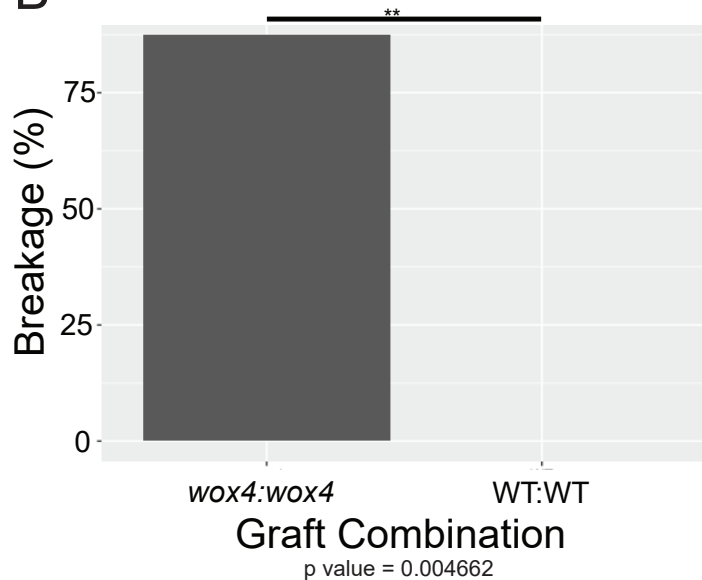

Supplemental Figure S16 *S/wox4* mutant seedlings do not display decreased viability 30 DAG (Supports Figure 7). (A) The percentage of surviving self-grafted WT and *S/wox4* plants 30 days after grafting (DAG). Fully wilted plants were considered dead. (B) The percentage of breakage along the graft site of self-grafted WT and *S/wox4* during bend tests. n=18, * = p-value < 0.05 (Fisher's Exact Test).

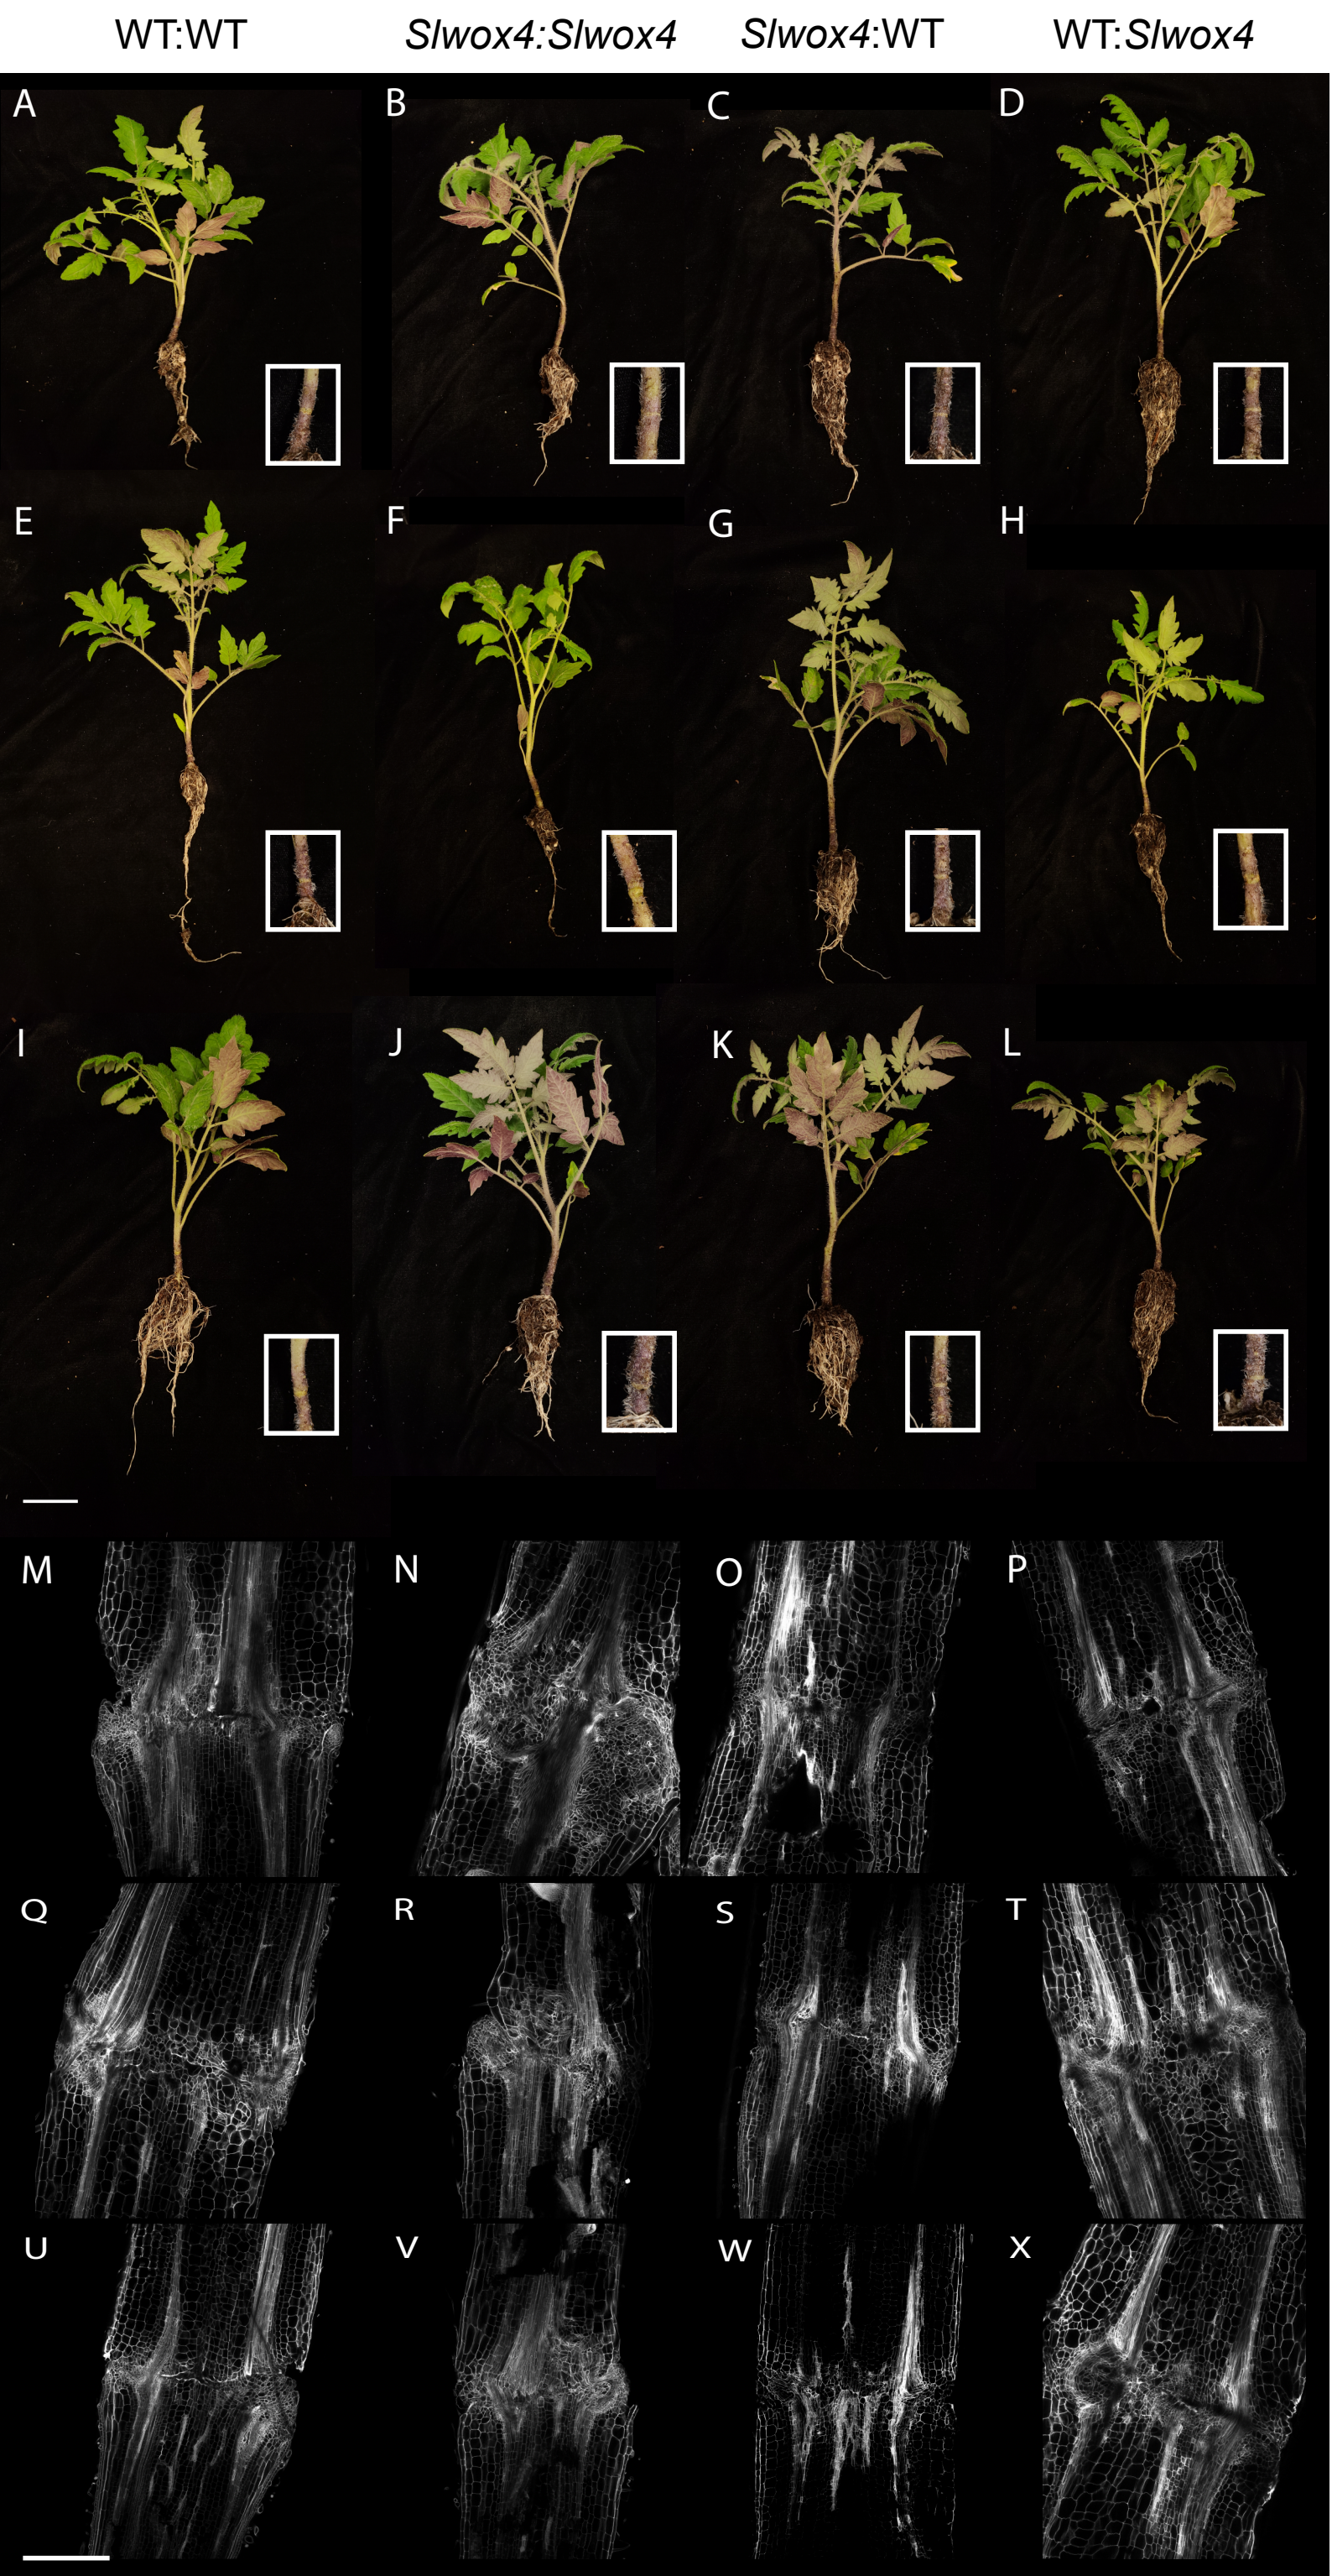

Supplemental Figure S17 Self-grafted *Slwox4* fail to form xylem bridges and thus exhibit graft incompatibility (Supports Figure 7). Representative images of self-grafted wild type (WT) (A,E,I,M,Q,U), self-grafted *Slwox4* (B,F,J,N,R,V), *Slwox4:WT* (C,G,K,O,S,W) WT:*Slwox4* (D,H,L,P,T,X) 30 days after grafting (DAG). Tissues in M-X were stained with propidium iodide and cleared in methyl salicylate. Scale bar = 5cm (A-L), and 800 μ m (M-X).

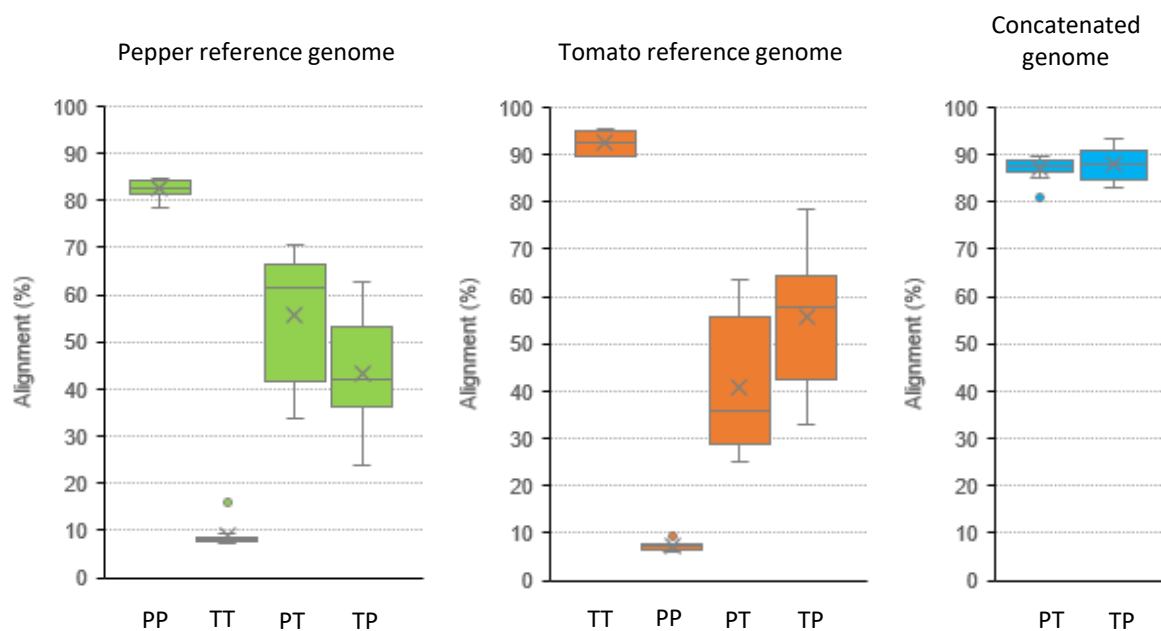

Supplemental Figure S18 Concatenated genome improves read alignment percentage for heterografted pepper and tomato (Supports Figure 3). Each sample, two self-grafts and two heterografts were aligned to the pepper (cvCM334) and tomato (*Solanum lycopersicum* cv Heinz) reference genome. The two heterografts were also aligned to a reference genome that concatenates the pepper and tomato reference genome (referred to as concatenated genome). PP = pepper:pepper self-graft, TT = tomato:tomato self-graft, PT = pepper:tomato heterograft, TP = tomato:pepper heterograft.

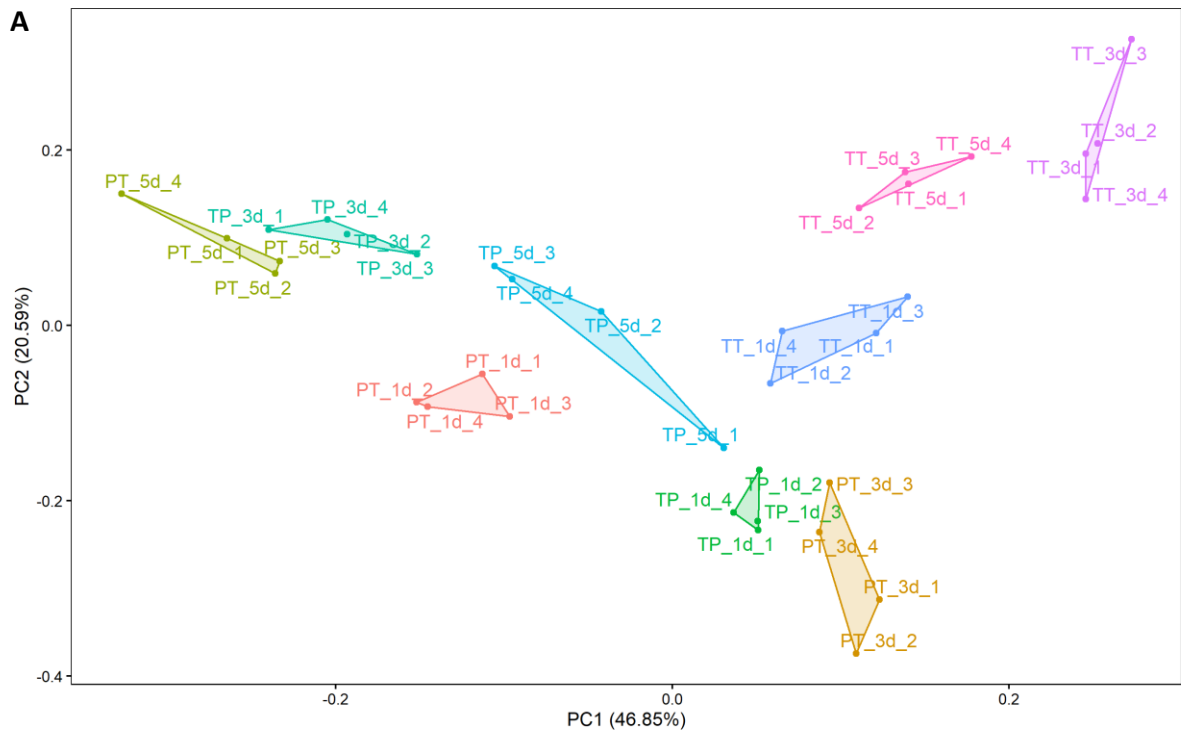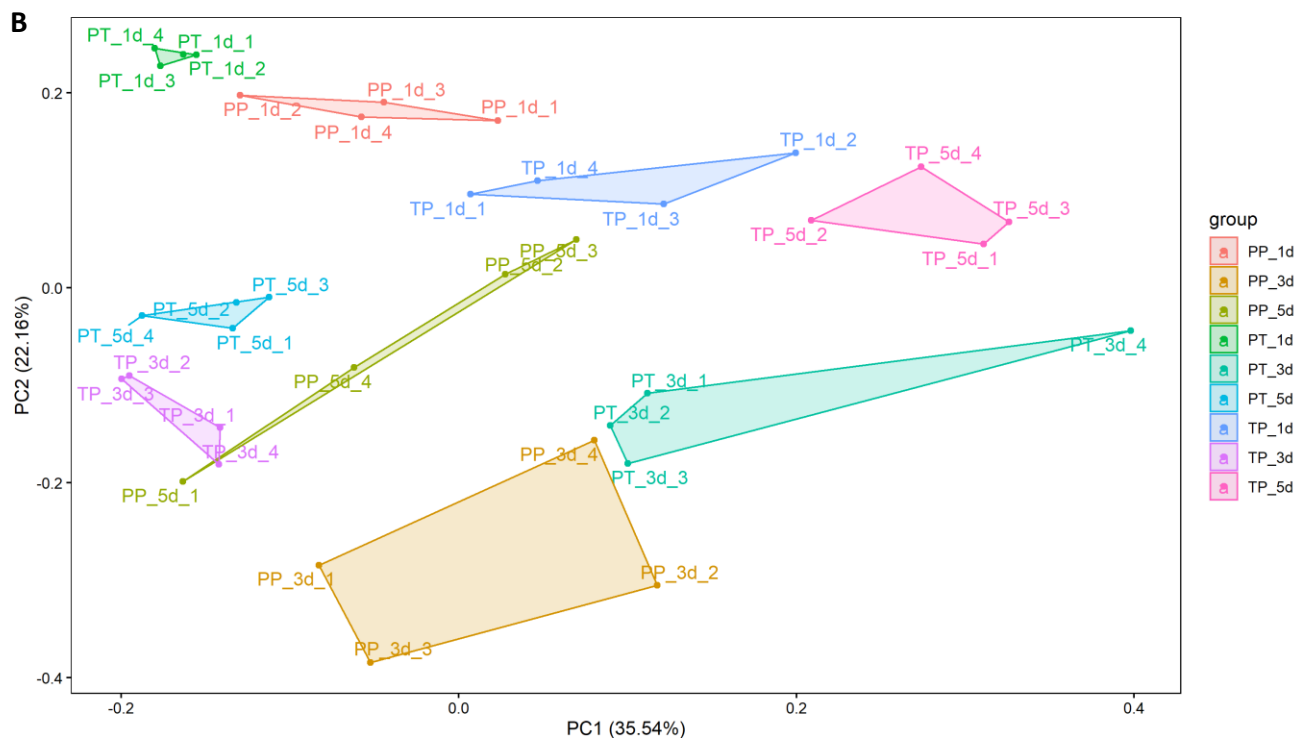

Supplemental Figure S19 Principal Component analysis (PCA) of the RNAseq samples (Supports Figure 3). (A,B) FPKM values of the tomato genes (A) and pepper genes (B) were used to perform PCA. In the PCA plot, each dot represents an RNAseq sample. The samples are plotted in two dimensions using their projections onto the first two principal components. PP = pepper:pepper self-graft, TT = tomato:tomato self-graft, PT = pepper:tomato heterograft, TP = tomato:pepper heterograft, PC = principal component.

Supplemental Table S1 Protoxylem area calculation 5 days after grafting (DAG). Column A lists the graft combination for each data point. Column B lists the total pixels found within the 1000 um piece of graft tissue. Column C lists the pixels within any hand-annotated protoxylem cells. Column D lists the percent of the total area that is protoxylem cells. Column E lists the average for each graft combination.

Graft Combination	Total pixel in 1000 um	protoxylem pixels	protoxylem/total (%)	Average
TT	1434823	60693	4.229999101	1.879984653
TT-2	674510	2564	0.380127796	
TT-3	543198	5594	1.029827061	
PP	1564210	47306	3.024274234	1.184967506
PP-2	543211	1296	0.238581325	
PP-3	467733	1366	0.292046958	
TP	1667049	42100	2.525420668	1.132791359
TP-2	440210	1547	0.351423184	
TP-3	496999	2592	0.521530224	
PT	1581895	51391	3.248698555	1.267959094
PT-2	521348	2876	0.551646885	
PT-3	527067	3130	0.593852394	
PT-4	488461	3310	0.677638542	

Supplemental Table S2 Phenotypic measurements of wild type and *S/wox4* vegetative and reproductive organs. The yellow table lists the raw data from three images per genotype for the following measurements (from left to right): 2-dimensional (2D) area of the 2-weeks-old plant, the length of the longest leaf, the 2D area of the root system from 2-weeks-old plants, the area of a transverse cut mature fruit, the 2D area the locule chambers, the 2D area of a fruit (side profile), the width of the fruit, and the length of the fruit. The blue table lists the output of the performed statistical analysis.

ID	2D Area (cm ²)	Length of longest leaf (cm)	Root Area (cm ²)	2D transverse fruit area (cm ²)	Locule area (cm ²)	Longitudinal fruit area (cm ²)
WT	8.476	3.15	0.96	19.26	5.229	23.2
WT	13.722	2.91	1.592	30.915	11.299	33.202
WT	10.632	2.218	1.375	21.513	7.101	28.786
<i>wox4</i>	6.514	2.386	0.848	16.568	2.38	19.594
<i>wox4</i>	8.949	2.533	1.077	15.639	2.596	20.46
<i>wox4</i>	7.757	2.321	0.914	19.266	5.594	24.54

ID	Fruit width (cm)	Fruit length (cm)
WT	5.091	5.631
WT	6.401	6.244
WT	5.714	6.037
<i>wox4</i>	4.332	5.178
<i>wox4</i>	4.425	5.478
<i>wox4</i>	5.475	5.21

Trait	Genotype	count	mean	SD	T.test	Percent Change
2D Area	WT	3	10.9	2.64	0.1581	-29%
	<i>wox4</i>	3	7.74	1.22		
Length of	WT	3	2.76	0.484	0.3407	-13%
	<i>wox4</i>	3	2.41	0.109		
Root Area	WT	3	1.31	0.321	0.1805	-28%
	<i>wox4</i>	3	0.946	0.118		
2D transv	WT	3	23.9	6.18	0.1927	-28%
	<i>wox4</i>	3	17.2	1.88		
Locule are	WT	3	7.88	3.11	0.1208	-55%
	<i>wox4</i>	3	3.52	1.8		
Longitudir	WT	3	28.4	5.01	0.1258	-24%
	<i>wox4</i>	3	21.5	2.64		
Fruit width	WT	3	5.74	0.655	0.133	-17%
	<i>wox4</i>	3	4.74	0.635		
fruit length	WT	3	5.97	0.312	0.04331	-11%
	<i>wox4</i>	3	5.29	0.165

How the deposited data were processed for this re-analysis (not part of the article)

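Graft junctions of tomato (var. M82) and pepper (var. Big Dipper) were sequenced as messenger RNA, with 4 replicates in each of 12 groups, the tomato and pepper self-grafts and both heterografts at 1, 3 and 5 DAG, 48 samples in all. Groups followed the titles and treatment labels of the samples. The organism label of the tomato self-graft samples, Capsicum annuum, conflicts with these and was set aside.

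The authors made FPKM values with TuxNet at default settings, which trims with fastq-mcf, aligns with hisat2 and quantifies with Cufflinks, against tomato (ITAG3.2), pepper (CM334) or both genomes joined, as deposited with 1 value per group of 4 replicates. The fold change score columns were deposited by the authors as the log2 ratio of the later over the earlier group's FPKM, with a code in place of a value where 1 group was at 0. The FDR (q-value) columns were computed by the authors with Cuffdiff over the replicates, and 1 is also written where no test was made. Versions of these tools are not stated in the paper's text. FPKM of the heterografts is scaled over tomato and pepper genes together, and the tables were normalized separately, so changes within a graft were compared between tables. Levels of different tables stand together only in the principal components and where FPKM of 1 gene is listed for several grafts. Depth per sample is unknown, because the tables give no counts, and no interval of depth can be given. Alignment percentages per library were taken from Supplemental Data Set S10, the paper's values.

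Log2 fold changes were computed as the ratio of FPKM + 1, with genes kept at 1 FPKM or more in at least 1 group for comparisons across genes. DEGs were counted from the authors' deposited table at FDR under 0.05 and a log2 fold change over 2 or under -2, and assigned to each time point at which a gene was higher than at 1 other. A threshold of 1 was used for the ortholog counts, as for the bars of Fig. 5C. Where 1 group was at 0, the direction was taken from FPKM. Dynamics were compared by Pearson's r, Spearman's rho and the share of genes with the same sign, with no p-value, since genes are not replicates. Medians of gene lists were set against 10000 random lists matched in 20 bins of expression (random seed 7). Principal components were taken from group values of log2(FPKM + 1), centred per gene. Alignment was compared by exact two-sided permutation tests with Benjamini-Hochberg adjustment.

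Genes named were those to which the paper gives an identifier in its text, accession list or Supplemental Figure S8 (read by eye), and, for each self-graft and time point, the 5 DEGs with the largest log2 fold change against the lower of the other time points among those at 10 FPKM or more, with 3 per heterograft, species and time point. Of the network regulators a tally over heterografts was added after the values were seen. The paper's figures and the first part of its supplemental tables had been seen at the start, and the named genes' values before the tolerances for alternatives were set. Lists by keyword could not be used, because no identifier of the tables matched a description in the reference (0 matched). Alternatives to the pseudocount (0.1, 5 and 0 FPKM), the filter (none or 5 FPKM, and 1 FPKM for DEGs), genes with a group at 0 (left out or by the sign of the code), the thresholds (log2 fold change 1, FDR 0.01), the scaling (each species rescaled to its own total, or centred on its median), the assignment and the labels at 3 DAG were tried. For DEG counts, centring subtracted the median of fold changes with the added 1 from the authors' fold changes, and their q was kept. The exchange of labels at 3 DAG was planned from the paper's alignment percentages. Clusters of expression, gene ontology, transcription factor families, heterograft networks and the Slwox4 mutants were not analysed here. The counting, correlation and list steps were tested on simulated data, in which 200 of 200 changed genes were recovered and 6.5% of 200 unchanged lists fell outside the central 95% of random lists. No noise was added and q was set from the change itself, so that recovery was fixed in advance and checks the code only. Fold changes were shuffled across genes for the lists, so the 6.5% does not cover lists of genes that move together. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.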

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

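The permutation test of the difference between changes, the correlations of the heterografts' difference, the same correlations after rescaling and the comparison with the 3 DAG profiles were chosen only after the opposite movement of the heterografts had been seen in the paper's alignment percentages and figures.

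Alignment to the pepper genome changed differently in the heterografts. From 1 to 3 DAG it changed by -29.5 percentage points in pepper:tomato and by 22.0 in tomato:pepper, a difference between the changes of -51.5. From 3 to 5 DAG the changes were 21.5 and -16.2, a difference of 37.7. An exact permutation test, two-sided, gave p = 0.000408 for each of these, the smallest that 4900 rearrangements can give, and 0.000612 after Benjamini-Hochberg adjustment over 3 tests. From 1 to 5 DAG the difference was -13.8 (exact permutation test, p = 0.411). Heterograft labels were rearranged within each time point, so the differences of 34.3 and 20.5 points at 1 and 5 DAG widened the rearranged values. That p therefore does not show equal changes, and the smaller ones do not test the changes alone. In pepper:tomato the 4 libraries lay between 65.3% and 70.6% at 1 DAG and between 33.9% and 43.5% at 3 DAG, and in tomato:pepper between 23.6% and 38.8% and between 49.6% and 62.9%.

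Expression moved in the same way, in that the difference between pepper:tomato and tomato:pepper correlated across genes between 1 and 3 DAG at r of -0.560 for tomato and -0.345 for pepper genes, between 3 and 5 DAG at -0.581 and -0.762, and between 1 and 5 DAG at 0.678 and 0.564. With each species rescaled to its own total, r was still -0.443 between 1 and 3 DAG and -0.498 between 3 and 5 DAG for tomato genes. For pepper genes it was -0.363 and -0.749. This cannot decide whether a change in the share of each species' reads plays a part. Rescaling adds about the same amount to the log value of each gene of a species, which leaves r nearly as it was. An exchange of pepper:tomato and tomato:pepper at 3 DAG is a candidate explanation, since it would give these signs, and 7 of the 8 profiles at 1 and 5 DAG correlated more closely with the other heterograft's 3 DAG profile than with their own. The exception was tomato genes of tomato:pepper at 5 DAG, with r of 0.947 to their own and 0.906 to the other, which goes against an exchange. Heterografts that respond in opposite ways at 3 DAG would give the same signs and stay open as a biological explanation, which was not tested, and all values here keep the labels as given.

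In the pepper self-graft at 1 DAG, 1 of the 4 libraries lay apart in alignment to pepper, with a gap of 0.844 of the narrow range from 84.0% to 84.7%. In the tomato self-graft at 5 DAG, 1 library lay apart in alignment to tomato, with a gap of 0.941 of the range from 89.8% to 92.5%. Dixon's test was made on 30 groups of 4, and chance gives about 1 in 20.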

How the results depend on the processing

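The totals without 3 DAG, the counts once per comparison, the PXY orthologs added to the grafting orthologs and the gene list medians with 3 DAG exchanged were chosen only after the results were seen. The other alternatives were planned. Below, PT is pepper:tomato, TP is tomato:pepper, and 3/1 means 3 over 1 DAG. No replicate could be left out and no paired analysis was possible for expression, because the columns hold 1 value per group of 4 replicates. DEG counts stayed within 1.5 times their value with FDR 0.01, with 1 FPKM required, with genes that have a group at 0 left out or taken by the sign of the code, and, in the self-grafts, counted once per comparison. A move of r was called by its 95% interval by Fisher's method, a move of a list's median by its order-statistic interval, and a move of a named gene by 0.5 log2, tolerances set while the values were computed. The Fisher interval is narrow over so many genes that are not independent, so that small shifts of r count as moves.

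With a log2 threshold of 1, DEGs numbered 1943, 2886 and 1571 in the tomato self-graft and 3311, 2891 and 2370 in the pepper self-graft at 1, 3 and 5 DAG, and 11788 tomato and 10448 pepper genes in PT, and 7054 and 9645 in TP; the pepper share at 2 or more time points was 27.8%. Higher than at both other time points, DEGs numbered 127, 42 and 86 in the tomato self-graft and 205, 38 and 36 in the pepper self-graft at 1, 3 and 5 DAG, and the share at 2 or more time points is 0 in both by construction. With PXY, grafting orthologs called at 3/1 in the authors' deposited table numbered 4 tomato and 3 pepper in the self-grafts, 9 and 6 in PT, and 6 and 7 in TP. Centring left 3352 pepper DEGs in PT. Without 3 DAG there were 1107 tomato and 632 pepper genes in PT, and 960 and 1246 in TP.

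With 3 DAG exchanged, r of self-graft DEGs was 0.684 (tomato in PT 3/1), 0.678 (tomato in PT 5/3), 0.641 (tomato in TP 3/1), 0.6997 (tomato in TP 5/3), 0.886 (pepper in PT 3/1), 0.749 (pepper in PT 5/3), 0.563 (pepper in TP 3/1) and 0.650 (pepper in TP 5/3). Between the heterografts r reversed to 0.217 (tomato 3/1), 0.399 (tomato 5/3), 0.153 (pepper 3/1) and 0.510 (pepper 5/3). The correlation of the difference between heterografts reversed to 0.560 (tomato 1/3), 0.581 (tomato 3/5), 0.345 (pepper 1/3) and 0.762 (pepper 3/5), as exchanging 3 DAG turns that difference by construction; the cause was not tested otherwise. 146 of the log2 fold changes of named genes stayed within 0.5, 96 moved and 40 with q under 0.05 in the authors' deposited table reversed. Changes of sign without such a q, 33 more, are counted with the others. The 146 include all changes at 5 over 1 DAG, which an exchange at 3 DAG cannot alter.

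The reversed log2 fold changes of named genes with q under 0.05 in the authors' deposited table were, with 3 DAG exchanged, as follows. In PT at 3/1 they were 0.65 (Solyc01g090560), -0.093 (CA01g20220), 1.45 (Solyc07g052980), 0.72 (Solyc04g078650), -1.67 (CA04g18420), 1.66 (CA06g13110) and -1.77 (Solyc06g061080). In PT at 5/3 they were -0.88 (Solyc01g091420), -0.52 (Solyc01g090460), 0.0011 (CA01g00280), 0.71 (CA01g11210), 0.53 (CA02g00820), -0.87 (Solyc07g052980), -0.095 (Solyc04g078650), 2.07 (CA04g18420), 0.64 (CA06g06410), -0.72 (CA06g13110) and -0.41 (CA12g14430). In TP at 3/1 they were -0.19 (Solyc01g091420), -0.31 (Solyc01g090460), -0.27 (Solyc01g090560), -0.52 (Solyc01g090340), 0.78 (CA01g11210), -0.63 (Solyc07g052980), -0.27 (Solyc01g098720), -1.33 (Solyc04g078650), 1.02 (CA04g18420), 0.011 (CA03g07540), 0.77 (CA06g06410), -0.72 (CA12g14430), -0.14 (Solyc06g034340) and 0.21 (Solyc05g052050). In TP at 5/3 they were 1.32 (Solyc01g091420), 0.26 (Solyc01g090460), 0.092 (Solyc11g065600), -1.01 (CA01g11210), 1.75 (Solyc07g052980), 0.26 (Solyc01g098720), -0.31 (CA06g06410) and 0.76 (Solyc06g034340). Rescaling each species to its own total reversed -0.056 (CA12g14430 TP 3/1) and -0.72 (Solyc06g061080 PT 3/1); 190 others stayed within 0.5 and 90 moved. Of these, 16 within 0.5 and 9 that moved changed sign without such a q. The cause was not tested.

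Rescaling moved r of self-graft DEGs to 0.342 (pepper in TP 3/1), r between the heterografts to -0.332 (tomato 3/1), -0.268 (pepper 3/1) and -0.442 (pepper 5/3), and that of their difference to -0.443 (tomato 1/3), 0.602 (tomato 1/5), -0.498 (tomato 3/5), -0.363 (pepper 1/3), 0.549 (pepper 1/5) and -0.749 (pepper 3/5). Cambium and xylem medians became -1.16 (tomato PT 3/1), -0.12 (tomato PT 5/1), 1.14 (tomato PT 5/3), 0.26 (tomato TP 3/1), 0.28 (tomato TP 5/1), -0.58 (pepper TP 3/1), 5 of which changed sign. That of pepper genes in TP at 5/3 also changed sign within its interval. Medians carry no test, and the cause was not tested. A species' total can change without most of its genes. In the tomato self-graft it went from 866606 to 1406350 FPKM between 1 and 3 DAG, with a median log2 fold change of 0.063.

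With a pseudocount of 0.1 FPKM, r of self-graft DEGs was 0.560 (tomato in TP 3/1) and 0.302 (pepper in TP 3/1). The r between the heterografts was -0.378 (tomato 3/1), -0.258 (tomato 5/3), -0.262 (pepper 3/1) and -0.406 (pepper 5/3). The r of their difference was -0.516 (tomato 1/3), 0.584 (tomato 1/5), -0.552 (tomato 3/5), -0.321 (pepper 1/3), 0.543 (pepper 1/5) and -0.719 (pepper 3/5). Medians of module targets became -1.88 (1 tomato 3/1), -2.27 (1 tomato 5/1), -0.68 (1 tomato 5/3), 2.10 (3 tomato 3/1), 1.42 (3 tomato 5/1), 1.72 (5 tomato 3/1), 2.74 (5 tomato 5/1), -2.41 (1 pepper 3/1), -1.50 (1 pepper 5/1), 1.02 (1 pepper 5/3), 2.59 (3 pepper 3/1), 2.26 (5 pepper 3/1) and 2.36 (5 pepper 5/1), in the same direction as with 1 FPKM. The variance held, in percent, was 55.4 (tomato component 1), 18.1 (tomato component 2), 52.0 (pepper component 1) and 18.0 (pepper component 2). Of the log2 fold changes of named genes, 17 in self-grafts and 89 in heterografts moved by more than 0.5, and 124 and 193 did not. With a pseudocount of 0 FPKM, 28 and 97 moved, and 113 and 183 did not.

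With a pseudocount of 5 FPKM, r of self-graft DEGs was 0.428 (tomato in PT 3/1), 0.416 (tomato in TP 3/1), 0.826 (pepper in PT 3/1), 0.387 (pepper in PT 5/3) and 0.484 (pepper in TP 3/1). The r between the heterografts was -0.497 (tomato 3/1), 0.463 (tomato 5/1), -0.306 (tomato 5/3) and -0.441 (pepper 5/3). The r of their difference was -0.596 (tomato 1/3), 0.743 (tomato 1/5), -0.591 (tomato 3/5), -0.378 (pepper 1/3), 0.576 (pepper 1/5) and -0.796 (pepper 3/5).

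With no filter, r between the heterografts was -0.492 (tomato 3/1), 0.452 (tomato 5/1), -0.319 (tomato 5/3), -0.336 (pepper 3/1), 0.128 (pepper 5/1) and -0.446 (pepper 5/3). The r of their difference was 0.736 (tomato 1/5), -0.591 (tomato 3/5), -0.387 (pepper 1/3) and 0.627 (pepper 1/5). The variance held, in percent, was 61.4 (tomato component 1), 16.1 (tomato component 2), 54.6 (pepper component 1) and 17.6 (pepper component 2).

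With a filter of 5 FPKM, r of self-graft DEGs was 0.830 (tomato in PT 5/1), 0.894 (tomato in TP 5/1), 0.793 (pepper in PT 5/1), 0.483 (pepper in PT 5/3), 0.552 (pepper in TP 5/1) and 0.520 (pepper in TP 5/3). The r between the heterografts was -0.417 (tomato 3/1), 0.554 (tomato 5/1) and -0.305 (tomato 5/3). The r of their difference was -0.596 (tomato 1/3), 0.641 (tomato 1/5), -0.606 (tomato 3/5), 0.551 (pepper 1/5) and -0.777 (pepper 3/5).

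Without the 100 most abundant genes of each species, the share of FPKM on pepper genes was, in percent, 81.0 (PT 1 DAG), 50.5 (PT 3 DAG), 75.7 (PT 5 DAG), 41.6 (TP 1 DAG), 69.6 (TP 3 DAG) and 51.9 (TP 5 DAG).

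For alignment to pepper, the difference between the heterografts with 1 library left out ranged from 30.9 to 36.0 at 1 DAG, -19.2 to -14.8 at 3 DAG and 17.4 to 23.5 at 5 DAG, where without TP replicate 2 (17.4) or 3 (19.5) the exact permutation test gave p = 0.0571. With replicate number as a block, the differences of 34.3, -17.1 and 20.5 had p = 0.125 by an exact sign-flip permutation test, the smallest that 4 pairs can give. What depth limits cannot be given, since the tables hold no counts per library.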

Differences from the paper's values

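No count or percentage set beside the paper's was more than 1.5 times larger or smaller. From the authors' deposited table at the paper's thresholds, DEGs at 1, 3 and 5 DAG in the tomato and then the pepper self-graft numbered 370, 488, 450, 1113, 643, 504. The paper's counts are 497, 530, 536, 1318, 683 and 540. With a gene higher than at both other time points counted once per comparison, an alternative chosen after seeing the values, the authors' deposited table gave 497, 530, 536, 1318, 681, 540, which equals the paper's counts except in the pepper self-graft at 3 DAG. Which genes the paper counted was not compared. None of the alternatives set before the data were examined gave the paper's counts exactly. Supplemental Figure S5 shows about 6700, 5200, 2100 and 3900 heterograft DEGs (read by eye) for tomato and pepper genes of pepper:tomato and then of tomato:pepper, against 6283, 5139, 1949 and 3885 in the authors' deposited table.

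The paper states that both WOX4 genes increase over time in self-grafts. CaWOX4 rose, with a log2 fold change of 1.22 at 5 over 1 DAG (q = 0.000176 in the authors' deposited table). SlWOX4 had higher values at 3 and 5 DAG without a call (q of 0.162 and 0.0955 over 1 DAG in the authors' deposited table). The paper states that pepper samples group by time point on the second component of all libraries. With group values of log2(FPKM + 1) in place of FPKM of libraries, 1 DAG (56.0, 63.4 and 12.4) and 5 DAG (-21.8, 16.1 and 32.2 in the pepper self-graft, pepper:tomato and tomato:pepper) overlapped, while 3 DAG was lowest in each graft. For comparisons of self-grafts with heterografts the paper normalized FPKM to 1 self-graft library, which was not done here. Which of these steps makes the difference was not tested. The paper states that of the clusters of tomato self-graft DEGs only cluster 2 is alike in all grafts, and names 5 that are disrupted in only 1 heterograft. The clusters were not analysed here, so the following is not a test of them. Over those of these DEGs with 1 FPKM or more in at least 1 group of both tables, 85.8% and 90.4% kept their direction at 5 over 1 DAG in pepper:tomato and tomato:pepper, and 63.7% and 71.0% at 3 over 1 DAG.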

Other observations

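The tally of network regulators in heterografts, its example, the totals without 3 DAG and the test of an exchange at 3 DAG as the source of the excess of DEGs were chosen only after the results were seen. The test of scaling was planned, when the paper's own totals had been seen.

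Most network regulators that were called between 1 and 5 DAG in a self-graft had the same direction in the heterografts, except for pepper regulators in tomato:pepper. Of the 6 tomato and 8 pepper regulators to which the paper gives identifiers, 5 and 6 had q under 0.05 at 5 over 1 DAG in their self-graft by the authors' deposited table. In that direction, with q under 0.05 in the authors' deposited table, there were 4 tomato and 4 pepper regulators in pepper:tomato, and 4 and 3 in tomato:pepper. By sign alone, 5 tomato and 6 pepper regulators had the self-graft's direction in pepper:tomato, and 4 and 3 in tomato:pepper, where the other pepper regulators had the opposite sign without a call. NAC104 had 4.73, 23.5 and 1.77 FPKM at 1, 3 and 5 DAG in pepper:tomato and 46.8, 6.11 and 3.96 FPKM at 1, 3 and 5 DAG in tomato:pepper, and fell by log2 fold changes of -1.05 and -3.27 at 5 over 1 DAG (q = 0.00417 and 0.000231 in the authors' deposited table).

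As labelled, the heterografts parted at 3 over 1 DAG. Of 5 tomato regulators with q under 0.05 in the self-graft, 0 were called in the same and 2 in the opposite direction in pepper:tomato, against 5 and 0 in tomato:pepper, by the authors' deposited table. Of 8 pepper regulators, 5 and 0 were so called in pepper:tomato, against 1 and 3 in tomato:pepper, by the authors' deposited table. With each species rescaled to its own total, the fold changes of 0 and 5 tomato and 8 and 3 pepper regulators had the self-graft's sign in pepper:tomato and tomato:pepper. After an exchange at 3 DAG they were 4 and 1 tomato and 5 and 4 pepper regulators, so the order of the heterografts turns for tomato, and the difference between them was not tested.

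Over the 3 time points heterografts had more DEGs than self-grafts, and FPKM scaled over both species is a candidate explanation of part of the excess. The median fold change of a species followed the change in its alignment in 12 of 12 comparisons. Such scaling leads to this by itself, and the comparisons share groups, so it is no separate evidence. Centring on the species' median kept 70.4% of the excess for tomato genes and 44.0% for pepper genes in pepper:tomato, and 84.9% and 68.6% in tomato:pepper. That median was of fold changes with the added 1, while the calls rest on larger ones without it, and q was kept. Centring may therefore remove too little of the scaling. Without 3 DAG there was no excess for pepper genes of pepper:tomato, with 632 against 666 DEGs in the authors' deposited table. The loss reached the planned bound of 1 in 3 for pepper genes of pepper:tomato, and for the other sets scaling cannot be told apart from other causes, since their losses lay between the planned bounds. Genes beyond a log2 fold change of 2 in a comparison with 3 DAG were also counted with 3 DAG exchanged. Of the number of tomato and pepper genes, 34.6% and 56.2% were left in pepper:tomato, and 86.2% and 23.5% in tomato:pepper. In these comparisons an excess over the self-graft remained in 3 of the 4 sets (1464, 1581 and 989 against 610, 1183 and 610). None remained there for pepper genes of tomato:pepper (609 against 1183). At 5 over 1 DAG, which an exchange cannot alter, those pepper genes had an excess (729 against 471). An exchange cannot be told apart from other causes, because the number for tomato genes of tomato:pepper went down by less than 1 in 3, and a biological difference of heterografts stays open.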
